# Transcriptomic responses to environmental temperature by turtles with temperature-dependent and genotypic sex determination assessed by RNAseq inform the genetic architecture of embryonic gonadal development

**DOI:** 10.1371/journal.pone.0172044

**Published:** 2017-03-15

**Authors:** Srihari Radhakrishnan, Robert Literman, Jennifer Neuwald, Andrew Severin, Nicole Valenzuela

## Abstract

Vertebrate sexual fate is decided primarily by the individual’s genotype (GSD), by the environmental temperature during development (TSD), or both. Turtles exhibit TSD and GSD, making them ideal to study the evolution of sex determination. Here we analyze temperature-specific gonadal transcriptomes (RNA-sequencing validated by qPCR) of painted turtles (*Chrysemys picta* TSD) before and during the thermosensitive period, and at equivalent stages in soft-shell turtles (*Apalone spinifera—*GSD), to test whether TSD’s and GSD’s transcriptional circuitry is identical but deployed differently between mechanisms. Our data show that most elements of the mammalian urogenital network are active during turtle gonadogenesis, but their transcription is generally more thermoresponsive in TSD than GSD, and concordant with their sex-specific function in mammals [e.g., upregulation of *Amh*, *Ar*, *Esr1*, *Fog2*, *Gata4*, *Igf1r*, *Insr*, and *Lhx9* at male-producing temperature, and of *β-catenin*, *Foxl2*, *Aromatase* (*Cyp19a1*), *Fst*, *Nf-kb*, *Crabp2* at female-producing temperature in *Chrysemys*]. Notably, antagonistic elements in gonadogenesis (e.g., *β-catenin* and *Insr*) were thermosensitive only in TSD early-embryos. *Cirbp* showed warm-temperature upregulation in both turtles disputing its purported key TSD role. Genes that may convert thermal inputs into sex-specific development (e.g., signaling and hormonal pathways, RNA-binding and heat-shock) were differentially regulated. *Jak-Stat*, *Nf-κB*, *retinoic-acid*, *Wnt*, and *Mapk-*signaling (not *Akt* and *Ras*-signaling) potentially mediate TSD thermosensitivity. Numerous species-specific ncRNAs (including *Xist*) were differentially-expressed, mostly upregulated at colder temperatures, as were unannotated loci that constitute novel TSD candidates. *Cirbp* showed warm-temperature upregulation in both turtles. Consistent transcription between turtles and alligator revealed putatively-critical reptilian TSD elements for male (*Sf1*, *Amh*, *Amhr2*) and female (*Crabp2* and *Hspb1*) gonadogenesis. In conclusion, while preliminary, our data helps illuminate the regulation and evolution of vertebrate sex determination, and contribute genomic resources to guide further research into this fundamental biological process.

## Introduction

Organisms vary wildly in how they determine sex [1]. Vertebrate sex-determining mechanisms range between genotypic sex determination (GSD) and environmental sex determination (ESD) [2, 3]. The most common ESD mechanism in vertebrates is temperature-dependent sex determination (TSD). The commitment of the bipotential gonad to differentiate into testes or ovaries is triggered by the genotype in GSD, and by temperatures experienced during the thermosensitive period of embryonic or larval development in TSD [4–6]. All studied mammals, birds and amphibians exhibit GSD, while TSD is found in some species of fish and lizards, tuatara, all crocodilians, and most turtles [2, 7]. GSD represents systems of extreme developmental canalization while TSD is a textbook example of phenotypic plasticity. Intermediate mechanisms also exist where the genotype is overridden by temperature [2, 8], even in the presence of sex chromosomes [9, 10]. TSD is ancestral to turtles, reptiles, and perhaps even amniotes [11–14] such that the TSD of turtles and crocodilians may be considered homologous traits [11, 14]. This diversity has defied scientific explanation [1], impeding a full understanding of sex ratio evolution and consequently of population dynamics and diversification both in the past and in the face of contemporary environmental change [15–18]. This gap is due partly to our incomplete understanding of the molecular basis of GSD and TSD. For instance, the key genetic elements that mediate the effect of environmental temperature in TSD systems remain elusive. Unlike GSD models such as mammals [19–22] and chicken [23] whose gonadal developmental pathways are well understood (albeit not fully), our knowledge for GSD reptiles and TSD species is incipient, and prevents deciphering the genetic architecture of vertebrate sex determination and its evolution.

The first reptilian gonadal transcriptomes were recently characterized in alligator (TSD) [24], and slider turtles (TSD)[25], whereas previous studies on GSD and TSD turtles had used exclusively quantitative PCR and in situ hybridization targeting a number of genes underlying sexual development (full gene names are found in Table 1), including *Wt1* [26, 27], *Sf1* [28, 29], *Dax1* [30, 31], *Sox9* [30, 32–34], *Aromatase* [35, 36], *Dmrt1* [30, 34, 37], *Estrogen receptor* [38, 39], *Rspo1* [33, 40], among others (S1 Table). While these earlier turtle studies provided only fragmentary information [30, 33, 41, 42], their use of sensitive qPCR permitted the detection of differential gene expression that can pass undetected in transcriptomic analyses [43, 44], and these efforts uncovered substantial evolution of transcriptional patterns for some elements across vertebrates. However, the extent of evolution of the composition and expression of this gene regulatory network remains unclear. Thus, deciphering the composition, environmental sensitivity, and evolution of the gonadal gene network in additional TSD turtles and how they compare to GSD turtles is overdue.

**Table 1:** Full names of the genes discussed in the text.

Gene symbol	Gene name
*Amh*	Anti-mullerian hormone
*Apc*	Adenomatous Polyposis Coli
*AR*	Androgen receptor
*Bcr*	breakpoint cluster region protein
*Calr*	Calreticulin
*Casp1*	Caspase 1
*Cbx2*	Chromobox protein homolog 2
*Ck1*	Casein kinase 1
*Cyp19a*	Aromatase
*Crabp2*	Cellular Retinoic Acid Binding Protein 2
*Ctnnb1*	Beta catenin1
*Dax1*	dosage-sensitive sex reversal, adrenal hypoplasia critical region, on chromosome X, gene 1
*Dcn*	Decorin
*Dmrt1*	Doublesex and mab-3 related transcription factor 1
*Dmrt2*	Doublesex and mab-3 related transcription factor 2
*Ep300*	E1A Binding Protein P300
*Emx2*	Empty Spiracles Homeobox 2
*Esr2*	Estrogen receptor 2
*Fgf9*	Fibroblast growth factor 9
*Fgfr2*	Fibroblast growth factor receptor 2
*Fhl2*	Four And A Half LIM Domains 2
*Fog2*	Friend of Gata Protein 2
*Foxl2*	Forkhead box L2
*Fst*	Follistatin
*Gata2*	Gata binding protein 2
*Git2*	G Protein-Coupled Receptor Kinase Interacting ArfGAP 2
*Gsk3*	Glycogen Synthase Kinase 3
*Hspx*	Heat-shock protein x
*Igf1r*	Insulin like growth factor 1 receptor
*Insr*	Insulin receptor
*Kdm3a*	(Lysine (K)-Specific Demethylase 3A
*Lhx1*	Lim homoeobox 1
*Mapk*	Mitogen activated protein kinase
*Nfk-B*	nuclear factor kappa-light-chain-enhancer of activated B cells
*Ptch1*	Patched1
*Rps6*	Ribosomal protein s6
*Rspo1*	R-spondin1
*Serpinh1*	serpin peptidase inhibitor, clade H (heat shock protein 47), member 1)
*Six1*	SIX Homeobox 1
*Six4*	SIX Homeobox 4
*Sf1*	Steroidogenic factor 1
*Sox9*	SRY (sex determining region Y)-box 9
*Srd5a2*	Steroid-5-Alpha-Reductase, Alpha Polypeptide 2
*Tcf21*	transcription factor 21
*Vegf*	Vascular endothelial growth factor
*Wnt4*	Wingless-Type MMTV Integration Site Family, Member 4
*Wt1*	Wilms tumor protein 1

Here, we use a comparative approach to test for transcriptional responses to environmental temperature (or lack thereof) at several stages of embryonic development in two turtle species, the painted turtle *Chrysemys picta* (TSD) and the soft-shell turtle *Apalone spinifera* (GSD), hereafter denoted as *Chrysemys* and *Apalone* respectively. *Chrysemys* is a TSD turtle lacking sex chromosomes [45] whose thermal ecology has been studied extensively [46–49], and constitutes an emerging model for ecology, evolution, and human health [50] with increasing genomic resources available [51–53]. *Apalone* is a GSD turtle with ZZ/ZW sex chromosomes [54] whose sex ratios are unaffected by the incubation temperature [55], and thus, it serves as a negative control for TSD responses.

Our RNAseq approach provides the first glimpse of the full transcriptional network in closely related reptiles with contrasting sex-determining mechanisms (GSD and TSD), and complements recent contrasts between turtles and model mammalian developing gonads [25], as well as enabling a comparison with alligator (another TSD reptile) [24]. With these data we carry out an initial test of several hypotheses to help elucidate whether the transcriptional building blocks in TSD and GSD systems are identical, and whether differential deployment of common elements distinguishes these systems. First, we examine whether the vertebrate sex determination/differentiation gene regulatory network known from model mammals and birds [3, 42, 56] is present and active in painted turtles. Second, we test whether the conversion of thermal inputs into TSD sex-specific development in painted turtles might involve the epigenetic machinery [57], hormonal pathways [58], or general sensing responses [59], by examining the transcriptional response to incubation temperature of heat-shock genes, transient receptor potential genes, germ-line and histone-related genes, as well as androgen- and estrogen related genes. Third, we test for differences in the transcriptional response to temperature between TSD and GSD turtles to uncover changes that may set these systems apart. Additionally, we identify novel candidate genes in painted turtles undescribed in mice and compare this information to that of other TSD reptiles [24, 25] to test whether they represent potentially unique reptilian regulators. Importantly, our transcriptomic time series of developing gonads at high and low temperatures in TSD and GSD turtles across developmental stages before, during and after the activation of the thermosensitive period (TSP) constitutes a critically needed resource to facilitate more extensive research to illuminate the proximate ecological regulation and evolution of vertebrate sex determination under various thermal regimes [16]. We note that for each species a single transcriptome was obtained from pooled embryos at each developmental stage at each temperature, such that our results are preliminary, and our conclusions represent critical working hypotheses to foster further research in this fascinating field.

## Materials and methods

### Sample collection

Total RNA was extracted using RNeasy Kits (Qiagen) [31] from *Chrysemys* (TSD) and *Apalone* (GSD). These species were chosen because their sex-determining mechanisms are well characterized [45, 46, 54, 60], and their abundance permits extensive sampling [50]. Embryos were collected at stages 9, 12, 15, 19 and 22 from eggs obtained from a turtle farm and incubated at 26°C and 31°C which are male- (MPT) and female-producing (FPT), respectively, in *Chrysemys*. Identical incubation conditions were used for *Apalone*, and these temperatures fall within the optimal thermal range for this species [55]. All procedures were approved by the IACUC committee of Iowa State University. Egg incubation followed previous description [42, 61], using boxes containing moistened sand. *Apalone* embryos were collected at the same stages as *Chrysemys* embryos. Embryos reached stages 9, 12, 15, 19, and 22 after approximately 8, 12, 19, 24, and 26 days of incubation at 26°C, and after approximately 5, 9, 15, 19, and 23 days at 31°C, respectively. Total RNA was extracted from trunks (stage 9), adrenal-kidney-gonadal (AKG) complex (stages 12, 15) and gonads alone (stages 19, 22). Stage 15 was targeted as it demarcates the onset of the thermosensitive period before sex determination and differentiation takes place when important differential transcription occurs in the bipotential gonad of mice [62] and of turtle embryos [42]. Stages 9–12 were targeted as important events occur during this time that shape the development of the genital ridge and which are intimately linked to the developing kidneys [63], and because previous studies by us and others show that temperatures experienced prior to the canonical thermosensitive period influence sex ratios and the transcription of genes underlying sexual differentiation in TSD turtles [25, 28, 31, 34, 35, 42, 64, 65]. RNA was quantified using a NanoDrop® ND-1000 Spectrophotometer, and RNA quality was assessed by the presence of ribosomal bands in agarose gels. RNA-seq libraries were generated using pooled samples from ten embryos per temperature per stage for *Chrysemys* and five for *Apalone* (a single pool per temperature-by-stage). The resulting 20 libraries (1 library/stage/temperature/species x 5 stages x 2 temperatures x 2 species) were sequenced using Illumina’s HiSeq 2000, and ~35 million 100-bp paired-end reads were obtained per library.

### Transcriptome assembly

Reads were splice-mapped across exon boundaries to the *Chrysemys* genome version 3.0.1 [51] using GSNAP (version 2012-03-23), with the novel-splicing feature turned on [66]. Independently, reads were quality filtered and adapter sequences were removed with Trimmomatic [67] and assembled into species-specific *de novo* transcriptomes using the Trinity package (release 2013-02-25) [68] and their quality compared with the genome-guided assemblies. *De novo* transcriptomes were annotated using the Trinotate pipeline [69], mapping the longest open reading frame from each transcript/isoform to the SwissProt protein database [70]. *De novo* transcripts were mapped to 22,380 genes from the annotated *Chrysemys* genome [51] using GMAP (version 2012-03-23) [71]. Unannotated transcripts were mapped to *Trachemys scripta* embryonic transcriptome [72] for comparison using GMAP with default settings. To quantify gene expression levels, the reads from each of the libraries were mapped back to these genes using GSNAP[66]. Then, read-counts for each gene were calculated using HTSeq with the–s (strand-specificity) parameter set to no (which denotes that RNAseq libraries were not strand-specific) [73].

### Gene expression normalization

We implemented a novel normalization procedure for read-counts using R version 2.15.2 [74] independently for each turtle species. We employed a mixed approach that combined normalization by the upper-quartile expression levels [75] with normalization to the housekeeping genes *Transferrin receptor* (*Tfr*) and *hypoxanthine phosphoribosyl transferase 1* (*Hprt1*) (which were constitutively expressed across all stages in both species). This approach permitted validation of the transcriptomic expression levels by comparison to extensive expression data from *Chrysemys* obtained by qRT-PCR of candidate genes from individual embryos, and which were normalized to housekeeping genes during a separate study [42] using independent RNA samples from the present study. To test the effect of the normalization procedure on the number of differentially-expressed genes, we conducted multiple Fisher exact tests between transcript expression levels that were normalized by (1) upper-quartile only (procedure 1, named UQ100), (2) upper-quartile after eliminating the top 1 percentile of transcripts with the highest expression (procedure 2—UQ99), (3) upper-quartile and house-keeping gene normalization (procedure 3—UQHK100), and (4) upper-quartile and house-keeping gene normalization after eliminating the top 1 percentile of transcripts with highest expression (procedure 4—UKHK99).

### Differential expression tests

Differential expression tests were performed per developmental stage between the MPT and FPT for *Chrysemys* (TSD), which correspond to high/low temperature for *Apalone* (GSD). Fisher’s exact tests were used to evaluate differential gene expression between high and low temperature treatments at each developmental stage in each species, as this statistical method permits the analysis of un-replicated samples [75–77]. Briefly, Fisher’s exact test is based on a 2x2 contingency table (Table 2)

**Table 2:** Contingency table for Fisher’s exact test.

	26°C	31°C	Total
**Gene X**	*n*_*11*_	*n*_*12*_	*n*_*11*_ *+ n*_*12*_
**Remaining genes**	*n*_*21*_	*n*_*22*_	*n*_*21*_ *+ n*_*22*_
**Totality of genes**	*n*_*11*_ *+ n*_*21*_	*n*_*21*_ *+ n*_*22*_	*N*

where *n*_*ki*_ is the observed read count for focal gene X (k = 1) or for all other genes in the transcriptome (k = 2) for treatment *i* (*i = 1* for 26°C and *i* = 2 for 31°C); *n*_*11*_ *+ n*_*12*_ is the marginal total for focal gene X; *n*_*21*_ *+ n*_*22*_ is the marginal total for the remaining genes in the transcriptome; *n*_*11*_ *+ n*_*21*_ is the marginal total for the 26°C treatment; *n*_*21*_ *+ n*_*22*_ is the marginal total for the 31°C treatment; *N* is the grand total (reviewed in [76]). This approach tests the null hypothesis that H_0_: θ = 1, where *θ* = *π*_11_*π*_22/_*π*_12_*π*_21_ and where *π*_*ki*_ is the true proportion of counts in cell *k*,*i* (*k* = 1 for focal gene X or 2 for all other genes; *i* = 1 for 26°C and 2 for 31°C). In other words, this approach tests the null hypothesis that the proportion of counts (gene expression) of focal gene X between 26°C and 31°C is the same as for all other genes. It is noted that the lack of replication implies that differences between treatments detected here are not generalizable in the way that inferences from replicated datasets would be, and thus, they should be treated as suggestive hypotheses that warrant corroboration by further analyses. The resulting p-values of Fisher’s exact tests were corrected for false discovery (FDR) [78]. Then, we concentrated on the highly differentially expressed genes meeting a stringent FDR-corrected cutoff of 1e^-10^ chosen arbitrarily. Differentially-expressed genes were annotated using the KEGG database [79]. Enrichment analyses of Gene Ontology (GO) categories against their respective species-specific transcriptomes were conducted using the DAVID Bioinformatics knowledgebase [80]. Additionally, turtle transcriptomes were tested for enrichment against the mouse gonadal transcriptomes [21] using DAVID [79] to test for transcriptional divergence between the turtle and mammalian lineages. In a complementary approach, we randomly subdivided each read library into 2 and 3 subsets (or “subsamples”) [81], identified the GSNAP alignments corresponding to these subsamples, and regenerated read counts per gene. We then used DESeq [82] and EdgeR [83] to independently determine the differentially-expressed genes by leveraging the multiple subsamples while controlling false discoveries at 1%. Finally, the R package WGCNA [84] was used to identify modules of genes co-expressed across turtle embryonic stages in the original set of libraries as well as the subsamples.

## Results

### Transcriptome assembly

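Whether an embryo of the painted turtle Chrysemys picta grows ovaries or testes depends on the warmth of its nest, whereas in the softshell Apalone spinifera sex chromosomes decide. Trunks, adrenal-kidney-gonad complexes and gonads were taken from both species at 5 stages of development, from eggs kept at 26 °C or at 31 °C. Within Chrysemys, the 26 °C and 31 °C libraries of one stage correlate across genes at 0.945 to 0.979, and libraries of different stages at 0.882 to 0.975. One library stands for each species, stage and temperature, a pool of 10 embryos in Chrysemys and of 5 embryos of unknown sex in Apalone. Chrysemys libraries hold 11610098 to 24606646 counts (median 16090180) and Apalone libraries 5544730 to 9501484 (median 7679013).

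A gene is called at a stage where a two-sided Fisher's exact test on the authors' read counts of its 2 libraries gives an adjusted p under 1e-10, the threshold the study used. Log2 ratios are 31 °C over 26 °C, of counts scaled by the upper quartile of each library plus 1, so that a positive value is a higher level at 31 °C. With 1 library per temperature, this test compares those libraries and not the conditions. Temperature is repeated only over stages, so edgeR fits with the stage as a block were added to find genes that shift the same way at all 5 stages or in the gonads of stages 19 and 22.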

RNAseq data was obtained from *Chrysemys* embryonic tissues before the thermosensitive period when the gonads are not yet discernible (stages 9 trunks, stage 12 adrenal-kidney-gonad complexes—AKGs), at the onset of the TSP when gonads are hard to separate from surrounding tissue (stage 15 AKGs), and during the mid and late TSP (stage 19 and 22 gonads), from male-producing temperature (MPT = 26°C), and female-producing temperature (FPT = 31°C) [42]. Identical incubation conditions and sampling scheme were followed for *Apalone*. Such mix-tissue sampling has been used in recent transcriptomic studies of other TSD turtles [25]. *De novo* transcriptome assemblies constructed using Trinity [68] resulted in a high percentage of mapped reads (>92%), and high representation of Core Eukaryotic Genes (CEGs) (>77%) and mammalian urogenital development pathway genes in both species (>96%) (Table 3). All subsequent analyses reported here are based on the *de novo* transcriptome assemblies. We also tested the alternative approach using reference genome-guided assemblies. However this approach was discarded because while the mapping rate of the *Chrysemys* libraries to the *Chrysemys* reference genome [51] was high (97%), that of *Apalone* was only 44% (Table 3) and resulted in significantly fewer gene models for *Apalone* (5,596 unique to *Apalone*, 14,661 unique to *Chrysemys*, and 23,465 overlapping). The problem persisted when using as a reference the genome of *Pelodiscus sinensis* [85], a close relative of *Apalone*, because the *P*. *sinensis* assembled genome is more fragmentary than that of *Chrysemys*, as evidenced by the lack of complete exonic sequences for several genes (such as some homologs of mammalian urogenital genes: *Ctnbb1*—missing part of exon 4; *Wnt4*—missing exon 1 and part of exon 4; *Dmrt1*—exon 1 is mis-assembled/mis-annotated; *Sox9*—exon 1 is mis-assembled).

**Table 3:** Genome-guided and *de novo* transcriptome assembly results for *Chrysemys picta* (CPI) and *Apalone spinifera* (ASP). CEGs = Core Eukaryotic Genes.

		*G*enome-guided	*De novo* (genome-independent)				
Species	Total reads (million)	Million reads mapped (%)	Annotated transcripts (total)	Longest transcriptt (bp)	Percent mapped reads	CEGs mapped out of 456 and (%)	Mammalian sex-differentiation genes mapped out of 27 and (%)
***CPI***	305.9	297.5 (97%)	72,615 (279,903)	18,723	92%	377 (83%)	27 (100%)
***ASP***	373.4	163.6(44%)	76,761 (279,753)	28,965	93%	352 (77%)	26 (96%)

### Normalization schemes to identify differentially-expressed genes per species

Gene read abundance was normalized multiple ways, first to the housekeeping genes *Tfr* and *Hprt1* which were constitutively expressed across all developmental stages in both *Chrysemys* and *Apalone*, and then by the standard upper-quartile normalization [75]. The order of these steps did not affect the overall assessment of gene expression. When compared to other normalization procedures described in the methods (UQ100 = upper-quartile only, UQ99 = upper-quartile after eliminating the top 1 percentile of transcripts with the highest expression, UQHK99 = upper-quartile and house-keeping gene normalization after eliminating the top 1 percentile of transcripts with highest expression), the chosen UQHK100 approach resulted in fewer differentially-expressed genes than using the upper-quartile alone (Fig 1A), and therefore, it is a more conservative approach. Furthermore, UQHK100 normalization revealed differential expression patterns which were most consistent with extensive qPCR data of several candidate genes previously obtained for *Chrysemys* using a completely independent set of RNA samples [42], as determined qualitatively by visual inspection of the expression profiles over developmental time for individual genes to identify broadly concordant expression patterns (examining whether differential expression was present and in the same direction per stage and gene between the two studies) (Fig 2). Therefore, we used UQHK100 to identify differentially-expressed genes for further enrichment analyses to ensure unbiased comparisons between species.

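Hprt1 makes an enzyme that recycles purines, and it is 1 of the 2 housekeeping genes behind the study's scaling. Its own level was lower at 31 °C at 4 of the 5 Chrysemys stages, with log2 ratios of -0.83 at stage 12, -0.58 at stage 15, -1.21 at stage 19 and -0.60 at stage 22, each past the threshold. Over the 10 libraries its scaled count varied 3.32-fold in Chrysemys and 4.74-fold in Apalone. Tfr, the transferrin receptor, was not analysed here. One housekeeping value per library cancels when the upper quartile is set equal after it, the order given in the paper's results. The paper nonetheless reports fewer differing genes with its housekeeping step than with the upper quartile alone. That step thus had an effect there which is not reproduced here. At Chrysemys stage 22, 3187 genes were called after upper-quartile scaling, 3199 after leaving out the top 1% of genes, 3198 with the TMM factors of edgeR, 3203 with the size factors of DESeq2 and 3992 with library totals. Library totals put the median log2 ratio of genes with 100 or more counts in sum at -0.20, -0.26 and -0.31 at Chrysemys stages 9, 19 and 22, at 0.11 and 0.15 at stages 12 and 15, and at 0.14 at Apalone stage 19, so changes of that size follow the scaling. Each count compares 1 library with 1.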

**Fig 1:**
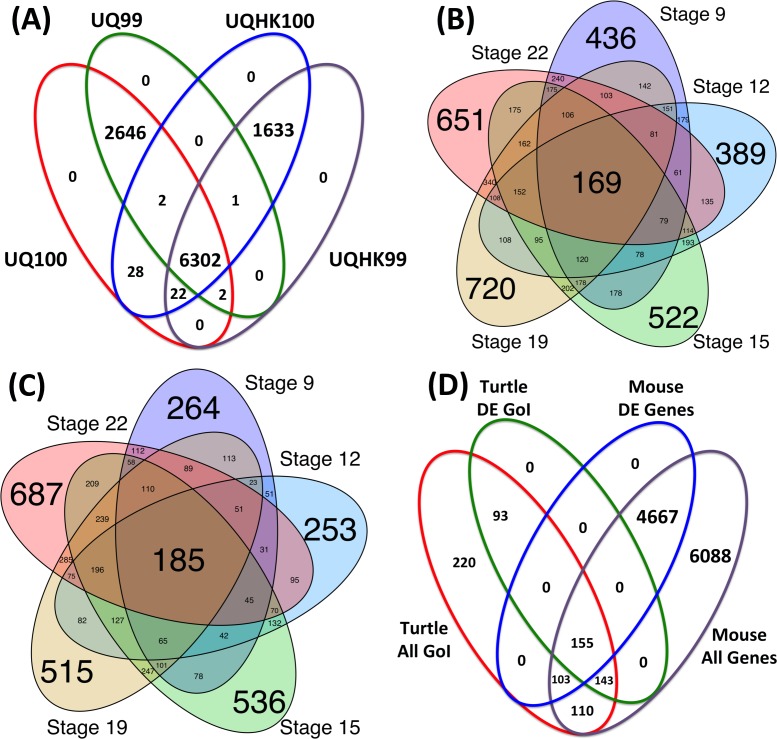
Overlap of differentially-expressed genes by temperature (controlling FDR at 1e-10) for various categories: (**a**) overlap between male- and female-producing temperatures at Stage 22 of *Chrysemys* based on expression levels normalized by (1) upper-quartile (UQ100); (2) upper-quartile excluding the top 1 percentile of transcripts with the highest expression (UQ99); (3) upper-quartile and house-keeping genes (UQHK100); and (4) upper-quartile and house-keeping genes excluding the top 1 percentile of transcripts with highest expression (UQHK99). (**b**) and (**c**): across stages in *Chrysemys picta* and *Apalone spinifera*. (**d**): Overlap of genes of interest present in turtles with the mouse gonadal genes described in Jameson et al., (2012). DE = differentially-expressed, GoI = genes of interest described in Table 5. Differential expression was assessed between temperatures at each developmental stages for each species separately.

**Fig 2:**
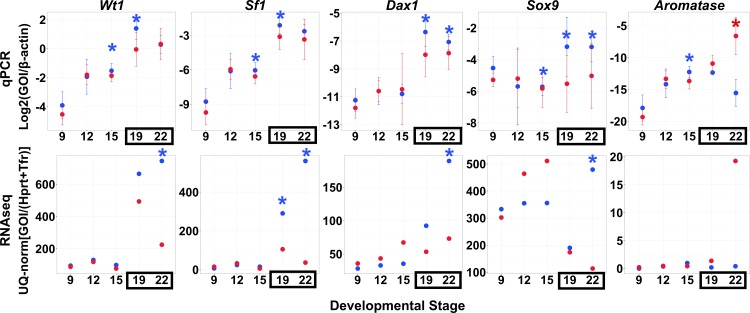
Average qPCR expression at 26°C (blue) and 31°C (red) across developmental stages from qPCR experiments (top panels; modified from Valenzuela et al., 2013) and RNAseq (bottom panels; this study). Mean and one standard deviation are presented. Asterisks denote significant differential expression by temperature. Boxed stages fall within the thermosensitive period.

### Gene annotation and genes of interest

The longest open-reading frame was used to predict protein sequences, and between 26% and 28% of the transcripts from the *de novo* transcriptome assembly per species were represented in the SwissProt protein database. 

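Both turtles use most of the same genes, but more of them are seen in the painted turtle. Of the 22380 Chrysemys genes, 13929 had a count in at least 1 Chrysemys library and 12667 in at least 1 Apalone library, after Apalone reads were matched to Chrysemys genes. A single library detected 13182 to 13598 of these genes in Chrysemys and 11182 to 11618 in Apalone. Some sex genes lie at the edge of detection in Apalone: aromatase, which makes estrogen, was listed at 0 in all 6 Apalone libraries of stages 9, 12 and 15. The growth-control gene Nf2 had 21.4 scaled counts or fewer in every stage 9 to 15 Apalone library, and 1532 in the 26 °C Chrysemys trunk. Counts are scaled within each species, so these levels are not on one scale. Low expression was not told apart from poor matching of Apalone reads to the Chrysemys gene. The counts are of single pooled libraries, without replicates.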

The *Chrysemys* transcriptome showed an overall higher representation of annotated genes in the *Chrysemys* genome [86] than the *Apalone* transcriptome (Table 4). Of the transcripts not annotated in SwissProt, 252 from *Chrysemys* and 169 from *Apalone* correspond to non-coding RNA sequences (ncRNAs) [87] as identified by BLAST [88]. Among these, 115 out of the 252 transcripts In *Chrysemys* and 70 out of the 169 in Apalone were differentially-expressed (S2 Table). A majority of these ncRNA transcripts were upregulated at 26°C in both species of turtles (*Chrysemys*’ MPT), 36 were upregulated during developmental stages 9, 19 and 22 in *Chrysemys* and another 38 were upregulated only during stages 19 and 22 (*Chrysemys*’ TSP). Of the 25 ncRNA transcripts that overlap, all but 3 show similar differential expression pattern in both species (S2 Table).

**Table 4:** Number of annotated genes identified in the transcriptomes of *Chrysemys picta* (CPI) and *Apalone spinifera* (ASP) by treatment (26°C and 31°C) and developmental stage (9, 12, 15, 19, 22) out of the 22,380 annotated genes present the *Chrysemys picta* reference genome.

		Species			
		*CPI*		*ASP*	
Developmental Stage	Treatment	Genes per treatment	Genes per stage	Genes per treatment	Genes per stage
**Stage 9 (Trunks)**	26°C	13,362	13,687	11,231	11,673
	31°C	13,474		11,205	
**Stage 12 (AKG)**	26°C	13,308	13,714	11,432	11,909
	31°C	13,557		11,517	
**Stage 15 (AKG)**	26°C	13,215	13590	11,182	11,711
	31°C	13,313		11,199	
**Stage 19 (Gonad)**	26°C	13,598	13,742	11,372	11,929
	31°C	13,328		11,507	
**Stage 22 (Gonad)**	26°C	13,182	13,629	11,345	11,988
	31°C	13,398		11,618	
**TOTAL across stages**		13,929		12,667	

AKG = adrenal-kidney-gonadal.

To search for candidates which may be involved in the conversion of temperature signals into sex-specific development and thus may have a significant role in TSD based on their differential expression pattern by temperature, we focused on known genes involved in (a) vertebrate sex determination/differentiation in model mammals and birds [18, 42, 56, 89], (b) epigenetic modification [57], (c) hormonal pathways [58] and (d) general sensing responses [59], out of the variety of annotated genes. These target categories included heat-shock genes, transient receptor potential genes, germ-line and histone-related genes, androgen- and estrogen related genes and genes linked to human/chicken sex chromosomes (http://www.ensembl.org/info/data/ftp/index.html). While the overall composition of the transcriptomes of the two turtle species was similar with regard to these categories, a few genes present in *Chrysemys’* transcriptome were notably absent in *Apalone* across all stages, including some genes X-linked in human and Z-linked in chicken (Table 5). Further, some genes were differentially expressed by temperature in both turtles (S2–S11 Tables). Interestingly, a number of genes that are involved in histone modification show low temperature bias (MPT) just before the onset of the thermosensitive period in *Chrysemys* but high-temperature bias in *Apalone*: histone H1-x like protein (H1x-like), histone chaperone protein (*Asf1B*-like), H3-Histone family 3B (*H3f3b*) and Nuclear autoantigenic sperm protein (*Nasp*). 

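The histone gene H3f3b supplies a histone used outside cell division, Asf1b hands histones to new DNA, and Nasp keeps histones in store. In stage 12 Chrysemys complexes H3f3b was lower at 31 °C (log2 ratio -0.27, past the threshold), Asf1b followed without passing it (-0.17, adjusted p = 6.0e-10) and Nasp went the other way (0.10, adjusted p = 1.2e-06). By stage 15 all 3 were lower at 31 °C in Chrysemys: -0.22 for H3f3b, -0.41 for Nasp and -0.93 for Asf1b. In Apalone at stage 12, H3f3b was higher at 31 °C (0.19) and Asf1b too (0.52, adjusted p = 3.7e-08), whereas Nasp was lower (-0.33). At Apalone stage 15 the ratios were 0.18 for H3f3b, 1.17 for Asf1b (adjusted p = 6.6e-10) and 0.22 for Nasp (adjusted p = 1.7e-05). The picture turns with the stage: in the stage 9 Chrysemys trunk H3f3b was higher at 31 °C (0.78), and at stage 19 so was Asf1b (0.62). H1x was not analysed here.

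Over the 40 measured histone genes of the S12 Table, 17 were higher and 22 lower at 31 °C in Chrysemys at stage 12 (median log2 ratio -0.01), against 22 higher and 11 lower of 33 in Apalone (median 0.31). The list was chosen by the study, so it is not independent evidence. Across the 5 stages no member was called in either species, and 0 in Chrysemys and 3 in Apalone were higher at 31 °C when adjusted over the list alone. Single libraries stand behind every ratio per stage, with no replicate.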

Details about the transcriptional response of these genes of interest are presented in the discussion.

**Table 5:** Number of genes per category of interest present in the transcriptomes of *Chrysemys picta* (CPI) and *Apalone spinifera* (ASP).

Gene category	*CPI*	*ASP*	*Differences*: *ID of genes absent in* *A*. *spinifera transcriptome*
Heat shock	27	27	None
Transient receptor potential	16	16	None
Germ cell-related	**85**	**83**	• ANXA9 • INCA1
Ubiquitin-related	**200**	**192**	• E3-ubiquitin protein ligase TRIM41-like HERC6 • E3 ubiquitin/ISG15 ligase TRIM25-like • E3 ubiquitin-protein ligase TRIM39-like • Ubiquitin carboxyl-terminal hydrolase 8-like • ubiquitin-60S ribosomal protein L40-like • E3 ubiquitin-protein ligase TRIM39-like • ubiquitin-like protein ISG15-like
Kinases	**524**	**513**	• HIPK4 • serine/threonine-protein kinase SBK2-like • myosin light chain kinase smooth muscle-like • pseudopodium-enriched atypical kinase 1-like • ANKK1 • adenylate kinase 8-like • cyclin-dependent kinase 4 inhibitor B-like • ITK • proline-rich receptor-like protein kinase PERK9-like • c-Jun-amino-terminal kinase-interacting protein 3-like • putative uncharacterized serine/threonine-protein kinase SgK110-like
Histone-related	**43**	**37**	• histone H2A type 1-F-like • histone H2A.x-like • histone H2B 8-like-1 • histone H2B 8-like-2 • histone H2A.J-like • histone H2B 7-like
Linked to human h sex chromosomes	**146(1)**	**144(1)**	• FRMD7 • SPRY3
Linked to chickencsex chromosomes	**349(1)**	**345(1)**	• TMEM174 • CER1 • GZMA • SIGLEC15
Cell proliferation	10	10	None
Androgen/Estrogenrelated	19	19	None
Homologs of epigenetic genes	56	56	None

Many of these genes are also differentially-expressed by temperature in both species (see S2–S11 Tables). Gray cells denote categories with some genes absent in the *Apalone spinifera* transcriptome.

### Differential expression in painted turtles (TSD)

The differential expression patterns of five candidate genes previously detected by qPCR [42] and used here for validation of our transcriptomes, were recapitulated by the RNA-seq data when qPCR differences in expression were large. However, smaller expression differences identified by qPCR at certain embryonic stages passed undetected in our RNA-seq transcriptomes (Fig 2). 

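Sf1, Sox9, Dax1 and aromatase steer the fate of the gonad: Sf1 (NR5A1) drives steroid hormone production, Sox9 builds Sertoli cells, Dax1 (NR0B1) is a repressor of Sf1, and aromatase (CYP19A1) makes estrogen. In Chrysemys they part at stage 22. Scaled Sf1 counts were 1433 at 26 °C and 94.1 at 31 °C (log2 ratio -3.91), those of Sox9 2388 and 566.9 (-2.07) and those of Dax1 503.7 and 194.5 (-1.37), all past the threshold. Aromatase went the other way, with 2 raw counts at 26 °C and 114 at 31 °C, a ratio of 47.6 (95% interval 8.2 to 1910). At stage 19 Sf1 was already lower at 31 °C (-1.44), Dax1 followed short of the threshold (-0.77, adjusted p = 1.3e-06), Sox9 barely differed (-0.12, adjusted p = 0.135) and aromatase was near its floor (1.2 and 8.6). Sox9 was higher at 31 °C earlier, with 0.37 at stage 12 and 0.55 at stage 15. Wt1 was not analysed here. In the edgeR fit of both gonad stages, Sf1 was lower at 31 °C (log2 fold change -2.70, adjusted p = 0.0417), and this call ended without stage 22 (-1.53, adjusted p = 0.53). The Fisher tests hold 1 library per temperature and cannot speak for other embryos.

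**Figure D1:**
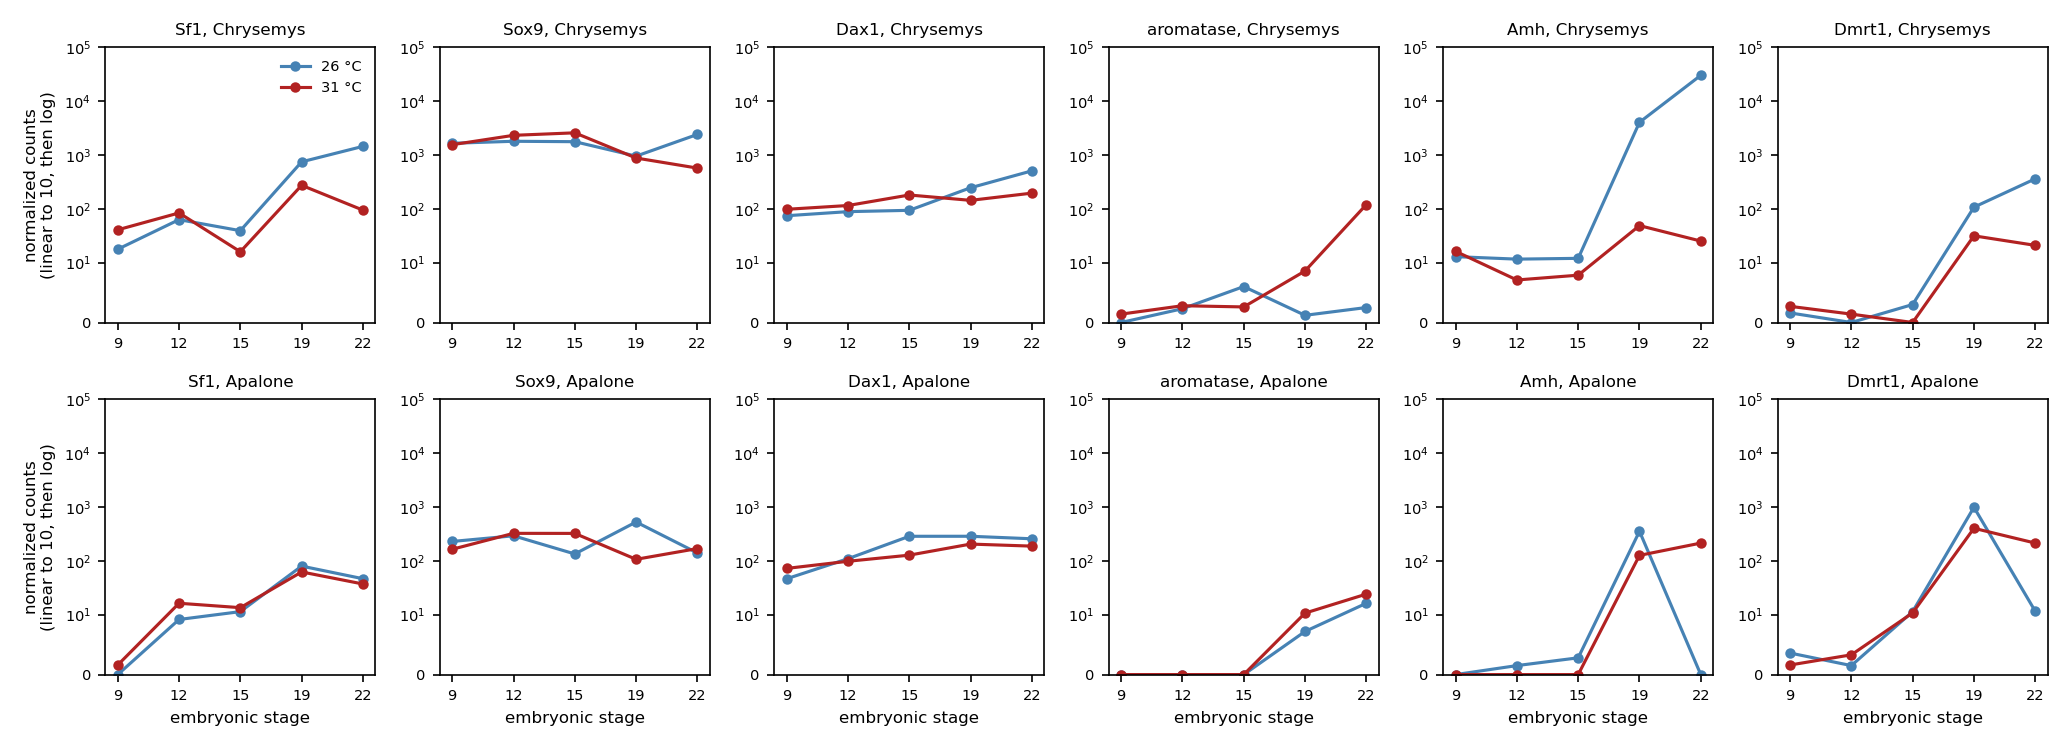
Scaled counts of Sf1, Sox9, Dax1, aromatase, Amh and Dmrt1 at each stage in Chrysemys and Apalone, at 26 °C and 31 °C. Each point is 1 pooled library; the vertical scale is linear up to 10 and logarithmic above.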

We then chose a highly conservative p-value cutoff value of 1e^-10^ to further correct for false positives in our differential expression tests. This approach revealed significant overlap of highly differentially-expressed genes across developmental stages for both species (Fig 1B and 1C). 

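The number of genes that differ between the 26 °C and the 31 °C library varies with the stage. In Chrysemys 3460 genes were called in the stage 9 trunk, 1787 and 2453 in the complexes of stages 12 and 15, and 3934 and 3187 in the gonads of stages 19 and 22. Apalone had fewer, 529, 641, 995, 1339 and 1331. Genes called at all 5 stages numbered 311 in Chrysemys and 66 in Apalone, where independent lists of these sizes would share 5 and 0. Those 5 and 0 take every gene as equally likely to be called, but genes with few counts cannot pass. The excess is therefore no measure of a shared response. With each read pair counted once, a setting chosen after seeing the data, the calls were 2166, 900, 1263, 2443 and 1994 in Chrysemys and 215, 293, 485, 690 and 624 in Apalone, with 171 and 32 at all 5 stages. At the library sizes implied by the p-values in the paper's tables, chosen likewise, Apalone has more calls from stage 12 on (796, 1983, 2016 and 2049 against 496, 1147, 1747 and 1573 in Chrysemys) and fewer at stage 9 (718 against 1155). That setting multiplies scaled counts by 0.324 in Chrysemys and by 1.54 in Apalone, so it moves calls toward Apalone by construction. Most of these shared genes switch direction on the way: 287 of the 311 and 54 of the 66 were higher at 31 °C at some stages and lower at others. Only 20 in Chrysemys were always higher at 31 °C, among them the collagen chaperone gene Serpinh1, the RNA-binding gene Cirbp and the translation factor gene Eif4a2. The pooled libraries have no replicates, and the Fisher test counts spread between pools as signal. Counts were also simulated with no temperature effect but with the spread seen between stages. At stage 22, 3203 of 12168 Chrysemys genes and 980 of 9768 Apalone genes were then called, and 0 with counting error alone. That spread includes temperature effects that differ between stages. The simulated calls therefore do not measure the spread between pools alone.

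**Figure D2:**
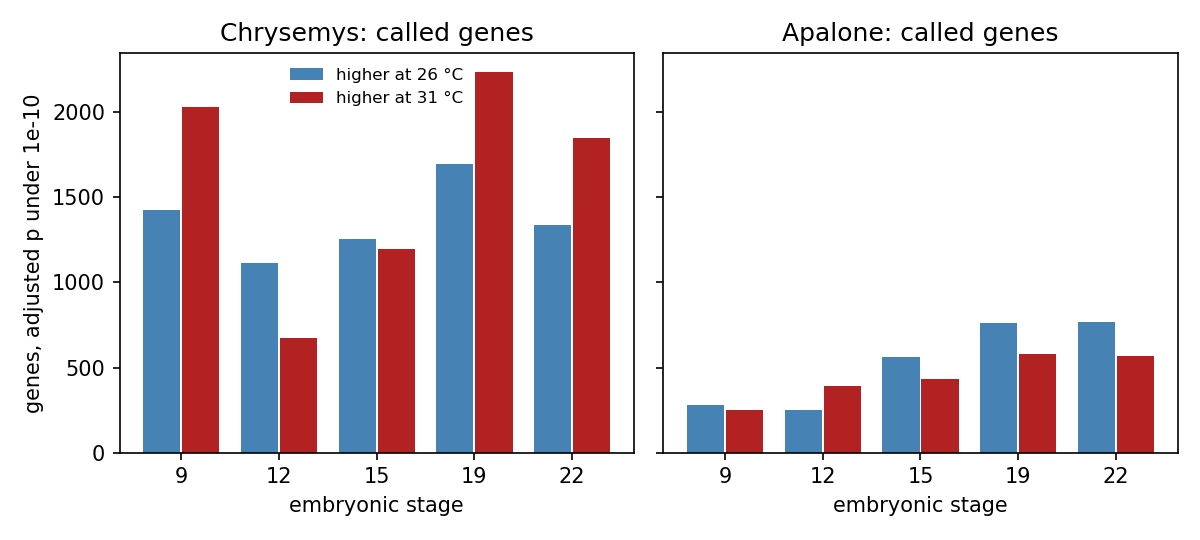
Number of genes called at each stage in Chrysemys and Apalone, split by direction. Each comparison is 1 library at 31 °C against 1 at 26 °C.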

The same differentially-expressed genes were also recovered with a second approach where reads from each RNAseq library were randomly subdivided into multiple representative subsamples [81] which were then used in the differential expression analysis using both DESeq and EdgeR toolkit [82, 90]. Among these, we identified 1065 genes that were differentially-expressed only in *Chrysemys* across development (S3 Table). 

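In the gonads of Chrysemys the edgeR fit called genes in both directions. Amh, the hormone that removes the female duct in males, was the called gene most strongly lowered at 31 °C over stages 19 and 22 (log2 fold change -8.31, adjusted p = 9.02e-05). Also lower were the cartilage matrix gene Matn4 (-4.17, adjusted p = 0.0021) and the tight-junction gene Cldn11 of Sertoli cells (-3.32, adjusted p = 0.00181). On the other side stand genes of the contracting fiber: Casq1, a calcium store (6.37), Tnnc2, the calcium sensor troponin C (6.19), and Acta1, skeletal actin (5.59, adjusted p = 3.22e-05). In all 213 genes passed, 160 higher and 53 lower at 31 °C, but only 60 of them still passed in the fit without stage 22 and 55 in a fit to the gonad libraries alone. Muscle genes are part of this. Of the 16 genes on a skeletal muscle list, 13 passed among all genes and 15 when adjusted over the list alone, and the list had a median log2 fold change of 3.51 (adjusted p = 0.337 with an estimated correlation between genes). Lists of other cell types lean to 31 °C as well: all 6 erythroid genes (median 1.16, 2 called), 5 of 6 adrenal genes (1.12, 0 called) and 10 of 13 neuronal genes (0.99, 1 called), with adjusted p = 0.337, 0.692 and 0.547. The cartilage list leans to 26 °C (5 of 6 genes, median -1.41, 2 called, adjusted p = 0.547). The muscle transcripts make up 0.0214% of counts (95% interval 0.0208 to 0.022) at 26 °C and 0.170% (0.168 to 0.172) at 31 °C in stage 19 gonads, and 0.0235% (0.0226 to 0.0244) and 0.183% (0.181 to 0.185) at stage 22.

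Called at any stage were 7098 genes in Chrysemys and 2748 in Apalone. Among the 12676 genes counted in both species, 4638 were called in Chrysemys alone, 444 in Apalone alone and 2304 in both. Independent calls would share 1505 if every gene were equally likely to be called, but genes with few counts cannot pass. At the library sizes implied by the p-values in the paper's tables, a setting chosen after seeing the data, 1423 were called in Chrysemys alone and 2170 in Apalone alone. The order reverses there, but scaled counts are multiplied by 0.324 in Chrysemys and by 1.54 in Apalone, which favors Apalone calls by construction. With all 20 libraries thinned to one effective size, also chosen after seeing the data, 2109 were called in Chrysemys alone and 826 in Apalone alone. A call in one species and not in the other is not a tested difference. The difference between species in the temperature effect over stages was tested with edgeR, and 0 genes passed (655 of 11025 at an unadjusted p under 0.05, DESeq2 15). In the gonads alone it gave 0 as well (1184 at an unadjusted p under 0.05, DESeq2 105). The calls per stage rest on 1 pool per temperature.

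**Figure D3:**
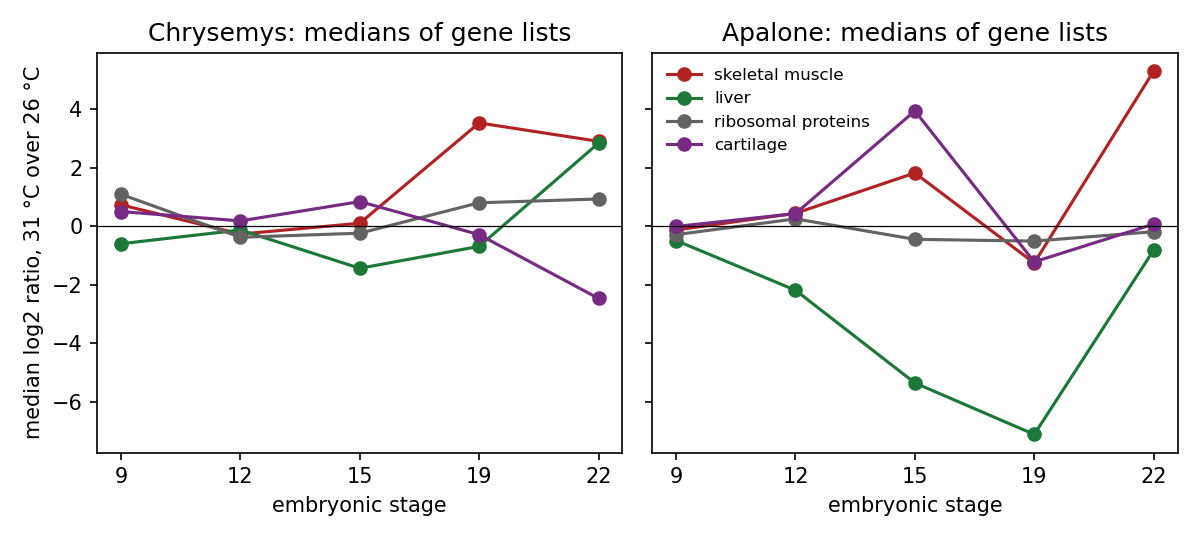
Median log2 ratio (31 °C over 26 °C) of skeletal muscle, liver, ribosomal protein and cartilage genes at each stage in Chrysemys and Apalone, 1 library per temperature.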

Some results of particular interest are highlighted below.

As mentioned above, our *Chrysemys* RNA-seq data corroborated qPCR results for five known gene homologs involved in gonadogenesis in *Chrysemys*, namely *Sf1*, *Wt1*, *Sox9*, *Aromatase* and *Dax1* [42] which serve to validate our transcriptomes (Fig 2). This approach is similar to the validation level of a recent turtle transcriptome study [91]. RNA-seq was also used to profile a large number of candidate sex-determining genes in *Chrysemys* and *Apalone* (Figs 3 and S2), which were previously uncharacterized in turtles, contributing extensively to our understanding of the full composition of the turtle sex-determining regulatory network. 

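The 33 urogenital network genes analysed here split by direction at stage 22 in Chrysemys. At that stage 11 were called higher at 26 °C, among them Amh, Dax1, Dmrt1, Fog2 (ZFPM2), Gata4, Lhx9, Sf1 and Sox9, which are genes of the young gonad and of the testis. Another 7 were called higher at 31 °C, among them the ovarian factor Foxl2 (log2 ratio 3.63), the cofactor gene Fhl2 (1.05), Gata2 of blood and urogenital precursors (1.79) and the prostaglandin enzyme gene Hpgds (1.62). Foxl2 already stood out in the stage 9 trunk (2.67), as did Lhx9, a gene of the early gonadal ridge (2.52). At stage 9, 12 network genes were called, 5 of them higher at 31 °C, and 7 higher at 26 °C, including Ptch1 of Hedgehog signaling (-0.71), the chromatin gene Cbx2 (-0.53) and Six4 (-0.74). All 4 calls at stage 12 and all 4 at stage 15 were higher at 31 °C. Over all stages this makes 47 calls. None of these calls has a replicate library behind it.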

A significant number of these genes in *Chrysemys* show MPT-bias late in the TSP (Stage 22), two (*Igf1r* and *Insr*) before the formation of the bipotential gonad (Stage 9), and only one (β *-catenin*—*Ctnnb1*) shows FPT-bias before the thermosensitive period (Fig 4). Overall, the known vertebrate sex-determination/differentiation network exhibited greater responsiveness to temperature in *Chrysemys* with expression profiles during the thermosensitive period being more concordant with those predicted by the function of these genes in mammals (i.e., genes linked to testicular formation show higher transcription at MPT and those linked to ovarian formation in mammals show higher transcription at FPT in *Chrysemys*, except for *Esr1* and *Hsp90ab1* [Figs 3 and 5]). Contrastingly, expression patterns in *Apalone* were less thermosensitive and more variable, shifting between MPT-bias and FPT-bias throughout development [Figs 3 and 5]. 

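The same 33 genes gave 25 calls in Apalone, where sex does not follow temperature: 1 at stage 9, 2 at stage 12, 3 at stage 15, 11 at stage 19 and 8 at stage 22. At stage 19, 9 of the 11 were higher at 26 °C, among them Fog2 (-1.33), a cofactor of Gata4, Emx2 of the urogenital ridge (-0.52) and Lhx9 (-0.48). At stage 22 the 8 calls were even, with 4 on each side. Kdm3a, a histone demethylase gene, was higher at 31 °C at stage 9 (0.88) and lower at stage 22 (-0.86), and Fgfr2, a receptor for Fgf9, was lower at 31 °C at stages 15 (-0.66), 19 (-0.52) and 22 (-0.69). In Chrysemys, Kdm3a was called at no stage and Fgfr2 only at stage 22, with the other sign (0.49). With library totals that Fgfr2 call ends, as do the Apalone stage 19 calls of Fgfr2 and Lhx9.

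The paper reasons from its profiles that the network responds more to temperature in Chrysemys, where during the thermosensitive period genes of the mammalian testis are higher at the male-producing and genes of the mammalian ovary at the female-producing temperature with 2 exceptions, whereas those of Apalone respond less and change sides. Elsewhere it takes its data as circumstantial evidence that the 2 ways of determining sex differ, perhaps for the most part, in how shared genes are deployed. In Chrysemys at stage 22, called testis genes such as Amh, Dmrt1 and Sox9 were higher at the male-producing temperature. Fhl2, Hpgds and Fgfr2, which the paper lists with the testis genes of mammals, were called higher at the female-producing one. The paper does not name Fhl2, Hpgds or Fgfr2 as exceptions. The Fgfr2 call ends with library totals. In the edgeR gonad fit Fhl2, Hpgds and Fgfr2 did not pass (adjusted p = 0.183, 0.391 and 0.708). The 47 and 25 calls have the paper's order. That order does not hold in every setting: after all 20 libraries were thinned to one effective size the network gave 20 calls in Chrysemys and 21 in Apalone. At the library sizes implied by the p-values in the paper's own tables it gave 21 and 30, and both of these settings were chosen after seeing the data. The second multiplies scaled counts by 0.324 in Chrysemys and by 1.54 in Apalone. It favors Apalone calls by construction, so the 21 and 30 are no evidence against the paper's order. The share of calls higher at 26 °C at stage 22, 11 of 18 against 4 of 8, was not tested. Both species were compared without replicate pools at any stage.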

We note that gonads alone were not available from the earlier-stage embryos (we used stage 9 trunks and stage 12/15 AKGs), either because they have not discernibly developed yet (stages 9, 12), or because they cannot be confidently separated without contamination from the surrounding tissue (stage 15). Nonetheless, tissues from these early embryos (which do contain the developing gonad) represent a critical sampling time to detect early responses of key candidate genes to temperature, and their transcriptional profiles revealed that the machinery underlying sexual development is active well before the “canonical” temperature-sensitive period.

**Fig 3:**
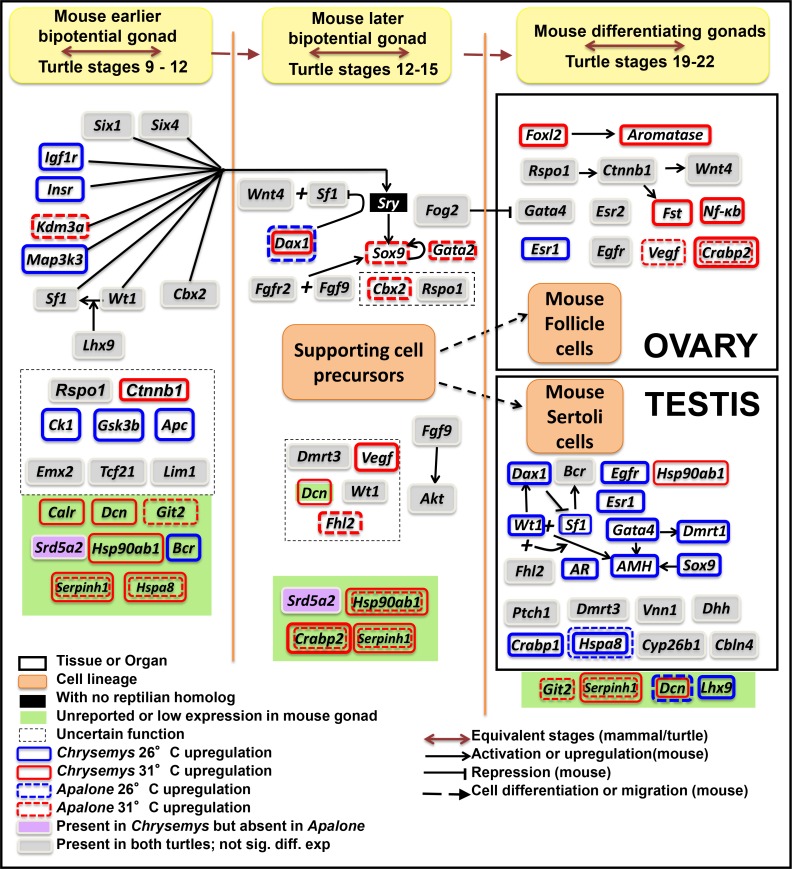
Differential expression in *Chrysemys picta* and *Apalone spinifera* turtles based on RNAseq of a subset of genes involved in the mammalian urogenital pathway and other genes of interest for turtle gonadogenesis. The list of genes and activation or repression information derives from Valenzuela 2008b, Liu et al, 2009, Chassot et al., 2012, Eggers et al., 2014, Lai et al., 2014 plus other sources cited in the text, while information about the timing and pattern of expression correspond to those observed in turtles during the present study. Approximate equivalency is provided between mice and turtle developmental stages of gonadal development. [not sig. diff. exp. = Not significant differential expression].

**Fig 4:**
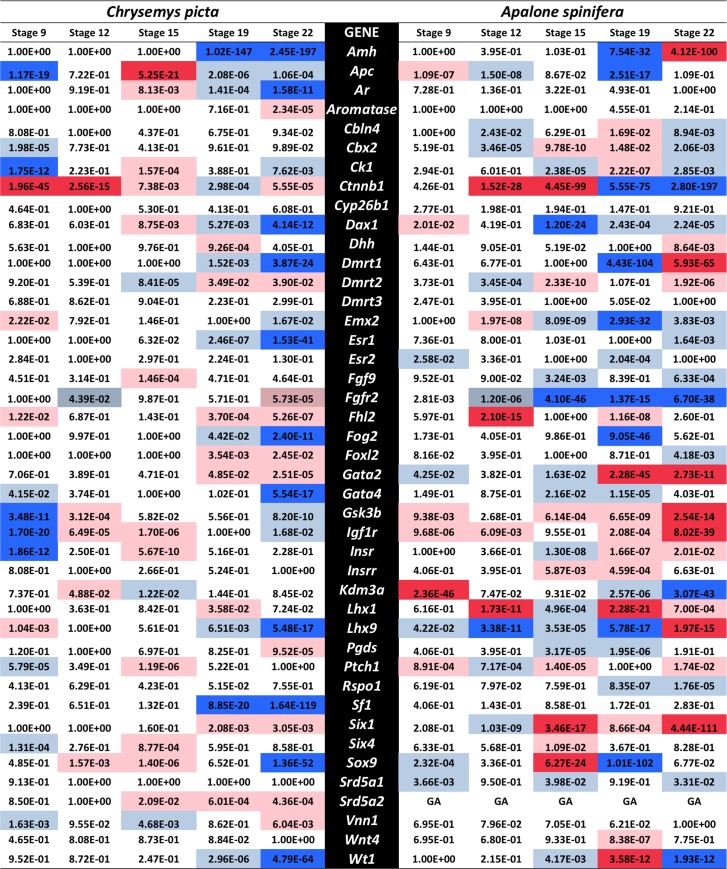
P-values of differentially-expressed genes (after applying Benjamini-Hochberg correction) linked to mammalian urogenital pathways, showing higher expression at 26°C (blue) and 31°C (red). Highly differentially-expressed genes (while controlling false discoveries at 1e-10) identified in dark blue and dark red. Light colored cells denote significance at a standard α = 0.05. GA = gene absent in transcriptome.

**Fig 5:**
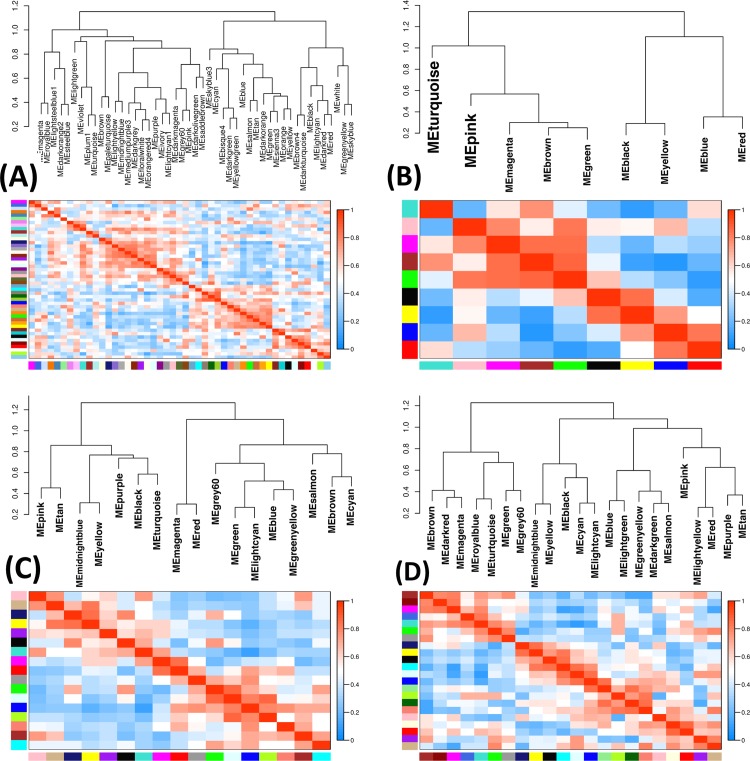
Eigengene networks and dendrograms illustrating the co-expression patterns in developing gonad of (a) *Chrysemys* at 26°C (b) *Chrysemys* at 31°C, (c) *Apalone* at 26°C and (d) *Apalone* at 31°C, of 981 genes of interest described in Table 5. Colors along the x and y-axes represent clusters of genes showing similar expression. Gene order varies by plot along the X and Y-axes.

### Gene Ontology (GO) Enrichment

At each embryonic stage the differentially-expressed genes were enriched for a number of GO pathways. While no GO pathways were consistently deployed in both turtle species throughout development, GO pathways relating to translation and translational elongation were present across three out of the five stages in both taxa. Overall, we found more shared pathways by stage (including general cell functions such as mitotic cycles, mRNA processing and RNA-splicing) between *Chrysemys* and *Apalone* before stage 15 (onset of TSP in *Chrysemys*) than later in development, suggesting that temperature triggers different network modules after the onset of thermosensitive period in *Chrysemys* than in *Apalone*. Indeed, enriched pathways during stages 9 and 12 in both turtles, including intracellular transport, protein localization and protein catabolic processes remained enriched only in *Chrysemys* after stage 15 (S4 Table). In contrast, genes upregulating protein ubiquitination and ubiquitin protein ligase were enriched only in stage 12 of *Apalone* and not in *Chrysemys*.

### Novel transcripts

Around half of *Chrysemys* (53%, or 150,195/279,903) and *Apalone* transcripts (54% or 152,579/279,753) were absent in SwissProt or ncRNA databases. However, 87% (131,131) of *Chrysemys* transcripts were mapped to the *Chrysemys* genome, of which only 7% (10,660) were unannotated, indicating a gap between the SwissProt/ncRNA databases and the annotated *Chrysemys* genome. Among these, most differentially-expressed transcripts are MPT-upregulated at stages 9, 19 and 22 (S1 Fig). Only 50% of *Apalone* novel transcripts could be mapped to the *Chrysemys* genome and 26% to the *Trachemys scripta* whole-body transcriptome [72], while 68% of *Chrysemys* novel transcripts mapped to *T*. *scripta*. Since this mapping was carried out under low stringency conditions, this difference is likely due to the absence of many novel transcripts in *Apalone*, the GSD turtle, as extensive divergence is not expected in coding sequences between *Chrysemys* and *Apalone* given that transcripts from *Chrysemys* and *Apalone* are more often identical than not (data not shown).

### Gene clustering and co-expression

The genes of interest (Table 5) clustered into modules of co-expression patterns across embryonic stages that differ between turtles. Interestingly, *Chrysemys* showed stronger clustering differences between temperatures, with more gene modules at 26°C (45) than at 31°C (10) (Figs 5A, 5B, S3A and S3B). In contrast, *Apalone* did not differ significantly between temperatures in the number of gene modules (Figs 5C, 5D, S3C and S3D). 

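Genes of the study that rise and fall together over the 5 stages form groups whose number depends on the settings of the tree. Among its genes of interest, a topological-overlap tree gave 20 groups of at least 10 genes in Chrysemys at 26 °C and 16 at 31 °C, and 13 and 11 in Apalone. These groups held 781 and 763 genes in Chrysemys and 414 and 347 in Apalone. The largest held 148 genes, in Chrysemys at 31 °C. After stages were shuffled within each gene, none of the 20 draws gave a group in any of the 4 sets. With signed correlations the number was 14 and 17 in Chrysemys, so the order of the 2 temperatures flips. With a higher tree height it was 12 and 13 in Chrysemys and 29 and 23 in Apalone, so the order of the species flips as well. A correlation over 5 libraries, 1 per stage, is a description only, and the difference between temperatures was not tested.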

Similar species-specific clustering differences were also detected for 157 core eukaryotic genes (data not shown). The composition of the largest clusters also varied by temperature in terms of GO pathways (Table 6).

**Table 6:** Categories of GO pathways enriched (at p = 0.05) in the largest co-expressed clusters in the *Chrysemys* and *Apalone* embryonic transcriptomes.

	*Chrysemys picta*		*Apalone spinifera*	
	26°C	31°C	26°C	31°C
**Cluster 1**	Cell proliferation (2)	Immune response (2)	Metabolic process (9) Cell cycle (5)	Cell cycle (3)
**Cluster 2**	• Post translational modification (1) • Signal transduction (1)	Protein translation (1)	Embryonic development (3)	• Cell & organ development (10) • Metabolic process (4)
**Cluster 3**	Post-translational modification (3)	Cell proliferation (2)	Cell proliferation (1)	Cell cycle (2)

## Discussion

The evolution of sex determination remains an evolutionary enigma, yet this developmental process is critical for the production of sex ratios and consequently for the dynamics and evolutionary potential of populations [92]. Turtles are an ideal study system since TSD and GSD co-occur in this group, yet relatively little is known about the gene network controlling turtle urogenital development. Here we present an initial characterization of the full composition of this network using RNAseq and its transcriptional response to incubation temperature in developing gonads of TSD and GSD turtles. This effort sheds light on the genome-wide architecture of vertebrate gonadogenesis and the evolution of its environmental sensitivity in TSD and GSD systems [45–54]. While the expression of some candidate genes has been profiled in a few TSD reptiles (S1 Table) and two transcriptome analyses were recently reported in TSD turtle and alligator [24, 25], *Apalone* remains to our knowledge the only turtle GSD genus [55] whose embryonic urogenital transcription has been studied (this study and [27, 28, 31, 34, 35]. We note that because molecular sexing was unavailable for *Apalone* when data were collected for this study, only temperature effects (and no sex effects) could be analyzed here. Future studies will be able to leverage novel molecular sexing techniques [93] for a more comprehensive test of temperature, sex, and their interaction on transcription in *Apalone*. Overall, our data provides circumstantial evidence that the transcriptional circuitry underlying gonadogenesis in TSD and GSD turtles is broadly the same, and that differences between these mechanisms are largely due to the differential deployment of these common elements as detailed below. We identified novel candidate genes whose early differential expression suggest that they may contribute to transmitting the temperature signal to the developmental pathway, potentially helping determine the sexual fate in TSD turtles, as well as candidate genes undescribed in the gonadal regulatory network of mice and chicken. We first discuss general characteristics of the transcriptomes generated here and then address a series of questions related to our central hypotheses.

### Transcriptome assembly

The genome-guided transcriptome assembly using *Chrysemys* as reference [51] worked well for *Chrysemys* but produced poor results for *Apalone* (44% mapped reads and fewer gene models; Table 3), underscoring the extensive divergence accrued in these turtle genomes since their lineages split >180mya [12]. Using the *Pelodiscus sinensis* genome as reference [85] did not solve this problem, and comparative approaches require common analyses for all species. However, *de novo* transcriptome assemblies had similar high quality and permitted the discovery of novel transcripts previously unidentified in public databases.

Contrastingly, the *Chrysemys* genome [51] was useful to map the transcripts from the *de novo* assemblies (since transcripts are longer and align better than reads) to quantify the representation of annotated genes per library (Table 4). The *Chrysemys* transcriptome had an unsurprising slightly higher representation of annotated genes overall (62%) than *Apalone* (57%). The *P*. *sinensis* genome was excluded here because its annotation is less extensive than *Chrysemys’*. These observations highlight the need to improve current turtle genome assemblies [52], whose re-annotation is aided by RNAseq data, and to sequence additional genomes from representative phylogenetic lineages to illuminate turtle and vertebrate genome evolution and aid future ecological and evolutionary genomic studies.

Using these assembled transcriptomes we address several hypotheses about (1) the composition of the vertebrate gene network governing sexual development in turtles, (2) how it might perceive and transmit environmental temperature inputs, (3) its similarities or differences between TSD and GSD, and (4) whether it may contain reptile-specific elements, as described in the sections below.

**1. The vertebrate gene regulatory network underlying sex determination/differentiation is present and active in TSD and GSD turtles**.

The following paragraphs highlight the transcriptional patterns of known vertebrate determination/differentiation genes found in our transcriptomes (full gene names are presented in Table 1).

### Genes in the vertebrate gonadal network but unknown in turtles

RNAseq provided novel embryonic transcriptional profiles in *Chrysemys* and *Apalone* of several vertebrate genes unstudied in painted and GSD turtles (Fig 4), including genes implicated in testicular differentiation in mammals [*Amh*, *AR*, *Cbln4*, *Dhh*, *Dmrt2*, *Fgf9*, *Fgfr2*, *Fhl2*, *Fog2*, *Pgds*, *Ptch1*, *Srd5a2 and Vnn1*], genes involved in ovarian formation [*Ctnnb1*, *Esr2*, *Foxl2*, *Gata2*, *Rspo1* and *Wnt4*], and genes important for both testicular and ovarian function or general gonadogenesis prior to their sexual commitment [*Cbx2*, *Ck1*, *Gsk3b*, *Apc*, *Insr*, *Igf1r*, *Kdm3a*, *Six1*, *Six4*, *Dmrt3*, *Emx2*, *Esr1*, *Gata4*, *Lhx1*, *Lhx9*] [31, 89].

### Known genes in the turtle gonadal network

Multiple genes involved in turtle sex determination have been studied with candidate gene approaches, including *Vasa*, *Dazl*, *Amh*, *Foxl2*, *Dmrt1*, *Aromatase*, *Androgen receptor* and *Estrogen receptors* α and β, among others [38, 94–97]. Our transcriptomes recapitulated expression patterns from qPCR for five such genes previously reported in *Chrysemys* [27, 28, 31, 34, 35, 98], although subtle differences passed undetected in the transcriptomes (Fig 3), perhaps because transcriptomic inferences have lower power overall than qPCR approaches [43, 44]. We note that to avoid false positive results from the absence of biologically replicated transcriptomes, and from the potential bias introduced by the lower number of embryos per RNA library for *Apalone* compared to *Chrysemys* in our study, we applied a stringent cutoff of 1e-10 to control for false discoveries, and discarded any genes with lower significant differential expression (Fig 5). Taken together, our results highlighted below reveal that the vertebrate gene network regulating primary sexual development is highly conserved in its composition and is active in turtles, but regulated differently between TSD and GSD turtles, and between turtles, mammals and birds (Fig 2, S1 Table).

Importantly, we found that overall, *Chrysemys* exhibits more extensive thermosensitive transcription of the genes in the vertebrate regulatory network than *Apalone*. Also, the expression profiles during the thermosensitive period are fairly concordant with those predicted by the function of these genes in mammals, such that numerous elements involved in mammalian testiculogenesis show higher transcription at MPT and elements involved in mammalian ovariogenesis show higher transcription at FPT in *Chrysemys* (Fig 5). The notable exceptions are *Esr1* and *Hsp90ab1*, which display a transcription pattern opposite of that in mammals, perhaps revealing a new function of these genes in turtles. Such turnovers are not unprecedented as extensive transcriptional evolution has taken place in elements of this network across vertebrates [42]. In contrast, expression patterns in *Apalone* were more variable, shifting between MPT-bias and FPT-bias throughout development, as might be expected under relaxed selection after the evolution of GSD from TSD.

**2**. **How are thermal signals converted to TSD sex-specific development? Does thermal-signal transmission involve the epigenetic machinery, hormonal pathways, and general sensing responses?**

### Differentially-expressed genes by temperature

We searched for genes showing thermosensitive expression in *Chrysemys* (TSD) to uncover candidate temperature sensors or transducers that may activate TSD male and female gonadogenesis. We detected many such genes, including numerous homologs of mammalian sex determination/differentiation genes, plus previously undescribed candidates (Fig 5) as mentioned above. A comparison of differential expression by temperature across select vertebrates is summarized in S1 Table. It is important to note that trunks were examined at stage 9, AKGs at stages 12 and 15, and gonads alone at stages 19, 22, such that gene expression from the developing AK or other organs may contribute to the differences or lack thereof between temperatures at these earlier stages of development. 

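Some genes of the young testis were far lower at 31 °C in the stage 22 gonads of Chrysemys. Amh, the anti-Müllerian hormone gene, had 29836 scaled counts at 26 °C and 25.1 at 31 °C, a log2 ratio of -10.16, after 4009 and 48.6 at stage 19 (-6.34). Gata4, which switches on Amh, had 393.4 and 25.1 (-3.92), and its partner Fog2 431.0 and 136.0 (-1.66). Lhx9, needed for the gonadal ridge, was lower at 31 °C as well (-1.99). The estrogen receptor gene Esr1 shares this direction, at -1.24 and -2.86 in stages 19 and 22. All these ratios pass the threshold. Earlier tissue was mixed. Gata4 was lower at 31 °C in the stage 9 trunk too (-1.35), whereas Esr1 leaned to 31 °C at stage 15 without passing (2.49, adjusted p = 2.4e-06). The testis list as a whole was split, with 10 of 19 genes lower and 9 higher at 31 °C at stage 22 (median log2 ratio -1.02). In the edgeR gonad fit Amh was called, whereas Gata4, Fog2 and Lhx9 did not pass (adjusted p = 0.198, 0.183 and 0.304). The log2 fold change of Amh was -10.21 without stage 19 and -6.44 without stage 22. Each of these values rests on 1 gonad pair and holds no measure of the spread between gonad pools. Single pools carry the ratios per stage.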

Of the genes in this regulatory network, *Amh*, *Ar*, *Esr1*, *Fog2*, *Gata4* and *Lhx9* show significant MPT (26°C) bias at stage 22 in *Chrysemys* (i.e., during the thermosensitive period when temperature has a strong effect to bias the resulting sex ratios) and are thus important candidate genes for turtle thermosensitive testicular differentiation in TSD vertebrates that deserve further functional research. Noteworthy, our analyses show a consistent FPT (31°C) bias in the expression of the Cold-inducible RNA-binding protein (*Cirbp*) in both *Chrysemys* and *Apalone*. This pattern of temperature-dependent expression in the *Cirbp* gene was shown to help govern ovarian development in the snapping turtle *Chelydra serpentina* (a TSD turtle) via allelic dimorphism, and represents an important novel TSD candidate gene [40]. 

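Cirbp binds and protects messenger RNA, and its name comes from its rise in chilled mammalian cells. In these turtles the warmer eggs had more of it at every stage. Log2 ratios in Chrysemys were 1.00 in the trunk, 0.25 and 0.30 in the complexes of stages 12 and 15, and 0.64 and 0.77 in the gonads. Apalone gave 0.39, 0.32, 0.95, 0.63 and 0.23 in the same order. It is an abundant transcript, with 40586 scaled counts in the warm Chrysemys trunk against 20326 in the cool one, and all 10 comparisons pass the threshold. Other RNA-processing genes do not follow as a group. Of 19 genes on a list of Cirbp and splicing factors, 12 were higher at 31 °C in the stage-blocked fit of Chrysemys and 10 in that of Apalone, with medians of 0.00 and 0.01 (adjusted p = 0.973 and 0.931) and 0 members called. Adjusted over the list alone, 0 passed in Chrysemys and 2 in Apalone, 1 in each direction. A single library per temperature leaves each stage without replication, and the stage-blocked fit calls Cirbp in neither species (0.57 with adjusted p = 0.693 in Chrysemys, 0.49 with 0.194 in Apalone).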

Combined, our results and those in *Chelydra* indicate that *Cirbp* upregulation at warm temperature might be ancestral to turtles and thus perhaps relict in *Apalone* (as proposed for *Wt1* and *Dax1* [27, 31]). Alternatively, the differential expression of *Cirbp* in *Apalone*, identical to that of *Chrysemys* and *Chelydra*, would call into question its purported key role as a TSD element [40]. We note that in the absence of sex information from the *Apalone* embryos in our study, it remains plausible that some of the thermal effects detected here might be due to sampling effects (e.g., to the predominance of one or the other sex in some of the pools of RNA from *Apalone* used in this study). Further research is warranted using recently developed sexing techniques for *Apalone* [93] to test these alternative hypotheses directly.

### Genes in other functional categories

We explored additional functional gene categories of plausible transducers of the temperature signal to gonadal developmental, some previously known as temperature-sensitive or linked to gonadal formation in other animals [57–59]. These include vertebrate genes involved in gonadal and germ-line differentiation, androgen- and estrogen related genes, and genes linked to sex chromosomes, heat-shock and transient receptor potential genes and histone-related genes. Many of these genes exhibited thermosensitive expression in both turtles (S2–S11 Tables), including genes involved in histone modification, several kinases, genes involved in androgen- and estrogen signaling pathways, sex-linked genes and heat shock proteins. Overall, transcriptome composition was similar between species with some noticeable differences. Namely, *Apalone*’s transcriptome exhibited slightly lower representation of kinases, ubiquitin- and histone-related genes (Table 5), although we confirmed that they are present in the genome of *Apalone* using BLAST. Kinases are indispensable for cell functioning and orchestrate many cellular processes. One of these, the protein kinase *Map3k4*, directly affects *Sry* and *Sox9* expression in bipotential mice gonads, inducing testicular development [99, 100]. 

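Hsph1 helps refold damaged proteins and is a standard gene of the heat shock response. In Chrysemys it was higher at 31 °C early on, at 0.24 in the stage 9 trunk and 0.90 at stage 12, and the gonads of stages 19 and 22 barely differed (-0.17 and 0.04, adjusted p = 0.036 and 0.671). The stage 9 difference is small enough to vanish with library totals (-0.01). In Apalone it was higher at 31 °C throughout, at 0.75, 0.45, 0.39, 0.81 and 0.32, of which stages 9, 12 and 19 pass the threshold. As a group, 31 heat shock and chaperone genes had a median log2 ratio of 0.37 at stage 9 and 0.39 at stage 22 of Chrysemys, but of 0.11 and 0.03 with library totals, and random lists matched on expression had 0.26 and 0.22. At stage 12 the median was 0.13 against -0.06 in such lists (percentile 99.3) and it stays above 0 with the other scalings. The small medians at stages 15 (-0.09) and 19 (0.09) change sign with library totals (0.03 and -0.21), and at stage 19 with TMM factors too (-0.03). In Apalone the medians were 0.16, 0.18, 0.19 and 0.21 up to stage 19 (percentiles 98.0 to 99.3) and -0.11 at stage 22. In the stage-blocked fit 23 of 30 members in Chrysemys and 21 of 29 in Apalone were higher at 31 °C (adjusted p = 0.737 and 0.556), with 0 and 1 called among all genes and 2 in each species when adjusted over the list alone. The paired pools of one stage allow no check against replicates.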

Several heat shock proteins show sexually-dimorphic expression in American alligator (TSD), potentially influencing sex determination [59], but only one showed the same pattern in alligator and *Chrysemys* (*Hspb1—*FPT-biased) whereas the heat shock gene *Hsph1* was upregulated at MPT in the alligator and at FPT in *Chrysemys* (stage 12) (S6 Table). Also surprisingly, comparisons of our turtle and the recent alligator transcriptomes [24] revealed only a handful of genes (S6 and S7 Tables) with shared MPT- and FPT-specific expression pattern between alligator and *Chrysemys* [only 31 out of 207 genes reported to be upregulated at FPT, and 43 out of 250 reported to be upregulated at MPT in the alligator were shared with the *Chrysemys* gonadal transcriptome (S6 and S7 Tables)]. The expression pattern of a few genes was similar between the alligator and *Chrysemys* either by sex or by relative temperature. For instance, *Sf1*, *Amh* and *Amhr2* were upregulated at MPT during the TSP in both species [stages 19 (*Sf1*, *Amh*) and 22 (*Sf1*, *Amh* and *Amhr2*) in *Chrysemys*], while *Crabp2* and *Hspb1* were upregulated at FPT in both taxa. 

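Hspb1 makes a small heat shock protein that guards the actin skeleton and is plentiful in muscle. In Chrysemys gonads it was far higher at 31 °C, with 144.0 and 992.0 scaled counts at stage 19 (log2 ratio 2.78) and 147.9 and 719.6 at stage 22 (2.28), and it was higher in the stage 9 trunk (0.71). In Apalone it passed the threshold only at stage 22 (2.18). These are the 3 gonad pairs in which skeletal actin was also higher at 31 °C, as with Acta1 at 283.2 and 13024 scaled counts at Chrysemys stage 22. Amhr2, the receptor through which Amh acts, had 1351 scaled counts at 26 °C and 297.0 at 31 °C in Chrysemys at stage 22 (-2.18, past the threshold) but hardly differed at stage 19 (-0.09, adjusted p = 0.485). In Apalone it stayed low, with 38.7 and 33.7 at stage 19 and 27.9 and 20.4 at stage 22. Every pair of values is of 2 pooled libraries only.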

Finally, differences in expression were observed in the transient receptor potential gene *Trpc4ap* and *Tex15*, which were both upregulated at MPT in the alligator but not in *Chrysemys*. 

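Trpc4ap partners calcium channels and marks proteins for breakdown, and Tex15 serves DNA repair in germ cells. Trpc4ap varied little in Chrysemys: its largest difference was at stage 19, lower at 31 °C (log2 ratio -0.35, adjusted p = 3.6e-10), just short of the threshold. Tex15 was lower at 31 °C in Chrysemys gonads at stage 22, with 228.0 and 98.3 scaled counts (-1.21, adjusted p = 4.5e-11, past the threshold), so it was higher at the male-producing temperature, as the paper gives it for the alligator, and lower at 31 °C in the stage 9 trunk as well (-1.02, adjusted p = 5.7e-07). In Apalone, Trpc4ap was lower at 31 °C at stage 15 (-1.13, past the threshold), and Tex15 leaned the same way at stage 19 (157.0 and 78.1 scaled counts, adjusted p = 1.8e-06). With each read pair counted once, Tex15 at Chrysemys stage 22 misses the threshold (adjusted p = 8.2e-06). No replicate pools back these numbers.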

No other genes in our categories of interest discussed above overlapped between the *Chrysemys* and alligator. These observations support the notion that significant transcriptional evolution has accrued even among TSD regulatory networks [42] and leads to the hypothesis that perhaps numerous temperature-specific responses may be species-specific.

Sex-linked genes such as *Nf2* and *Prdx4* [101, 102] are differentially-expressed by temperature in *Chrysemys* at stage 9. Similarly, we found thermosensitive expression for *Serpinh1*, *Hsp90ab1 and Hspa8* across stages in both turtles (S8 Table) (and potentially relic in *Apalone*) while expression is monomorphic in mouse [21], suggesting their potential turtle-specific role in gonadogenesis. 

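Nf2 restrains growth at the cell surface, and Prdx4 breaks down peroxide in the secretory pathway. In the stage 9 trunk of Chrysemys they point in opposite directions, with Nf2 lower at 31 °C (log2 ratio -1.22) and Prdx4 higher (2069 and 3685, 0.83). Nf2 was lower at 31 °C at stage 22 too (-0.66), while at stages 12 and 15 it leaned the other way without passing (0.45 and 0.64, adjusted p = 1.7e-08 and 2.2e-06). Prdx4 was lower at 31 °C at stage 12 (-0.27) and higher in the gonads of stage 22 (0.61) and stage 19 (0.30), but with library totals these are -0.16, 0.25 and 0.00 and none passes. In Apalone, Nf2 had few counts and Prdx4 was lower at 31 °C in the gonads of both stages (-0.64 and -0.70), past the threshold. The comparisons hold 1 pool per temperature.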

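Serpinh1, the chaperone of collagen, was higher at 31 °C at every stage in both turtles, with log2 ratios of 1.26, 1.16, 1.74, 1.51 and 1.46 in Chrysemys and 1.04, 1.73, 1.51, 1.03 and 1.60 in Apalone. In the stage-blocked edgeR fit it is 1 of 2 Apalone genes called (log2 fold change 1.37, standard error 0.13, adjusted p = 0.0175), beside Gca, a calcium-binding gene, at -1.14 (adjusted p = 0.0311). The Serpinh1 call ends when stage 9, 12 or 15 is left out (adjusted p = 0.0545, 0.18 and 0.0892) and that of Gca when any one stage is (0.0676 to 0.268). The fit called 0 genes in Chrysemys (781 of 12168 at an unadjusted p under 0.05, DESeq2 49). Collagen and matrix genes leaned the same way in Chrysemys: of 27 such genes 25 were higher at 31 °C over stages (median 0.60, adjusted p = 0.378 with an estimated correlation between genes), 0 were called among all genes and 12 when adjusted over the list alone.

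The general chaperones are less steady. Hsp90ab1, which folds hormone receptors, was higher at 31 °C in Chrysemys at stages 12 (0.42), 19 (0.72) and 22 (0.51) and lower at stage 15 (-0.21), and the 0.25 at stage 9 turns to -0.01 with library totals. In Apalone it was higher at stages 12 (0.42) and 22 (0.12), lower at 15 (-0.30), and near even at 9 and 19 (-0.02 and 0.03). Hspa8, which guides new proteins, was higher at 31 °C at Chrysemys stage 12 (0.59), with a stage 9 difference of 0.21 that becomes -0.05 with library totals, but lower at stages 15 (-0.30), 19 (-0.13) and 22 (-0.22). Apalone had more of it at 31 °C at stages 9 to 19 (0.34, 0.29, 0.90 and 0.83) and less at stage 22 (-0.16). Of the 24 heat shock genes of the study's own list measured in Chrysemys 18 were higher at 31 °C over stages and 16 of 21 in Apalone (adjusted p = 0.378 and 0.556), with 0 and 1 called and 5 in each species when adjusted over the list alone. That list was chosen on these libraries and is not independent evidence. Per stage there is no replicate library.

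**Figure D4:**
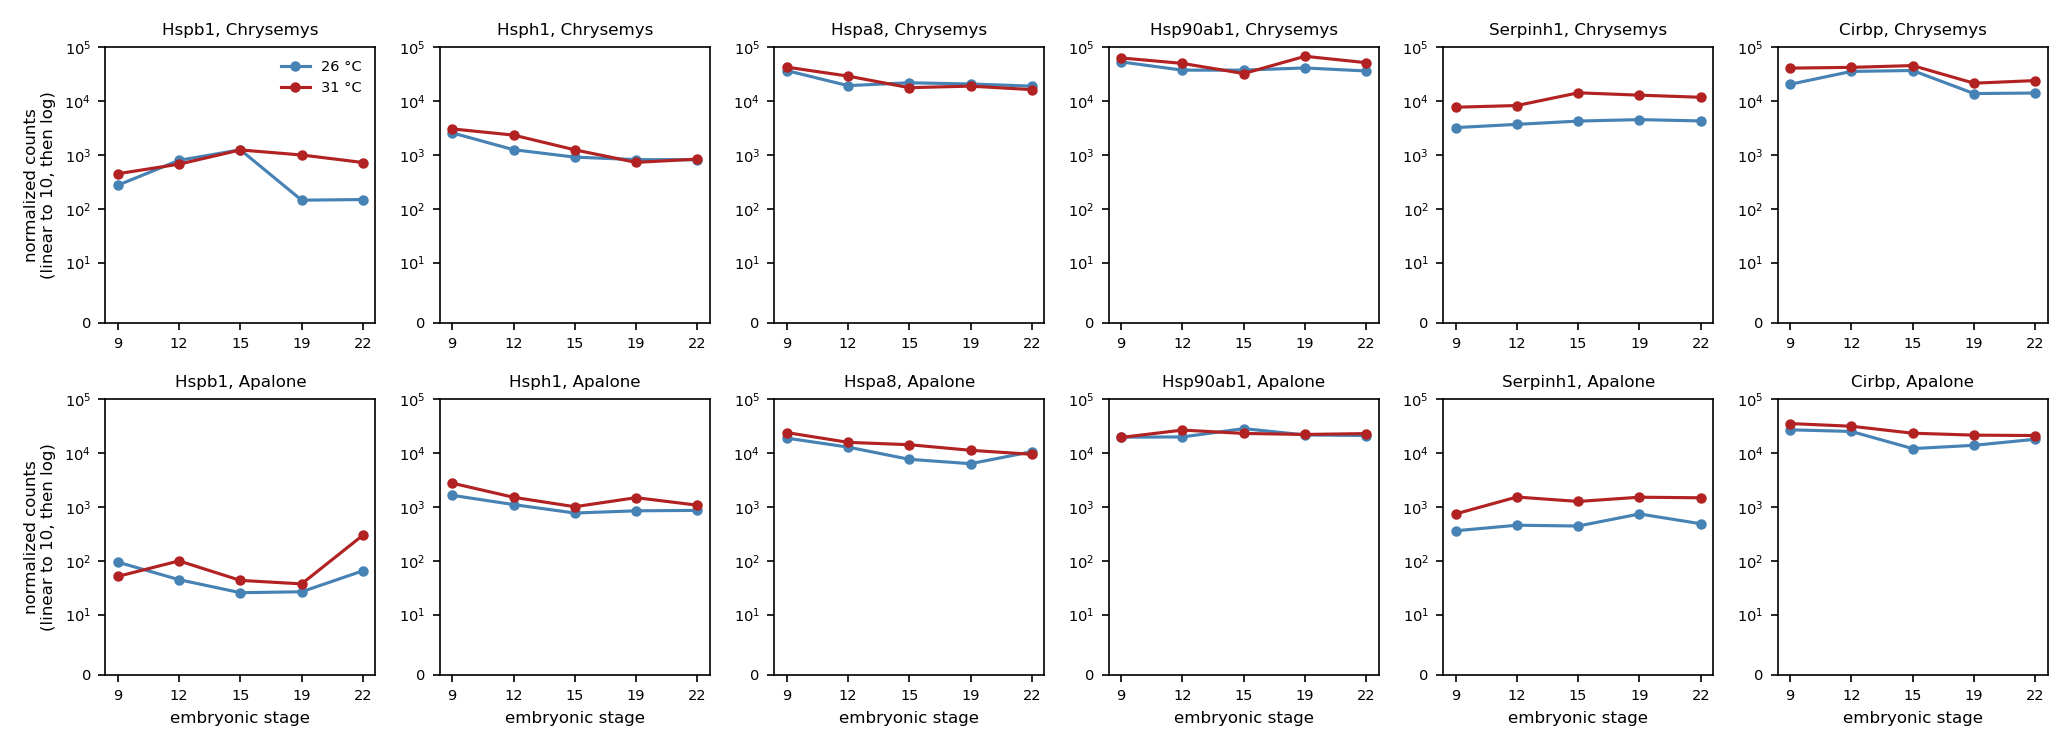
Scaled counts of Hspb1, Hsph1, Hspa8, Hsp90ab1, Serpinh1 and Cirbp at each stage in Chrysemys and Apalone, on a scale that is linear up to 10 and logarithmic above. Each point is 1 pooled library at 26 °C or 31 °C.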

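Git2 links surface receptors to the cell skeleton. In Apalone gonads of stage 22 it was much higher at 31 °C, with 360.7 and 911.6 scaled counts (log2 ratio 1.34), whereas in Chrysemys it was slightly lower at 31 °C in the gonads, at stage 19 (-0.33, past the threshold) and stage 22 (-0.31, adjusted p = 2.8e-10, just short of it). Before the gonad stages it differed little, with -0.09, 0.02 and 0.04 in Chrysemys and 0.43 (adjusted p = 1.6e-09), -0.13 and 0.27 in Apalone at stages 9, 12 and 15. Whether the 2 species differ in this response was not tested at one stage, since each offers 1 library per temperature.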

Additional genes differentially-expressed in turtles but at relatively later stages in the mouse gonad [21] include *Ctnnb1*, a known ovarian inducer [89] (which was early acting at 31°C in both *Chrysemys* and *Apalone*) and *Git2* (a sex-linked gene in *Pelodiscus sinensis* [101]), among others (Fig 1D, S3 and S16 Tables). This indicates that genes already important for gonadal formation at downstream stages in mammals, such as *Ctnnb1*, have been recruited for an earlier than anticipated temperature-specific response in turtles, underscoring the extensive ontogenetic evolution that has accrued in the transcriptional patterns of this regulatory network in vertebrates in general and in turtles in particular [25, 42].

We also identified numerous differentially-expressed ncRNAs (S2 Table) by temperature, which interestingly, exhibited upregulation at the colder temperature (26°C) in the majority of cases and in both turtles, although few ncRNAs transcripts overlapped between species. The biological function of these ncRNAs remains an open question worthy of future study.

### Thermosensitive response of signaling pathways

Distinct cell types may derive from a handful of cell signaling pathways [103]. We found evidence that numerous signaling pathways are differentially regulated by temperature. For instance, *Jak-Stat* signaling, involved in cell proliferation and hematopoiesis [104] exhibits male-bias of *Egfr* expression at stage 22 in *Chrysemys*. 

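Bcr encodes a switch for small GTPases that tie inflammation to the cell skeleton. In Chrysemys trunks of stage 9 it had 1619 scaled counts at 26 °C and 890.9 at 31 °C (log2 ratio -0.86), the order reversed in the complexes of stage 12 (0.58) and stage 15 (0.96), and at stage 22 it was lower at 31 °C again (-0.98). Those 4 ratios pass the threshold, and at stage 19 the gene leaned to 26 °C (-0.25, adjusted p = 0.00151). Apalone had 0.29, -0.32, -0.26, -0.24 and 0.46 from stage 9 to 22, none past the threshold. Tnf was not analysed here. Pools were not replicated, so the sign changes between stages were not tested.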

Nf-κB signaling plays a role in immune and stress response [105], and involves members of the hypoxia-induced *Tumour necrosis family (Tnf)* [106] and *Breakpoint cluster region* (*Bcr)* [107] which showed female-bias in *Chrysemys* at stage 22 and male-bias at stage 9, respectively. The receptor gene *Vegf*, which regulates sex-specific gonadal vasculogenesis [108] was also female-biased at stage 15 in *Chrysemys* and high-temperature biased during stages 19–22 in *Apalone*. Further, retinoic acid has been identified to induce meiosis in mice germ cells regulating ovarian formation [109]. Two retinoic acid binding proteins were differentially transcribed: *Crabp1* (male-biased during *Chrysemys* TSP) and *Crabp2* (female-biased pre-TSP and during the TSP in *Chrysemys*, and upregulated at high-temperature from stage 15 onwards in *Apalone*). 

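Both proteins bind retinoic acid, the signal that tells germ cells when to enter meiosis. In Chrysemys gonads they part: Crabp1 had 14439 scaled counts at 26 °C and 585.7 at 31 °C at stage 22 (log2 ratio -4.62) and was lower at 31 °C at stage 19 too (-2.24), while Crabp2 was higher at 31 °C at both (1.34 and 0.86). Crabp1 turns over development, from higher at 31 °C in the trunk (1.37) to lower at stages 12 (-0.32) and 15 (-1.04). Crabp2 was higher at 31 °C at stages 9 (0.34) and 12 (0.50) and slightly lower at stage 15 (-0.12, adjusted p = 1.2e-04). With library totals the stage 9 value of Crabp2 and the stage 12 value of Crabp1 do not pass. In the edgeR gonad fit Crabp1 was called (log2 fold change -3.46, adjusted p = 0.0103), though not without stage 22 (adjusted p = 0.217). Crabp2 did not pass in that fit (1.06, adjusted p = 0.151). Apalone had more Crabp2 at 31 °C from stage 15 on (0.87, 1.63 and 1.16, all past the threshold). Its Crabp1 leaned to 26 °C at stage 15 (-1.18, adjusted p = 2.1e-04) and with TMM scaling was higher at 31 °C at only 1 stage. Ratios per stage come from 1 library against 1.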

Among the signaling pathways implicated in vertebrate sex determination, *Foxl2* and members of the *Wnt* signaling pathway regulate ovarian formation [110, 111]. *Wnt* activates *Ctnnb1*, which inhibits *Sf1* from activating *Sox9* and inducing testiculogenesis [112]. The canonical *Wnt* machinery including *Ck1*, *Apc*, and *Gsk3* show male-bias during stage 9 in *Chrysemys*, and monomorphic expression in *Apalone*, indicating that *Wnt* signaling is active in TSD and GSD turtles, but deployed differentially by temperature. 

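Apc and Gsk3b work in the complex that destroys beta-catenin and so hold Wnt signals down. Both were lower at 31 °C in the Chrysemys trunk of stage 9, with 2174 and 1353 scaled counts for Apc and 1287 and 802.9 for Gsk3b, the same log2 ratio of -0.68. The direction then turns: Gsk3b was higher at 31 °C at stage 12 (0.51) and Apc at stage 15 (0.86), and in the gonads Apc was lower again at stage 19 (-0.44) and Gsk3b at stage 22 (-0.82). In Apalone the stage 9 trunk showed 0.15 for Apc and 0.14 for Gsk3b (adjusted p = 2.7e-04 and 0.0465), short of the threshold. Apc was called lower at 31 °C at Apalone stage 19 (-0.32), a call that ends with library totals. Gsk3b leaned higher there at stages 19 (0.32, adjusted p = 6.3e-06) and 22 (0.38, adjusted p = 2.4e-07). Ck1 was not analysed here. Every ratio sets 2 unreplicated pools against each other.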

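Map3k3 and Map3k7 start kinase relays that carry stress and growth signals to the nucleus. In the Chrysemys trunk of stage 9, Map3k3 had 974.8 scaled counts at 26 °C and 542.9 at 31 °C (log2 ratio -0.84), its only call in 5 stages. Map3k7 was lower at 31 °C in Chrysemys at all 5 stages, past the threshold at 9 (-0.34), 19 (-0.52) and 22 (-0.56). In Apalone at stage 12, Map3k7 was lower at 31 °C (-0.26, adjusted p = 3.4e-07), which does not pass 1e-10, and Map3k3 leaned the same way (-0.30, adjusted p = 0.0037). Map3k4, the mouse testis kinase of the family, was lower at 31 °C in Chrysemys gonads at stage 22 (-0.62) and passed at no Apalone stage. Kinase levels of a single pool per temperature are compared throughout.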

Members of the *Mapk* signaling family, required for *Sry* activation testiculogenesis in mice [100] were also low-temperature biased in turtle bipotential gonads despite the absence of *Sry* (*Map3k3* at stage 9 in *Chrysemys*; *Map3k7* at stage 12 in *Apalone*) (S9 Table), rendering them additional candidates for functional tests. *Akt* signaling is directly activated by *Fgf9* in mice, promoting steroidogenesis (Lai *et al*. 2014), but neither gene showed thermosensitive expression. 

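Fgf9 is a growth factor that keeps Sox9 on in the mouse testis. Its transcript is scarce in these turtles, between 40.3 and 293.2 scaled counts in Chrysemys. At stage 15, the onset of the thermosensitive period, Chrysemys complexes had 147.4 at 26 °C and 293.2 at 31 °C, a log2 ratio of 0.99 with adjusted p = 2.7e-08, which misses 1e-10 but passes 0.05. The gonads differed less (-0.53 at stage 19 and 0.42 at stage 22, adjusted p = 0.105 and 0.142). In Apalone the largest differences were -0.45 at stage 15 (adjusted p = 0.0386) and -0.59 at stage 22 (adjusted p = 0.0196), both toward 26 °C. Akt genes were not analysed here. A gene this scarce needs large differences to pass between 2 single libraries.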

Finally, *Ras*-mediated signaling is implicated in sex myoblast migration in nematodes [113], and a subtle thermosensitive expression was detected in *Chrysemys* (S9 Table). Thus, *Jak-Stat*, Nf-κB, retinoic acid, *Wnt*, *and Mapk* signaling are potentially involved in TSD gonadogenesis, while this process appears independent of *Akt* and *Ras*-mediated signaling.

**3**. **What makes gonadal networks sensitive to environmental temperature in TSD and not in GSD?**

### Gene enrichment analysis

Enrichment analyses of Gene Ontology (GO) categories represented in the transcriptomes using DAVID [80] revealed that the two turtle species examined here shared more pathways before stage 15 overall, except for chromatin organization and chromatin modification pathways which were enriched only at stage 9 in *Chrysemys*, and pathways linked to protein ubiquitination and ubiquitin protein ligases which were enriched only at stage 12 in *Apalone*. Ubiquitination is a post-translational modification that results in protein degradation [114]. This suggests that temperature triggers a different set of downstream pathways in *Chrysemys* than in *Apalone* potentially leading to sexual fate determination by temperature in the former. Pathways including intracellular transport, protein localization and protein catabolic processes, were enriched in both species at stages 9 and 12, but remain enriched only in *Chrysemys* after stage 15 (S4 Table). Thus, important evolutionary changes may have occurred in GSD turtles in the machinery underlying gonadogenesis preceding the thermosensitive period of TSD turtles (before stage 15), perhaps inactivating genes regulating the male- and female-specific TSD pathways and consequently, determining sex independent of temperature. These and earlier findings (reviewed in [42]) underscore that key thermosensitive events for sexual development occur in early embryogenesis and deserve further research.

Finding differential expression prior to the onset of the canonical thermosensitive period in *Chrysemys* is of particular importance as any such gene may be the key TSD master element that senses the environmental temperature signal or a key activator of the thermosensitive period. Additionally, the disruption of these potential TSD master elements could lead to GSD evolution. Notably, *Ctnnb1* (β-catenin, a member of the *Wnt* signaling pathway) showed female-bias at stages 9 and 12 in *Chrysemys* consistent with its involvement in early ovarian formation in mammals [115, 116]. Similarly, *Ctnnb1* shows high-temperature bias in *Apalone* during stages 12 and 15 but not at stage 9. 

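Beta-catenin carries the Wnt signal to the nucleus and favors the ovary in mammals. Ctnnb1 is among the most abundant messages here, with 26720 scaled counts at 26 °C and 33390 at 31 °C in the Chrysemys trunk (log2 ratio 0.32), and the difference shrinks to 0.13 at stage 12, both past the threshold. At stages 15, 19 and 22 it was 0.08, -0.06 and 0.10, none past it. With library totals the trunk ratio is 0.06 and does not pass, while those of stages 15, 19 and 22 are 0.20, -0.36 and -0.26 and do. Apalone began even (-0.01 at stage 9), was higher at 31 °C at stages 12 (0.15) and 15 (0.21), and then turned to 26 °C in the gonads, with -0.20 at stage 19 and -0.43 at stage 22, all 4 past the threshold, though with library totals those of stages 12 and 19 (0.07 and -0.09) are not. Foxl2, an ovarian partner gene, followed in the Apalone gonads at stage 22 (-1.74). In a gene this abundant differences of 0.1 to 0.2 can pass, with no replicate to set them against.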

*Follistatin* (*Fst*) a gene activated by *Ctnnb1* in mice bipotential gonads (Eggers *et al*. 2014) showed slight female-bias (α = 0.05) in *Chrysemys* at stage 9, and slight high-temperature bias in *Apalone* at stage 15 (α = 0.05), suggesting that *Ctnnb1* could also activate *Fst* in turtles. 

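Follistatin shields the young ovary from activin. In the Chrysemys trunk of stage 9 Fst was higher at 31 °C (551.1 and 725.7 scaled counts, log2 ratio 0.40, adjusted p = 5.0e-08), and in the late gonads of stage 22 the gap was far wider and past the threshold (172.9 and 525.1, 1.60). Between these stages it leaned to 26 °C (-0.29 at stage 12 with adjusted p = 0.00363, -0.18 at 15 and -0.23 at 19 with adjusted p = 0.0245). In Apalone at stage 15 it had 219.3 and 278.8 scaled counts (0.34, adjusted p = 0.0641), above 0.05, and at stage 22 the order was the reverse of Chrysemys, with Fst lower at 31 °C (-0.70, past the threshold). Whether this opposition between species exceeds the spread of pools was not tested at one stage, as no cell has a second library.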

Further, this results indicates that *Ctnnb1* and *Fst* thermosensitive expression may be ancestral to cryptodiran turtles (the suborder to which *Chrysemys* and *Apalone* belong), which if true, would indicate relic thermosensitivity in *Apalone*, and underscores that downstream elements may be key to rendering GSD immune to temperature as is the case of *Wt1* and *Dax1* whose thermoresponsive activity is rendered ineffective via the loss of thermosensitivity of *Sf1* [27, 31]. Indeed, *Ctnnb1* is a repressor of *Sf1* [112], a gene with thermosensitive expression in *Chrysemys* but not *Apalone* [28]. Also noteworthy, *Chrysemys* (and not *Apalone*) shows upregulation at MPT of *Insr* and *Igf1r* during stage 9, two genes indispensable for testiculogenesis in mice [117] which antagonize the *Ctnnb1-Wnt* signaling pathway essential for ovarian formation. This indicates that the same molecular antagonism exists in TSD turtles, is active before the canonical thermosensitive-period, and could influence growth trajectories via the insulin receptor family, inducing male determination [118] and other sexual dimorphisms with potential temperature-specific fitness consequences [119]. These early differences between TSD and GSD systems may have functional significance for the evolution of sex determination.

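Igf1r, the receptor for insulin-like growth factor, had 1800 scaled counts at 26 °C and 663.4 at 31 °C in the Chrysemys trunk of stage 9, a log2 ratio of -1.44 and the strongest drop among the network genes called at that stage. The order then reverses: it was higher at 31 °C at stages 12 (0.95) and 15 (1.60), even at stage 19 (0.00) and lower at 31 °C at stage 22 (-0.62, adjusted p = 1.3e-10, just short of the threshold). In the Apalone trunk it was slightly higher at 31 °C (0.23, adjusted p = 1.5e-04), and at Apalone stage 22 it passed in that direction (0.73). Insr was not analysed here. In the same trunks Nr6a1, a nuclear receptor gene of early embryos, was lower still at 31 °C (-2.60). One pool per temperature stands behind each value.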

### Comparison with the slider turtle *Trachemys scripta*

Both *Trachemys* and *Chrysemys* have TSD and diverged near 30 million years ago [120]. qPCR evidence exist that transcriptional patterns of some of genes involved in sexual development have diverged between these two species during this time [42], but the extent of differences and similarities in other elements of this network remains unclear. Here we compared the expression stage-by-stage of key common elements between our transcriptomes and the recent *Trachemys* transcriptome [25] (Fig 6). We observed similarities in the expression of certain genes between species, in terms of upregulation at MPT or FPT in both the embryo and gonad simultaneously, or in the gonad alone (Fig 6). It should be noted that the *Trachemys* study did not sample stage 9 as in our study, whereas stages 17 and 18 were examined in *Trachemys* and not in our study. Additionally, the thermosensitive period differs slightly between *Trachemys* (stages 15–21) [121] and *Chrysemys* (stages 16–22) [46], such that while numerically different, both studies contain data from stages at the onset and at the end of the thermosensitive period that can be compared (Fig 6). Differential transcription of numerous genes in this subnetwork was observed in *Trachemys* at stages 12 and 15 that were not observed in *Chrysemys* either because the timing of their expression is divergent, or because they passed undetected by our unreplicated transcriptomic approach, yet when expression was detected the pattern was concordant between species except for *Avil* (Fig 6). 

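Des forms the intermediate filaments of muscle, Anpep is a peptide-cutting enzyme of kidney and gut surfaces, Dgka turns over a lipid signal and Eif4a2 unwinds messenger RNA for translation. All 4 were higher at 31 °C in Chrysemys gonads of stage 19, with log2 ratios of 2.45 for Des, 1.46 for Anpep, 1.28 for Dgka and 0.99 for Eif4a2, past the threshold. Des stands on the skeletal muscle list, whose median log2 ratio was 3.53 at that stage and 2.90 at stage 22, where Des was at 1.68. Eif4a2 was higher at 31 °C at every Chrysemys stage, from 0.60 at stage 12 to 2.20 at stage 22, and Anpep from stage 12 on (0.90, 1.09 and, at stage 22, 1.33). Dgka passed at stage 19 only, with 0.59 at stage 22 (adjusted p = 6.6e-07). Cutc was not analysed here. These contrasts hold 1 gonad pool per temperature.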

Greater similarities were observed later in development in both the embryo and gonad during stage 19 at FPT (*Anpep*, *Cutc*, *Des*, *Dgka* and *Eif4a2*). Among genes that were not differentially expressed during stage 12 but showed MPT or FPT upregulation at stage 15 or later (and thus are candidates for a role as temperature-triggered genes), similar profiles were observed late in the TSP for *Aromatase*, *Avil*, *Dpt*, *Mertk*, and *Twist1*, all of which were upregulated at FPT during stage 21 in *Trachemys* and stage 22 in *Chrysemys*. 

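Dpt ties collagen fibers together, Twist1 keeps mesenchyme from maturing, Avil bundles actin and Mertk lets Sertoli cells and macrophages clear dead cells. In stage 22 Chrysemys gonads all were higher at 31 °C: Dpt with 37.6 and 847.2 scaled counts (log2 ratio 4.46), Avil at 1.69, Twist1 at 1.56 and Mertk at 0.82. At stage 19 the same genes were already higher (3.50, 1.58, 1.18 and 0.48), all past the threshold. The Mertk calls of both stages end with library totals. Before the gonad stages, Avil and Twist1 did not keep a single direction. Avil was at -0.68 in stage 15 complexes (past the threshold) and Twist1 at -0.27 in those of stage 12. With TMM scaling each was higher at 31 °C at 3 stages, both gonad stages and an earlier stage. The edgeR effect over the earlier stages was -0.11 for Avil and -0.02 for Twist1, and neither passed. Dpt and Twist1 belong to connective tissue, and in the same stage 22 pair 17 of 27 collagen and matrix genes were called higher at 31 °C and 4 lower. Replicate gonads were not sequenced for any of these pairs.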

Genes upregulated at MPT in both turtles at those same stages include *Amh*, *Csrnp1*, *Dmrt1*, *Fdxr*, *Kdm6b*, *Pcsk6* and *Sox9*. 

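Fdxr feeds electrons to the enzymes that make steroids, Pcsk6 cuts growth factors of the TGF-beta family into shape, Kdm6b removes a silencing mark from histones and Csrnp1 is an early growth-response gene. In Chrysemys gonads of stage 22 all were lower at 31 °C, Pcsk6 most (491.2 and 54.4 scaled counts, log2 ratio -3.15), then Kdm6b (-1.02), Csrnp1 (-0.87) and Fdxr (-0.76). At stage 19 Pcsk6 (310.8 and 77.2 scaled counts), Csrnp1 (-0.57) and Fdxr (-0.73) were lower at 31 °C as well, but Kdm6b was even (0.04, adjusted p = 0.693) after being lower in the trunk (-0.86). Csrnp1 was higher at 31 °C at stage 12 (0.47). In Apalone none of these genes passed at any stage; Kdm6b at stage 22 leaned to 31 °C (1.06, adjusted p = 4.8e-04). The stage 22 Fisher tests set 1 library against 1.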

Elements with common expression patterns in *Chrysemys* and *Trachemys* are candidate key TSD elements for the Emydidae family of turtles to which they belong. A few genes were also differentially transcribed in *Apalone* late in development, and represent either genes that are thermosensitive in turtles but not involved in TSD, or TSD elements that retained relic thermosensitive expression during GSD evolution. Such genes include *Des*, *Eif4a2* (both upregulated at 31°C during stage 22 in *Apalone*), *Dpt* and *Twist1* (upregulated at 31°C during stage 19).

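In the Apalone gonads of stage 22, Des had 840.2 scaled counts at 26 °C and 3067 at 31 °C (log2 ratio 1.87), and Eif4a2 1420 and 2411 (0.76). Muscle genes as a group moved the same way in this pair, with a median log2 ratio of 5.30 over the skeletal muscle list, which fills 1.22% of counts at 31 °C (95% interval 1.21 to 1.23) and 0.0552% (0.0534 to 0.057) at 26 °C. At stage 19 the muscle median was -1.26, and Des was at 0.28 (adjusted p = 0.00831). Dpt was higher at 31 °C at stage 19 (2.78, past the threshold) and at stage 12 (1.49), and even at stage 22 (0.14). Twist1 was higher at stage 15 (1.38), with 0.87 at stage 19 (adjusted p = 9.0e-10), which misses 1e-10. Eif4a2 was higher at 31 °C in Apalone at stages 9, 12 and 19 too (0.89, 1.30 and 0.65). The softshell pools of 5 embryos were not replicated.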

**Fig 6:**
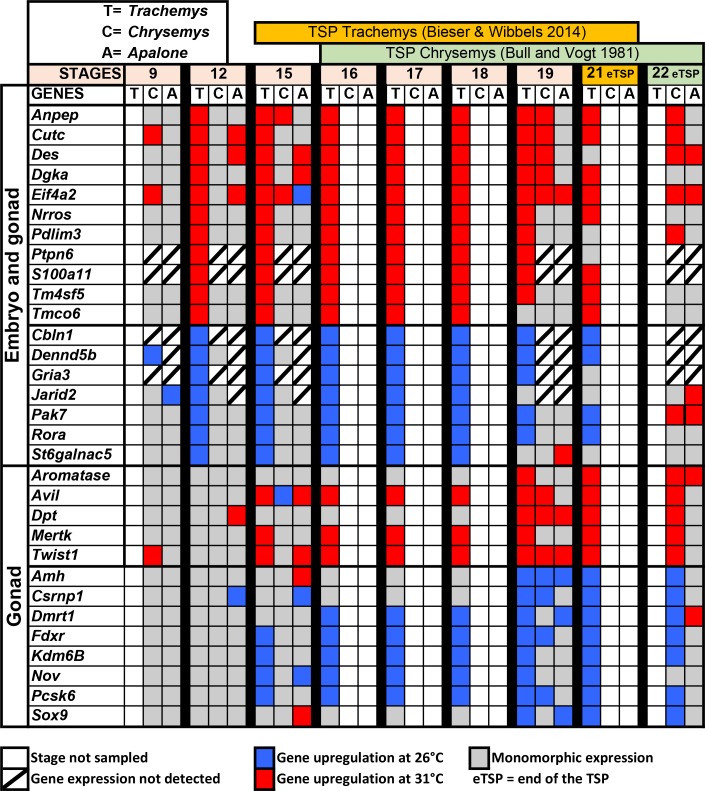
Comparative transcriptional patterns in *Chrysemys*, *Apalone* and *Trachemys* for a subset of common elements in the regulatory network of sexual development across embryonic stages at male- (low) and female- (high) producing temperatures for the TSD taxa.

### Clues to TSD from the comparison of turtle versus crocodilian transcriptomes

Surprisingly few differentially-expressed genes were found in common in the categories of interest between *Chrysemys* (this study) and alligator transcriptomes [24], but the ones detected provide an important insight. Namely, during the TSP of both species *Sf1*, *Amh* and *Amhr2* were upregulated at MPT, whereas *Crabp2* and *Hspb1* were upregulated at FPT. Thus, these genes display a sex-specific expression pattern, i.e., upregulation at MPT or FPT across taxonomic groups regardless of relative temperature given that in *Chrysemys* colder temperatures induce males and warmer values induce females, whereas the opposite is true in alligator [the colder values used in [24] produce females and the warmer temperature produces males]. On the other hand, the heat shock gene *Hsph1* was upregulated at MPT in alligator and at FPT in *Chrysemys*. *Hsph1* therefore, displays a temperature-specific pattern of expression (upregulation at warmer temperature in both species) irrespective of the sex-produced. These observations point to *Sf1*, *Amh* and *Amhr2*, *Crabp2* and *Hspb1* as key common elements in reptilian-TSD for sex-specific development. This finding is consistent with previous research that identified them as critical members of the vertebrate regulatory network for gonadogenesis, and critical during TSD and GSD evolution [e.g., *Sf1* [28, 42], *Amh* and *Amhr2* [122–124], *Crabp2* [125, 126].

### Detection of temporally co-expressed gene clusters

Genes of interest (described in Table 5) clustered during embryogenesis by their co-expression patterns in both turtles. *Chrysemys* differ more in the number of coexpressed modules (45 modules at 26°C; 10 at 31°C) than *Apalone* (16 modules at 26°C, 21 at 31°C) (Fig 5), a pattern similar to core eukaryotic genes used as negative control. This suggests that temperature differentially orchestrates gene co-expression in TSD versus GSD, such that *Chrysemys’* response is more compartmentalized, and *Apalone*’s is broader. However, tests with sexed *Apalone* embryos are needed to rule out any sampling effects that might have contributed to these differences. Some vertebrate sex determination/differentiation genes were clustered in turtles (such as *Cbx2* and *Dmrt2* in *Chrysemys* at both temperatures, and *Ar/Lhx9* and *Insr/Srd5a1* in *Apalone*), whereas no associations among these genes are known in mammals or birds. Future functional assays on these candidates are warranted. Cluster composition differed by temperature and species, as clusters were enriched in different biological pathways, reflecting temperature effects on gene co-expression and the existence of modules in the urogenital network. *Chrysemys* male transcriptomes were enriched for pathways regulating transcription, cell proliferation, reproductive development and amino acid phosphorylation (a kinase activity that has been linked to *Sry* regulation in mice [99, 100]). Immune response functions like lymphocyte and leukocyte activation were female-bias concordant with humans [127]. Cell proliferation, which showed thermosensitive responses here (Table 6, S10 Table), is linked to mammalian sexual development as it is affected by *Sry* and MAPK signaling [128].

### Novel transcripts

A high percentage of novel transcripts in *Chrysemys* (53%) and *Apalone* (54%) are currently uncharacterized in SwissProt (which contains manually curated, non-redundant eukaryotic protein sequences) and the ncRNA databases, corroborating genes that were annotated as “predicted” *in silico* in the *Chrysemys* genome [51]. Many novel transcripts are male-biased at stages 9, 19 and 22 of *Chrysemys* (S1 Fig). In conjunction with the greater number of co-expressed clusters discovered at 26°C, this discovery of higher number of novel *Chrysemys* transcripts at 26°C is indeed curious, and the function of these transcripts merits further investigation.

### New insights on known turtle regulators previously studied in GSD turtles

Our RNAseq data shed new light on some important candidate genes previously studied in turtles as follows.

***Wt1*** regulates the formation of the bipotential gonad, and the maintenance of Sertoli cells and seminiferous tubules in developing testis [129]. *Wt1* is upregulated at low temperature before and during the thermosensitive period (TSP) in *Chrysemys* [42], and in *Apalone mutica* (GSD) (relic thermal sensitivity in GSD turtles) ([27] and this study) at stage 22 (Fig 5). In contrast, *Wt1* expression in mice and chicken gonads is sexually monomorphic through embryogenesis [21, 130]. Finding differential expression from stage 19–22 *Apalone* gonads is important because previous studies in *A*. *mutica* used adrenal-kidney-gonad complexes (AKGs) [27, 28, 31, 34, 35], and expression from the adrenal-kidney can mask gonadal expression, as occurs in *Chrysemys* and other turtles [42, 131–133].

***Sf1*** is required for gonadal and adrenal gland formation and steroidogenic activity [134]. *Sf1* is directly activated by *Wt1*, and its expression is thermo-insensitive in GSD turtles ([28] and this study) as in in *Chelydra* (TSD) [41], but male-biased in *Chrysemys* ([42] and this study) as in the slider turtle *Trachemys scripta* (TSD) [135]. This underscores that *Sf1* expression is evolutionarily labile, as observed across major vertebrate lineages (reviewed in [42]).

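Sf1 turns on the genes for steroid hormones in the adrenal and the gonad. In Apalone it stayed low and nearly even between temperatures, with 9.2 and 16.3 scaled counts at stage 12, 79.7 and 62.1 at stage 19 (log2 ratio -0.35, adjusted p = 0.266) and 46.5 and 37.1 at stage 22 (-0.32, adjusted p = 0.436). In Chrysemys the gene climbs from 39.1 and 15.9 in stage 15 complexes to 740.5 and 271.6 in stage 19 gonads. A ratio that does not pass in Apalone does not show that the gene ignores temperature there, since its counts are low. The edgeR test of the difference between species in the gonads called 0 genes. Both species contribute 1 pool per stage and temperature.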

***Dax1*** is involved in mammalian ovarian and testicular formation [136, 137]. 

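Dax1 is a repressor that acts with Sf1 in the adrenal and gonad. In Apalone it was highest in the 26 °C complexes of stage 15, with 284.8 scaled counts against 127.2 at 31 °C (log2 ratio -1.16, adjusted p = 2.9e-10), just short of 1e-10. In the gonads it leaned the same way, with -0.48 at stage 19 (adjusted p = 0.00124) and -0.45 at stage 22 (adjusted p = 0.00428), and in the trunk the other way (0.63, adjusted p = 0.0402). Chrysemys had the opposite order at stage 15, with 93.3 and 179.6 (0.94, adjusted p = 3.8e-05), before 26 °C took the lead in the gonads. Only stage 22 of Chrysemys passes 1e-10. Adjusted p values here describe 2 libraries each and not the temperatures in general.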

*Dax1* is upregulated at low temperature in *Chrysemys* ([42] and his study), and in *Apalone* (this study), as observed in *A*. *mutica* [31] perhaps driven by the relic thermosensitive expression of its activator (*Wt1*). In contrast, *Dax1* expression is female-biased in birds and monomorphic in several TSD taxa including the green sea turtle *Lepidochelys olivacea*, *Chelydra* and *Trachemys* (reviewed in [42]).

***Sox9*** is activated by *Sry* in eutherian mammals, tipping the bipotential gonad towards the male fate. *Sox9* is upregulated in *Chrysemys* ([42] and this study). In contrast, *Sox9* in *Apalone* shifts from upregulation at high-temperature (stage 15) to upregulation at low-temperature (stage 19), perhaps reflecting the evolutionary drift in GSD turtles from its ancestral thermal response. 

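Sox9 sets Sertoli cells on their path and also shapes cartilage. In Apalone it had 133.9 scaled counts at 26 °C and 322.1 at 31 °C in stage 15 complexes (log2 ratio 1.26) and 524.2 and 106.5 in stage 19 gonads (-2.29), both past the threshold, and 139.6 and 168.6 at stage 22 (0.27, adjusted p = 0.205). Other genes switch in the same pairs of pools. The 6 genes of a cartilage list had a median log2 ratio of 3.94 at stage 15, all of them higher at 31 °C, where the cartilage matrix gene Matn4 was at 5.48. At stage 19 the testis genes Amh (352.7 and 126.0, -1.48) and Dmrt1 (983.2 and 401.2, -1.29) were lower at 31 °C together with Sox9. So were the summed scaled counts of the cartilage list (5058.6 and 1681.2). The sex of the 5 embryos in a pool is unknown, and a pool was not repeated.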

Consistently, *Sox9* expression in *A*. *mutica* is monomorphic [34].

***Aromatase*** is key in ovarian formation and steroidogenic activity [138, 139]. *Aromatase* is upregulated at FPT during *Chrysemys’* late-TSP ([42] and this study). *Aromatase* expression is evolutionarily labile across vertebrates [140, 141]. 

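Aromatase turns androgen into estrogen and marks the start of the ovary. In Chrysemys the earliest tissues held almost none: 0.0 and 1.4 scaled counts in the trunk, 2.3 and 2.8 at stage 12 and 6.0 and 2.6 at stage 15. At counts this low no temperature difference can be seen, so an even level is a level at the floor. Apalone gonads had 7.2 and 10.7 at stage 19 (log2 ratio 0.50, adjusted p = 0.611) and 16.3 and 24.1 at stage 22 (0.54, adjusted p = 0.384). The warm Chrysemys gonads had 119.2, but counts are scaled within each species, so the 2 levels are not on one scale. Foxl2, a partner in switching aromatase on, was expressed in the trunk of Chrysemys at 77.2 scaled counts at 31 °C against 11.3 at 26 °C, long before aromatase appears. One library per cell leaves these small counts without a check.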

The monomorphic *aromatase* transcription in the bipotential gonad (stages 9 and 12) in turtles observed here is consistent with its expression in chicken [23].

***Dmrt1*** regulates sexual development in vertebrates [56] and its molecular evolution is associated with transitions in sex determination in reptiles [126]. *Dmrt1* is sex-linked in fish [142] and in birds [143]. *Dmrt1* is upregulated in gonads at MPT in *Chrysemys* (this study; and counter to AKG expression [34]), underscoring *Dmrt1*’s critical role in testicular development as in *Trachemys* (TSD) [37]. 

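Dmrt1 keeps testis cells male. It was near absent in Chrysemys before the gonad forms, with 3.0 scaled counts or fewer in every stage 9 to 15 library, and then appeared in the cool gonads: 106.8 at 26 °C and 31.4 at 31 °C at stage 19 (log2 ratio -1.73, adjusted p = 1.5e-09, which misses 1e-10) and 358.3 and 20.9 at stage 22 (-4.04, past it). Its neighbor and relative Dmrt3 leaned the same way at low counts (-1.67 and -1.33), while Dmrt2, a gene of body muscle and somites, was higher at 31 °C in the same gonads (2.22 and 1.63, adjusted p = 2.2e-06 and 6.6e-05). In the edgeR fit of the gonads the testis list of 18 genes had 3 called lower and 1 higher at 31 °C, and 7 and 2 when adjusted over the list alone (list adjusted p = 0.547). Stage 19 and stage 22 each offer 1 pool per temperature.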

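In the softshell gonads Dmrt1 moves with Amh, and the pair changes sides between stages 19 and 22. At stage 22 Dmrt1 had 11.6 scaled counts at 26 °C and 213.1 at 31 °C (log2 ratio 4.08), and Amh had 0 raw counts against 230, at least 61.0-fold higher at 31 °C against a floor of 3 counts per library. The ovarian gene Foxl2 went the other way at this stage, with 300.2 and 88.9, but leaned to the same side as the pair at stage 19 (-0.89, adjusted p = 0.00281). Spo11, which cuts DNA to start recombination, was lower at 31 °C at stage 22 (-2.50). A list of 10 germ cell genes did not change sides, with medians of -1.18 and -1.04 at stages 19 and 22 and 9 lower at 31 °C at both (adjusted p = 0.58 in the list test of the gonad fit). Among 71 homologs of chicken chromosome 15 genes, the region homologous to the softshell sex chromosomes, 58 were higher at 31 °C at stage 22 (median 0.51), percentile 100.0 among 10000 random lists matched on expression, and at the other Apalone stages their percentile was 18.7, 0.2, 3.3 and 6.0. In Chrysemys, which has no sex chromosomes, it lay between 5.4 and 87.9. Each Apalone pool holds 5 unsexed embryos and has no replicate.

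**Figure D5:**
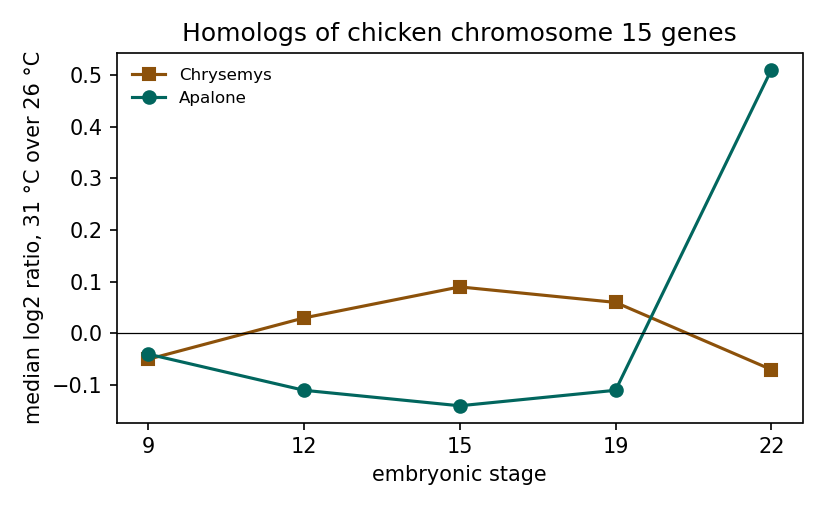
Median log2 ratio (31 °C over 26 °C) of homologs of chicken chromosome 15 genes at each stage in Apalone and Chrysemys, 1 library per temperature.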

*Dmrt1* in *Apalone* shifts from low-temperature upregulation (stage 19) to high-temperature upregulation (stage 22) in gonads (this study), whereas its expression is monomorphic in AKG of *A*. *mutica* [34], perhaps also reflecting drift of gene expression during GSD evolution as suggested for *Sox9* [34]. *Dmrt1* expression is male-biased in fish, birds and mammals [23, 42].

**4**. **Are there unique reptilian regulators not present in the gonadal network of other vertebrates?**

### Discovery of new elements in the vertebrate gonadal network

Our dataset also revealed genes expressed in turtle gonads but unreported in mice, thus possibly unique to reptilian (or turtle) gonadogenesis. Among these are *Calr* (female-biased at stage 9) and *Dcn*, a component of the extracellular matrix uncharacterized in the mouse gonad [144], and which showed female-bias in *Chrysemys* stage 15 onwards. These, as well as the differentially-expressed ncRNAs and unannotated novel transcripts identified here (S2 Table, S1 Fig) in both turtles, represent novel candidates for further study. 

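Calr stores calcium and folds new proteins, and Dcn is a matrix protein that ties up collagen and growth factors. Calr was higher at 31 °C in the Chrysemys trunk (28933 and 34818 scaled counts, log2 ratio 0.27) and lower at stages 15 (-0.18) and 22 (-0.26). With library totals the values of stages 9 and 15 no longer pass (0.01 and -0.07), and the 0.28 of stage 19 turns to -0.02. In Apalone it was higher at 31 °C from stage 12 on (0.34, 0.27, 0.32 and 0.28). Dcn was higher at 31 °C in Chrysemys in the trunk (0.79) and from stage 15 on (0.36, 0.54 and 1.32), with stage 12 lower (-0.21, which does not pass with library totals). In Apalone the order was the opposite from stage 15 on, with Dcn lower at 31 °C (-1.01, -0.91 and -0.58) after 0.46 at stage 12, all past the threshold, though with library totals the 0.46 is not. Each ratio is of 2 unreplicated libraries.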

Some of the differentially-expressed ncRNAs identified here are particularly intriguing, such as 7SK RNA and those classified as putative conserved noncoding region given that these ncRNAs can play key roles in transcriptional regulation [87, 145]. The observed higher expression at FPT of *Xist* RNA during the TSP of *Chrysemys* (stage 19), and its absence at other stages and in *Apalone* is also intriguing. Namely, this is the first report of *Xist* expression during gonadal development in turtles lacking sex chromosomes [45], a ncRNA region that is critical for dosage compensation via epigenetic inactivation of the X chromosome in human or its upregulation in *Drosophila* [87, 146].

Finally, genes enriched in hypoxia tolerance and mitochondrial functions that mediate the adaptation to sub-zero temperatures were differentially-expressed in *Chrysemys* across all stages [147], including translocases that function as chaperones across the mitochondrial membranes, the SLC25 family of mitochondrial transporters [148], *Ep300*, *Casp1* and *Thioredoxin* family involved in hypoxia signaling [149, 150]. 

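Translocases of the outer and inner membrane and SLC25 carriers move proteins and metabolites into mitochondria, and thioredoxins keep them reduced. A list of 26 such genes swings with the stage in Chrysemys: 21 were higher at 31 °C in the trunk (median log2 ratio 0.48), 18 lower at stage 12 (-0.22), 20 lower at stage 15 (-0.20), 16 higher at stage 19 (0.24) and 21 higher at stage 22 (0.33). Over the stages 17 of 26 were higher at 31 °C with a median of 0.11 (adjusted p = 0.948), 0 were called, and 0 passed when adjusted over the list alone. Apalone had medians of -0.12, 0.06, -0.16, -0.12 and -0.15, with 9 of 26 higher at 31 °C over the stages. Ribosomal proteins of Chrysemys had medians of 1.09, -0.38, -0.24, 0.80 and 0.93. Random lists matched to them on expression have the same signs (0.38, -0.10, -0.20, 0.18 and 0.34), and at stage 15 the ribosomal and the mitochondrial list do not stand out from such lists (percentiles 21.3 and 15.7). Ep300, which acetylates histones and works with the hypoxia factor, does not follow them in the trunk (-0.93) and at stage 22 (-0.69), where it was lower at 31 °C, with 0.45, 0.64 and 0.29 between (adjusted p = 2.0e-08, 3.2e-08 and 6.7e-09), and it passed at no Apalone stage. Casp1 was not analysed here. The swings lie between 2 single pools at each stage, without a replicate.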

Our data indicate that these genes, which underlie thermal adaptation, are also active from early development.

## Conclusion

Ours is the first comparative transcriptomic analysis of TSD vertebrates and GSD turtles. Our analyses uncovered numerous homologs of mammalian urogonadal genes that were unidentified in turtles, alongside many turtle-specific novel transcripts. The strengths of the transcriptomic time series through embryogenesis in two species permitted an initial and simultaneous characterization of the genome-wide network underlying gonadogenesis and its response to environmental temperature in TSD and GSD systems. Because a single pool of RNA was available per temperature-by-stage, our inferences should be taken as a strongly suggestive initial glimpse of the genome-wide composition and regulation of the gene network underlying sexual development in TSD and GSD turtles. These results, accompanied by the discovery of previously unknown gonadal regulators in vertebrates that are active well before the onset of the thermosensitive period highlight the value of targeted investigations of early orchestrators of embryogenesis. Further, the thermosensitive response of key elements of multiple signaling pathways potentially governing sex determination observed here, underscore that differences between TSD and GSD in turtles are less likely due to unique elements in this network (although some candidates were identified) but instead, perhaps largely due to the differential deployment of common elements and modules. Our work thus contributes to deciphering the evolutionary puzzle of vertebrate sex determination, and provides significant genomic resources and working hypotheses to guide further investigations in this active field of research.

## Supporting information

S1 Fig Novel transcripts from *Chrysemys picta* that are highly differentially-expressed (while controlling false discoveries at 1e-10). Blue: upregulated at 26°C, red: upregulated at 31°C.
(PDF)

S2 Fig RNA-seq expression patterns for multiple genes previously implicated in mammalian urogonadal development across developmental stages 9–22 at 26°C (blue) and 31°C (red) in *Chrysemys picta* and *Apalone spinifera*. Statistically significant differences are indicated with an asterisk (*). Thermosensitive period is indicated by a box.
(PDF)

S3 Fig Gene co-expression patterns by temperature for each turtle species from the RNA-seq data. Panels a-d illustrate modules of high (red) and low (yellow) co-expression for 981 genes of interest (described in Table 5) profiled across five developmental stages in *Chrysemys picta* [(a) and (b)] and *Apalone spinifera* [(c) and (dc)] at 26°C and 31°C respectively.
(PDF)

S1 Table Genes involved in sex determination–a comparison across reptiles and mammals.

S2 Table Differential expression pattern of transcripts characterized as ncRNA.

S3 Table Comparisons of genes of interest (described in Table 5) between turtle and mouse gonad (Jameson et al., 2012): Column A: Differentially-expressed genes of interest shared between both mouse and turtle; Column B: Differentially-expressed genes of interest in turtle but not present in mouse gonad, Column C: Differentially-expressed in mouse but not differentially-expressed in turtle, Column D: Differentially-expressed in turtle but not differentially-expressed in mouse, Column E: Differentially-expressed in *Chrysemys* but not in *Apalone*, Column F: Differentially-expressed in *Apalone* but not in *Chrysemys*.

S4 Table List of GO pathways enriched in differentially-expressed genes in the turtles.

S5 Table Genes whose embryonic gonadal expression was explored in this study (symbols and names).

S6 Table Expression of genes showing FPT-bias in *Alligator mississippiensis* gonadal transcriptome (Yatsu et al., 2016) in *Chrysemys* and *Apalone*.

S7 Table Expression of genes showing MPT-bias in *Alligator mississippiensis* gonadal transcriptome (Yatsu et al., 2016) in *Chrysemys* and *Apalone*.

S8 Table List of differentially-expressed genes by category—Heat-shock related.

S9 Table List of genes differentially-expressed by signaling pathway.

S10 Table Gene enrichment in the 3 biggest clusters at p = 0.05 according to expression levels by species and temperature. The three biggest modules at each condition are indicated by turquoise, blue and brown colors in that order in S8 Fig.
(XLSX)

S11 Table List of differentially-expressed genes by category–sex-linked genes in vertebrates.

S12 Table List of differentially-expressed genes by category—Histone related.

S13 Table List of differentially-expressed genes by category—Ubiquitin related.

S14 Table List of differentially-expressed genes by category—Androgen/Estrogen related.

S15 Table List of differentially-expressed genes by category—Transient receptor potential related.

S16 Table List of differentially-expressed genes by category—germ cell related.

S17 Table List of differentially-expressed genes by category—cell proliferation related.

S18 Table List of differentially-expressed genes by category—kinases.

S19 Table List of differentially-expressed genes by category—RNA Binding Proteins.

S20 Table Differential expression pattern of genes not characterized in the mouse gonad (Jameson et al., 2012).

## References

[1] BachtrogD, MankJE, PeichelCL, KirkpatrickM, OttoSP, AshmanT-L, et al Sex determination: Why so many ways of doing it? PLoS Biol. 2014;12(7):e1001899 10.1371/journal.pbio.1001899 24983465PMC4077654

[2] ValenzuelaN, AdamsDC, JanzenFJ. Pattern does not equal process: exactly when is sex environmentally determined? Am Nat. 2003;161:676–83. 10.1086/368292 12776892

[3] ValenzuelaN, LanceVA, eds. Temperature dependent sex determination in vertebrates. Washington, DC: Smithsonian Books; 2004.

[4] Bull JJ. Evolution of sex determining mechanisms. 1983:173–84.

[5] DeemingDC, FergusonMWJ. Physiological effects of incubation temperature on embryonic development in reptiles and birds In: DeemingDC, FergusonMWJ, editors. 2004: Cambridge University Press; 1991 p. 147–71.

[6] RhenT, SchroederA. Molecular mechanisms of sex determination in reptiles. Sex Dev. 2010;4(1–2):16–28. 10.1159/000282495 20145384PMC2918650

[7] Tree of Sex Consortium, AshmanTL, BachtrogD, BlackmonH, GoldbergEE, HahnMW, et al Tree of Sex: A database of sexual systems. Sci Data. 2014;1.10.1038/sdata.2014.15PMC432256425977773

[8] SarreSD, GeorgesA, QuinnA. The ends of a continuum: genetic and temperature-dependent sex determination in reptiles. Bioessays. 2004;26(6):639–45. 10.1002/bies.20050 15170861

[9] ShineR, ElphickMJ, DonnellanS. Co-occurrence of multiple, supposedly incompatible modes of sex determination in a lizard population. Ecol Lett. 2002;5:486–9.

[10] HolleleyCE, O’MeallyD, SarreSD, Marshall GravesJA, EzazT, MatsubaraK, et al Sex reversal triggers the rapid transition from genetic to temperature-dependent sex. Nature. 2015;523:79–82. 10.1038/nature14574 26135451

[11] OrganCL, JanesDE. Evolution of sex chromosomes in Sauropsida. Integr Comp Biol. 2008;48(4):512–9. 10.1093/icb/icn041 21669812PMC4553705

[12] ValenzuelaN, AdamsDC. Chromosome number and sex determination co-evolve in turtles. Evolution. 2011;65 1808–13. 10.1111/j.1558-5646.2011.01258.x 21644965

[13] SabathN, ItescuY, FeldmanA, MeiriS, MayroseI, ValenzuelaN. Sex determination and the birth and death of species. Ecology and Evolution. 2016;10.1002/ece3.2277PMC498449827551377

[14] PokornáMJ, KratochvílL. What was the ancestral sex‐determining mechanism in amniote vertebrates? Biological Reviews. 2016.10.1111/brv.1215625424152

[15] MitchellNJ, JanzenFJ. Temperature-Dependent Sex Determination and Contemporary Climate Change. Sex Dev. 2010;4(1–2):129–40. 10.1159/000282494 20145383

[16] NeuwaldJL, ValenzuelaN. The lesser known challenge of climate change: Thermal variance and sex-reversal in vertebrates with temperature-dependent sex determination. PLoS ONE. 2011;6(3):10.1371/journal.pone.0018117PMC306324721448294

[17] GraysonKL, MitchellNJ, MonksJM, KeallSN, WilsonJN, NelsonNJ. Sex ratio bias and extinction risk in an isolated population of tuatara (*Sphenodon punctatus*). PLoS ONE. 2014;9(4).10.1371/journal.pone.0094214PMC397977824714691

[18] MizoguchiBA, ValenzuelaN. Ecotoxicological perspectives of sex determination. Sex Dev. 2016;10.1159/00044477027022970

[19] LiuCF, LiuC, YaoHHC. Building pathways for ovary organogenesis in the mouse embryo. Curr Top Dev Biol. 2010;90:263–90. 10.1016/S0070-2153(10)90007-0 20691852PMC3400115

[20] WainwrightEN, WilhelmD. The game plan: Cellular and molecular mechanisms of mammalian testis development. Organ Dev. 2010;90:231–62.10.1016/S0070-2153(10)90006-920691851

[21] JamesonSA, NatarajanA, CoolJ, DeFalcoT, MaatoukDM, MorkL, et al Temporal transcriptional profiling of somatic and germ cells reveals biased lineage priming of sexual fate in the fetal mouse gonad. PLoS Genet. 2012;8.10.1371/journal.pgen.1002575PMC330539522438826

[22] MungerSC, NatarajanA, LoogerLL, OhlerU, CapelB. Fine time course expression analysis identifies cascades of activation and repression and maps a putative regulator of mammalian sex determination. PLoS Genet. 2013;9.10.1371/journal.pgen.1003630PMC370884123874228

[23] AyersKL, DavidsonNM, DemiyahD, RoeszlerKN, GruetznerF, SinclairAH, et al RNA sequencing reveals sexually dimorphic gene expression before gonadal differentiation in chicken and allows comprehensive annotation of the W-chromosome. Genome Biol. 2013;14(3).10.1186/gb-2013-14-3-r26PMC405383823531366

[24] YatsuR, MiyagawaS, KohnoS, ParrottBB, YamaguchiK, OginoY, et al RNA-seq analysis of the gonadal transcriptome during *Alligator mississippiensis* temperature-dependent sex determination and differentiation. BMC Genomics. 2016;17(1):1.2681047910.1186/s12864-016-2396-9PMC4727388

[25] CzerwinskiM, NatarajanA, BarskeL, LoogerLL, CapelB. A timecourse analysis of systemic and gonadal effects of temperature on sexual development of the red-eared slider turtle Trachemys scripta elegans. Dev Biol. 2016.10.1016/j.ydbio.2016.09.01827671871

[26] SpotilaLD, SpotilaJR, HallSE. Sequence and expression analysis of WT1 and Sox9 in the red-eared slider turtle, *Trachemys scripta*. J Exp Zool. 1998;284:417–27.10.1002/(sici)1097-010x(19980801)281:5<417::aid-jez7>3.0.co;2-r9662829

[27] ValenzuelaN. Relic thermosensitive gene expression in a turtle with genotypic sex determination. Evolution. 2008;62(1):234–40. 10.1111/j.1558-5646.2007.00279.x 18053078

[28] ValenzuelaN, LeClereA, ShikanoT. Comparative gene expression of steroidogenic factor 1 in *Chrysemys picta* and *Apalone mutica* turtles with temperature-dependent and genotypic sex determination. Evol Dev. 2006;8(5):424–32. 10.1111/j.1525-142X.2006.00116.x 16925678

[29] RamseyM, ShoemakerC, CrewsD. Gonadal expression of *Sf1* and *Aromatase* during sex determination in the red-eared slider turtle (*Trachemys scripta*), a reptile with temperature-dependent sex determination. Differentiation. 2007;75:978–91. 10.1111/j.1432-0436.2007.00182.x 17490415

[30] Torres MaldonadoLC, Landa PiedraA, Moreno MendozaN, Marmolejo ValenciaA, Meza MartinezA, Merchant LariosH. Expression profiles of *Dax1*, *Dmrt1*, and *Sox9* during temperature sex determination in gonads of the sea turtle *Lepidochelys olivacea*. Gen Comp Endocrinol. 2003;129:20–6.10.1016/s0016-6480(02)00511-712409092

[31] ValenzuelaN. Evolution of the gene network underlying gonadogenesis in turtles with temperature-dependent and genotypic sex determination. Integr Comp Biol. 2008;48(4):476–85. 10.1093/icb/icn031 21669808

[32] BarskeLA, CapelB. Estrogen represses SOX9 during sex determination in the red-eared slider turtle Trachemys scripta. Dev Biol. 2010;341(1):305–14. 10.1016/j.ydbio.2010.02.010 20153744

[33] MatsumotoY, YatsuR, TaylorC, CrewsD. Changes in gonadal gene network by exogenous ligands in temperature-dependent sex determination. J Mol Endocrinol. 2013;50(3):389–400. 10.1530/JME-12-0260 23532621

[34] ValenzuelaN. Multivariate expression analysis of the gene network underlying sexual development in turtle embryos with temperature-dependent and genotypic sex determination Sex Dev. 2010;4(1–2):39–49.10.1159/00027793520110645

[35] ValenzuelaN, ShikanoT. Embryological ontogeny of Aromatase gene expression in *Chrysemys picta* and *Apalone mutica* turtles: comparative patterns within and across temperature-dependent and genotypic sex-determining mechanisms. Dev Genes Evol. 2007;217:55–62. 10.1007/s00427-006-0106-3 17021865

[36] MatsumotoY, BuemioA, ChuR, VafaeeM, CrewsD. Epigenetic control of gonadal aromatase *cyp19a1* in temperature-dependent sex determination of red-eared slider turtles. PLoS ONE. 2013;8(6):e63599 10.1371/journal.pone.0063599 23762231PMC3676416

[37] KettlewellJR, RaymondCS, ZarkowerD. Temperature-dependent expression of turtle *Dmrt1* prior to sexual differentiation. Genesis. 2000;26:174–8. 10705377

[38] BergeronJM, GahrM, HoranK, WibbelsT, CrewsD. Cloning and in situ hybridization analysis of *estrogen receptor* in the developing gonad of the red-eared slider turtle, a species with temperature-dependent sex determination. Dev Growth Differ. 1998;40(2):243–54. 957236610.1046/j.1440-169x.1998.00013.x

[39] ChávezB, RamosL, Merchant-LariosH, VilchisF. Cloning and expression of the estrogen receptor-alpha (*Esr1*) from the Harderian gland of the sea turtle (*Lepidochelys olivacea*). Gen Comp Endocrinol. 2009;162:203–9. 10.1016/j.ygcen.2009.02.010 19272391

[40] SchroederAL, MetzgerKJ, MillerA, RhenT. A novel candidate gene for temperature-dependent sex determination in the common snapping turtle. Genetics. 2016:115182840.10.1534/genetics.115.182840PMC485879926936926

[41] RhenT, MetzgerK, SchroederA, WoodwardR. Expression of putative sex-determining genes during the thermosensitive period of gonad development in the snapping turtle, *Chelydra serpentina*. Sex Dev. 2007;1(4):255–70. 10.1159/000104775 18391536

[42] ValenzuelaN, NeuwaldJL, LitermanR. Transcriptional evolution underlying vertebrate sexual development. Dev Dyn. 2013;242(4):307–19. 10.1002/dvdy.23897 23108853

[43] CristinoAS, TanakaED, RubioM, PiulachsMD, BellesX. Deep sequencing of organ- and stage-specific micrornas in the evolutionarily basal insect *Blattella germanica* (l.) (Dictyoptera, Blattellidae). PLoS ONE. 2011;6(4).10.1371/journal.pone.0019350PMC308428321552535

[44] DevonshireAS, SandersR, WilkesTM, TaylorMS, FoyCA, HuggettJF. Application of next generation qPCR and sequencing platforms to mRNA biomarker analysis. Methods. 2013;59(1):89–100. 10.1016/j.ymeth.2012.07.021 22841564

[45] ValenzuelaN, BadenhorstD, Montiel JiménezEE, LitermanR. Molecular cytogenetic search for cryptic sex chromosomes in painted turtles *Chrysemys picta*. Cytogenet Genome Res. 2014;144:39–46. 10.1159/000366076 25170556

[46] BullJJ, VogtRC. Temperature-sensitive periods of sex determination in emydid turtles. J Exp Zool. 1981;218(3):435–40. 10.1002/jez.1402180315 7338727

[47] ValenzuelaN, JanzenFJ. Nest-site philopatry and the evolution of temperature-dependent sex determination. Evol Ecol Res. 2001;3:779–94.

[48] Milne-MorjanC, ValenzuelaN. Is ground-nuzzling by female turtles associated with soil surface temperatures? J Herpetol. 2001;35(4):668–72.

[49] MorjanCL. Variation in nesting patterns affecting nest temperatures in two populations of painted turtles (*Chrysemys picta*) with temperature-dependent sex determination. Behav Ecol Sociobiol. 2003;53(4):254–61.

[50] ValenzuelaN. The painted turtle, *Chrysemys picta*: A model system for vertebrate evolution, ecology, and human health. Cold Spring Harbor Protocols. 2009;4(7):1–9.10.1101/pdb.emo12420147199

[51] ShafferHB, MinxP, WarrenDE, ShedlockAM, ThomsonRC, ValenzuelaN, et al The western painted turtle genome, a model for the evolution of extreme physiological adaptations in a slowly evolving lineage. Genome Biol. 2013;14(3):R28: 1–2. 10.1186/gb-2013-14-3-r28 23537068PMC4054807

[52] BadenhorstD, HillierLW, LitermanR, MontielEE, RadhakrishnanS, ShenY, et al Physical mapping and refinement of the painted turtle genome (*Chrysemys picta*) inform amniote genome evolution and challenge turtle-bird chromosomal conservation. Genome Biol Evol. 2015;7(7):2038–50. 10.1093/gbe/evv119 26108489PMC4524486

[53] ShedlockAM, BotkaCW, ZhaoSY, ShettyJ, ZhangTT, LiuJS, et al Phylogenomics of nonavian reptiles and the structure of the ancestral amniote genorne. Proc Natl Acad Sci U S A. 2007;104(8):2767–72. 10.1073/pnas.0606204104 17307883PMC1815256

[54] BadenhorstD, StanyonR, EngstromT, ValenzuelaN. A ZZ/ZW microchromosome system in the spiny softshell turtle, *Apalone spinifera*, reveals an intriguing sex chromosome conservation in Trionychidae. Chromosome Res. 2013;21(2):137–47. 10.1007/s10577-013-9343-2 23512312

[55] BullJJ, VogtRC. Temperature-dependent sex determination in turtles. Science. 1979;206:1186–8. 50500310.1126/science.505003

[56] MorrishBC, SinclairAH. Vertebrate sex determination: many means to an end. Reproduction. 2002;124:447–57. 1236146210.1530/rep.0.1240447

[57] KurokiS, MatobaS, AkiyoshiM, MatsumuraY, MiyachiH, MiseN, et al Epigenetic regulation of mouse sex determination by the histone demethylase *Jmjd1a*. Science. 2013;341(6150):1106–9. 10.1126/science.1239864 24009392

[58] CarmiI, KopczynskiJB, MeyerBJ. The nuclear hormone receptor *Sex-1* is an X-chromosome signal that determines nematode sex. Nature. 1998;396:168–73. 10.1038/24164 9823896

[59] KohnoS, KatsuY, UrushitaniH, OhtaY, IguchiT, GuilletteLJ. Potential contributions of heat shock proteins to temperature-dependent sex determination in the american alligator. Sex Dev. 2010;4(1–2):73–87. 10.1159/000260374 19940440PMC2855287

[60] VogtRC, BullJJ. Genetic sex determination in the spiny softshell *Trionyx spiniferus* (Testudines, Trionychidae). Copeia. 1982;(3):699–700.

[61] ValenzuelaN. Egg incubation and collection of painted turtle embryos. Cold Spring Harbor Protocols. 2009;4(7):1–3.10.1101/pdb.prot523820147203

[62] LiuC, RodriguezK, YaoHH-C. Mapping lineage progression of somatic progenitor cells in the mouse fetal testis. Development. 2016;143(20):3700–10. 10.1242/dev.135756 27621062PMC5087644

[63] Merchant-LariosH, Diaz-HernandezV, Marmolejo-ValenciaA. Gonadal morphogenesis and gene expression in reptiles with temperature-dependent sex determination. Sex Dev. 2010;4(1–2):50–61. 10.1159/000276768 20090307

[64] ValenzuelaN. Constant, shift and natural temperature effects on sex determination in *Podocnemis expansa* turtles. Ecology. 2001;82(11):3010–24.

[65] Gómez-SaldarriagaC, ValenzuelaN, CeballosCP. Effects of incubation temperature on sex determination in the endangered magdalena river turtle, *Podocnemis lewyana*. Chelonian Conserv Biol. 2016;15(1):43–53.

[66] WuTD, NacuS. Fast and SNP-tolerant detection of complex variants and splicing in short reads. Bioinformatics. 2010;26(7):873–81. 10.1093/bioinformatics/btq057 20147302PMC2844994

[67] BolgerAM, LohseM, UsadelB. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30(15):2114–20. 10.1093/bioinformatics/btu170 24695404PMC4103590

[68] GrabherrMG, HaasBJ, YassourM, LevinJZ, ThompsonDA, AmitI, et al Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol. 2011;29(7):644–U130. 10.1038/nbt.1883 21572440PMC3571712

[69] HaasBJ, PapanicolaouA, YassourM, GrabherrM, BloodPD, BowdenJ, et al De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. Nature Protocols. 2013;8(8):1494–512. 10.1038/nprot.2013.084 23845962PMC3875132

[70] BoeckmannB, BairochA, ApweilerR, BlatterMC, EstreicherA, GasteigerE, et al The SWISS-PROT protein knowledgebase and its supplement TrEMBL in 2003. Nucleic Acids Res. 2003;31(1):365–70. 1252002410.1093/nar/gkg095PMC165542

[71] WuTD, WatanabeCK. GMAP: a genomic mapping and alignment program for mRNA and EST sequences. Bioinformatics. 2005;21(9):1859–75. 10.1093/bioinformatics/bti310 15728110

[72] KaplinskyNJ, GilbertSF, Cebra-ThomasJ, LillevaliK, SaareM, ChangEY, et al The embryonic transcriptome of the red-eared slider turtle (*Trachemys scripta*). PLoS ONE. 2013;8.10.1371/journal.pone.0066357PMC368686323840449

[73] AndersS, PylPT, HuberW. HTSeq A Python framework to work with high-throughput sequencing data. bioRxiv preprint. 2014:0–5.10.1093/bioinformatics/btu638PMC428795025260700

[74] R Core Development Team. R: a language and environment for statistical computing. Version 3.2.2 ed. Vienna: R Foundation for Statistical Computing. Available via http://cran.R-project.org.; 2012.

[75] BullardJH, PurdomE, HansenKD, DudoitS. Evaluation of statistical methods for normalization and differential expression in mRNA-Seq experiments. BMC Bioinformatics. 2010;11:94-. 10.1186/1471-2105-11-94 20167110PMC2838869

[76] AuerPL, DoergeRW. Statistical design and analysis of RNA sequencing data. Genetics. 2010;185(2):405–U32. 10.1534/genetics.110.114983 20439781PMC2881125

[77] Al SeesiS, TiagueuYT, ZelikovskyA, MandoiuII. Bootstrap-based differential gene expression analysis for RNA-Seq data with and without replicates. BMC Genomics. 2014;15.10.1186/1471-2164-15-S8-S2PMC424881225435284

[78] BenjaminiY, HochbergY. Controlling the false discovery rate—A practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series B-Methodological. 1995;57(1):289–300.

[79] KanehisaM. The KEGG database. Novartis Found Symp. 2002;247:91–101; discussion -3, 19–28, 244–52. 12539951

[80] HuangDW, ShermanBT, TanQ, KirJ, LiuD, BryantD, et al DAVID Bioinformatics Resources: expanded annotation database and novel algorithms to better extract biology from large gene lists. Nucleic Acids Res. 2007;35:W169–W75. 10.1093/nar/gkm415 17576678PMC1933169

[81] LiuY, ZhouJ, WhiteKP. RNA-seq differential expression studies: more sequence or more replication? Bioinformatics. 2014;30(3):301–4. 10.1093/bioinformatics/btt688 24319002PMC3904521

[82] Anders S. Analysing RNA-Seq data with the DESeq package. R manual. 2012:1–28.

[83] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–40. 10.1093/bioinformatics/btp616 19910308PMC2796818

[84] LangfelderP, HorvathS. WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics. 2008;9:559–. 10.1186/1471-2105-9-559 19114008PMC2631488

[85] WangZ, Pascual-AnayaJ, ZadissaA, LiW, NiimuraY, HuangZ, et al The draft genomes of soft-shell turtle and green sea turtle yield insights into the development and evolution of the turtle-specific body plan. Nat Genet. 2013;45(6):701–6. 10.1038/ng.2615 23624526PMC4000948

[86] WangC, TangX, XinY, YueF, YanX, LiuB, et al Identification of sex chromosomes by means of comparative genomic hybridization in a lizard, *Eremias multiocellata*. Zool Sci. 2015;32(2):151–6. 10.2108/zs140246 25826063

[87] SzymanskiM, ErdmannVA, BarciszewskiJ. Noncoding regulatory RNAs database. Nucleic Acids Res. 2003;31(1):429–31. 1252004210.1093/nar/gkg124PMC165571

[88] CamachoC, CoulourisG, AvagyanV, MaN, PapadopoulosJ, BealerK, et al BLAST+: architecture and applications. BMC Bioinformatics. 2009;10:421–. 10.1186/1471-2105-10-421 20003500PMC2803857

[89] EggersS, OhnesorgT, SinclairA. Genetic regulation of mammalian gonad development. Nat Rev Endocrinol. 2014;10(11):673–83. 10.1038/nrendo.2014.163 25246082

[90] RobinsonMD, SmythGK. Moderated statistical tests for assessing differences in tag abundance. Bioinformatics. 2007;23(21):2881–7. 10.1093/bioinformatics/btm453 17881408

[91] KeenanSW, HillCA, KandothC, BuckLT, WarrenDE. Transcriptomic Responses of the Heart and Brain to Anoxia in the Western Painted Turtle. PLoS ONE. 2015;10(7):e0131669 10.1371/journal.pone.0131669 26147940PMC4493013

[92] GirondotM, DelmasV, RivalanP, CourchampF, Prévot-JulliardAC, GodfreyMH. Implications of temperature-dependent sex determination for population dynamics In: ValenzuelaN, LanceVA, editors. Temperature dependent sex determination in vertebrates. Washington, DC.: Smithsonian Books; 2004 p. 148–55.

[93] LitermanR, BadenhorstD, ValenzuelaN. qPCR-based molecular sexing by copy number variation in rRNA genes and its utility for sex identification in soft-shell turtles. Metod Ecol Evol. 2014;5(9):872–80.

[94] RamseyM, CrewsD. Steroid signaling and temperature-dependent sex determination—Reviewing the evidence for early action of estrogen during ovarian determination in turtles. Semin Cell Dev Biol. 2009;20(3):283–92. 10.1016/j.semcdb.2008.10.004 18992835PMC2695493

[95] SmithCA, ShoemakerCM, RoeszlerKN, QueenJ, CrewsD, SinclairAH. Cloning and expression of R-Spondin1 in different vertebrates suggests a conserved role in ovarian development. BMC Dev Biol. 2008;8:72 10.1186/1471-213X-8-72 18651984PMC2519078

[96] BachvarovaRF, CrotherBI, ManovaK, ChatfieldJ, ShoemakerCM, CrewsDP, et al Expression of Dazl and Vasa in turtle embryos and ovaries: evidence for inductive specification of germ cells. Evol Dev. 2009;11(5):525–34. 10.1111/j.1525-142X.2009.00360.x 19754709

[97] Shoemaker-DalyCM, JacksonK, YatsuR, MatsumotoY, CrewsD. Genetic Network Underlying Temperature-Dependent Sex Determination Is Endogenously Regulated by Temperature in Isolated Cultured Trachemys scripta Gonads. Dev Dyn. 2010;239(4):1061–75. 10.1002/dvdy.22266 20235200

[98] WeinerSA, GalbraithDA, AdamsDC, ValenzuelaN, NollFB, GrozingerCM, et al A survey of DNA methylation across social insect species, life stages, and castes reveals abundant and caste-associated methylation in a primitively social wasp. Naturwissenschaften. 2013;100(8):795–9. 10.1007/s00114-013-1064-z 23793297

[99] BoganiD, SiggersP, BrixeyR, WarrN, BeddowS, EdwardsJ, et al Loss of mitogen-activated protein kinase kinase kinase 4 (*Map3k4*) reveals a requirement for MAPK signalling in mouse sex determination. PLoS Biol. 2009;7.10.1371/journal.pbio.1000196PMC273315019753101

[100] WarrN, CarreGA, SiggersP, FaleatoJV, BrixeyR, PopeM, et al *Gadd45γ* and *Map3k4* interactions regulate mouse testis determination via p38 mapk-mediated control of *Sry* expression. Dev Cell. 2012;23:1020–31. 10.1016/j.devcel.2012.09.016 23102580PMC3526779

[101] KawagoshiT, UnoY, MatsubaraK, MatsudaY, NishidaC. The ZW micro-sex chromosomes of the chinese soft-shelled turtle (*Pelodiscus sinensis*, Trionychidae, Testudines) have the same origin as chicken chromosome 15. Cytogenet Genome Res. 2009;125(2):125–31. 10.1159/000227837 19729916

[102] ChocuS, CalvelP, RollandAD, PineauC. Spermatogenesis in mammals: proteomic insights. Sys Biol Rep Med. 2012;58:179–90.10.3109/19396368.2012.69194322788530

[103] Pires-daSilvaA, SommerRJ. The evolution of signalling pathways in animal development. Nat Rev Genet. 2003;4(1):39–49. 10.1038/nrg977 12509752

[104] Hou SX, Zheng Z, Chen X, Perrimon N. The JAK/STAT pathway in model organisms: Emerging roles in cell movement. 2002. p. 765–78.10.1016/s1534-5807(02)00376-312479803

[105] HaydenMS, WestAP, GhoshS. *Nf-kappaB* and the immune response. Oncogene. 2006;25(51):6758–80. 10.1038/sj.onc.1209943 17072327

[106] ChandelNS, TrzynaWC, McClintockDS, SchumackerPT. Role of oxidants in *Nf-kappa B* activation and *Tnf-alpha* gene transcription induced by hypoxia and endotoxin. J Immunol. 2000;165(2):1013–21. 1087837810.4049/jimmunol.165.2.1013

[107] KorusM, MahonGM, ChengL, WhiteheadIP. *p38 MAPK*-mediated activation of *Nf-kappaB* by the *RhoGEF* domain of Bcr. Oncogene. 2002;21(30):4601–12. 10.1038/sj.onc.1205678 12096337

[108] BottRC, CloptonDT, CuppAS. A proposed role for *Vegf* isoforms in sex-specific vasculature development in the gonad. Reprod Dom Anim. 2008;43(SUPPL.2):310–6.10.1111/j.1439-0531.2008.01179.xPMC270860218638140

[109] MuX, WenJ, GuoM, WangJ, LiG, WangZ, et al *Retinoic acid* derived from the fetal ovary initiates meiosis in mouse germ cells. J Cell Physiol. 2013;228(3):627–39. 10.1002/jcp.24172 22886539

[110] RickenA, LochheadP, KontogianneaM, FarookhiR. *Wnt* signaling in the ovary: Identification and compartmentalized expression of *Wnt-2*, *Wnt-2b*, and *Frizzled-4* mRNAs. Endocrinology. 2002;143:2741–9. 10.1210/endo.143.7.8908 12072409

[111] NefS, VassalliJ-D. Complementary pathways in mammalian female sex determination. J Biol. 2009;8:74–. 10.1186/jbiol173 19735582PMC2776915

[112] BernardP, RyanJ, SimH, CzechDP, SinclairAH, KoopmanP, et al *Wnt* signaling in ovarian development inhibits *Sf1* activation of Sox9 via the *Tesco* enhancer. Endocrinology. 2012;153:901–12. 10.1210/en.2011-1347 22128028

[113] SundaramM, YochemJ, HanM. A *Ras*-mediated signal transduction pathway is involved in the control of sex myoblast migration in *Caenorhabditis elegans*. Development. 1996;122:2823–33. 878775610.1242/dev.122.9.2823

[114] Roos-MattjusP, SistonenL. The *ubiquitin*-proteasome pathway. Ann Med. 2004;36:285–95. 1522465510.1080/07853890310016324

[115] LiuCF, BinghamN, ParkerK, YaoHHC. Sex-specific roles of *beta-catenin* in mouse gonadal development. Hum Mol Genet. 2009;18(3):405–17. 10.1093/hmg/ddn362 18981061PMC2638797

[116] Chassot AA, Bradford ST, Auguste A, Gregoire EP, Pailhoux E, de Rooij DG, et al. Wnt4 and Rspo1 together are required for cell proliferation in the early mouse gonad. 2012.10.1242/dev.07897223095882

[117] NefS, Verma-KurvariS, MerenmiesJ, VassalliJD, EfstratiadisA, AcciliD, et al Testis determination requires *insulin receptor* family function in mice. Nature. 2003;426(6964):291–5. 10.1038/nature02059 14628051

[118] MittwochU. The elusive action of sex-determining genes: mitochondria to the rescue? J Theor Biol. 2004;228(3):359–65. 10.1016/j.jtbi.2004.02.001 15135034

[119] CharnovEL, BullJJ. When is sex environmentally determined? Nature. 1977;266:828–30. 86560210.1038/266828a0

[120] HedgesSB, MarinJ, SuleskiM, PaymerM, KumarS. Tree of Life Reveals Clock-Like Speciation and Diversification. Mol Biol Evol. 2015;32(4):835–45. 10.1093/molbev/msv037 25739733PMC4379413

[121] BieserKL, WibbelsT. Chronology, magnitude and duration of expression of putative sex-determining/differentiation genes in a turtle with temperature-dependent sex determination. Sex Dev. 2014;8(6):364–75. 10.1159/000369116 25427533

[122] KamiyaT, KaiW, TasumiS, OkaA, MatsunagaT, MizunoN, et al A trans-species missense SNP in Amhr2 is associated with sex determination in the tiger pufferfish, *Takifugu rubripes* (Fugu). PLoS Genet. 2012;8(7).10.1371/journal.pgen.1002798PMC339560122807687

[123] YamamotoY, ZhangY, SaridaM, HattoriRS, StruessmannCA. Coexistence of genotypic and temperature-dependent sex determination in pejerrey *Odontesthes bonariensis*. PLoS ONE. 2014;9(7).10.1371/journal.pone.0102574PMC410383825036903

[124] GravesJAM, PeichelCL. Are homologies in vertebrate sex determination due to shared ancestry or to limited options? Genome Biol. 2010;11(4).10.1186/gb-2010-11-4-205PMC288453720441602

[125] MinkinaA, MatsonCK, LindemanRE, GhyselinckNB, BardwellVJ, ZarkowerD. DMRT1 protects male gonadal cells from retinoid-dependent sexual transdifferentiation. Dev Cell. 2014;29(5):511–20. 10.1016/j.devcel.2014.04.017 24856513PMC4105363

[126] JanesDE, OrganCL, StiglecR, O'MeallyD, SarreSD, GeorgesA, et al Molecular evolution of *Dmrt1* accompanies change of sex-determining mechanisms in reptilia. Biol Lett. 2014;10(12):20140809-. 10.1098/rsbl.2014.0809 25540158PMC4298190

[127] FishEN. The X-files in immunity: sex-based differences predispose immune responses. Nature reviews Immunology. 2008;8(9):737–44. 10.1038/nri2394 18728636PMC7097214

[128] MittwochU. Sex determination. EMBO Rep. 2013;14(7):588–92. 10.1038/embor.2013.84 23764925PMC3701250

[129] PelletierJ, SchallingM, BucklerAJ, RogersA, HaberDA, HousmanD. Expression of the Wilms' tumor gene Wt1 in the murine urogenital system. Genes and Development. 1991;5(8):1345–56. 165127510.1101/gad.5.8.1345

[130] OrealE, MazaudS, PicardJY, MagreS, Carre-EusebeD. Different patterns of *anti-Mullerian hormone* expression, as related to *Dmrt1*, *Sf-1*, *Wt1*, *Gata-4*, *Wnt-4*, and *Lhx9* expression, in the chick differentiating gonads. Dev Dyn. 2002;225(3):221–32. 10.1002/dvdy.10153 12412004

[131] PieauC, DorizziM. Oestrogens and temperature-dependent sex determination in reptiles: all is in the gonads. J Endocrinol. 2004;181(3):367–77. 1517168410.1677/joe.0.1810367

[132] RamseyM, CrewsD. Adrenal-kidney-gonad complex measurements may not predict gonad-specific changes in gene expression patterns during temperature-dependent sex determination in the red-eared slider turtle (Trachemys scripta elegans). J Exp Zool Part A Ecol Genet Physiol. 2007;307A(8):463–70.10.1002/jez.39917592622

[133] ShoemakerC, RamseyM, QueenJ, CrewsD. Expression of *Sox9*, *Mis*, and *Dmrt1* in the gonad of a species with temperature-dependent sex determination. Dev Dyn. 2007;236:1055–63. 10.1002/dvdy.21096 17326219

[134] ParkerKL, SchimmerBP. *Steroidogenic factor 1*: A key determinant of endocrine development and function. Endocr Rev. 1997;18(3):361–77. 10.1210/edrv.18.3.0301 9183568

[135] CrewsD, FlemingA, WillinghamE, BaldwinR, SkipperJK. Role of *steroidogenic factor 1* and *aromatase* in temperature- dependent sex determination in the red-eared slider turtle. J Exp Zool. 2001;290(6):597–606. 1174860810.1002/jez.1110

[136] RamkissoonY, GoodfellowP. Early steps in mammalian sex determination. Curr Opin Genet Dev. 1996;6(3):316–21. 879151010.1016/s0959-437x(96)80008-6

[137] MeeksJJ, WeissJ, JamesonJL. Dax1 is required for testis determination. Nat Genet. 2003;34(1):32–3. 10.1038/ng1141 12679814

[138] HughesIA, ColemanN, AhmedSF, NgKL, ChengA, LimHN, et al Sexual dimorphism in the neonatal gonad. Acta Paediatrica. 1999;88:23–30.10.1111/j.1651-2227.1999.tb14347.x10102048

[139] CastroLFC, SantosMM, Reis-HenriquesMA. The genomic environment around the Aromatase gene: evolutionary insights. BMC Evol Biol. 2005;5.10.1186/1471-2148-5-43PMC121547916098224

[140] GeorgeFW, WilsonJD. Conversion of androgen to estrogen by human fetal ovary. Journal of Clinical Endocrinology & Metabolism. 1978;47(3):550–5.26331010.1210/jcem-47-3-550

[141] SmithCA, SinclairAH. Sex determination in the chicken embryo. J Exp Zool. 2001;290:691–9. 1174861710.1002/jez.1119

[142] NandaI, HaafT, SchartlM, SchmidM, BurtDW. Comparative mapping of Z-orthologous genes in vertebrates: implications for the evolution of avian sex chromosomes. Cytogenet Genome Res. 2002;99(1–4):178–84. 1290056210.1159/000071591

[143] SmithCA, RoeszlerKN, OhnesorgT, CumminsDM, FarliePG, DoranTJ, et al The avian Z-linked gene DMRT1 is required for male sex determination in the chicken. Nature (Lond). 2009;461(7261):267–71.1971065010.1038/nature08298

[144] MiquelotoCA, ZornTMT. Characterization and distribution of hyaluronan and the proteoglycans decorin, biglycan and perlecan in the developing embryonic mouse gonad. J Anat. 2007;211(1):16–25. 10.1111/j.1469-7580.2007.00741.x 17543016PMC2375803

[145] WashietlS, HofackerIL, LukasserM, HuttenhoferA, StadlerPF. Mapping of conserved RNA secondary structures predicts thousands of functional noncoding RNAs in the human genome. Nat Biotech. 2005;23(11):1383–90.10.1038/nbt114416273071

[146] DistecheCM. Dosage Compensation of the Sex Chromosomes. Annu Rev Genet. 2012;46:537–60. 10.1146/annurev-genet-110711-155454 22974302PMC3767307

[147] CostanzoJP, JonesEE, LeeRE. Physiological responses to supercooling and hypoxia in the hatchling painted turtle, Chrysemys picta. J Comp Physiol B Biochem Syst Environ Physiol. 2001;171(4):335–40.10.1007/s00360010018111409631

[148] Palmieri F. The mitochondrial transporter family SLC25: Identification, properties and physiopathology. 2013. p. 465–84.10.1016/j.mam.2012.05.00523266187

[149] ZhangW-H, WangX, NarayananM, ZhangY, HuoC, ReedJC, et al Fundamental role of the *Rip2/caspase-1* pathway in hypoxia and ischemia-induced neuronal cell death. Proc Natl Acad Sci U S A. 2003;100(26):16012–7. 10.1073/pnas.2534856100 14663141PMC307684

[150] ZhouJ, DamdimopoulosAE, SpyrouG, BrüneB. *Thioredoxin 1* and *Thioredoxin 2* have opposed regulatory functions on *Hypoxia-inducible factor-1α*. J Biol Chem. 2007;282(10):7482–90. 10.1074/jbc.M608289200 17220299

# Supplementary material for: Transcriptomic responses to environmental temperature by turtles with temperature-dependent and genotypic sex determination assessed by RNAseq inform the genetic architecture of embryonic gonadal development
**Source:** PLoS One. 2017 Mar 15;12(3):e0172044. doi: 10.1371/journal.pone.0172044

SUPPLEMENTAL FIGURE 1

Title: Transcriptomic responses to environmental temperature by turtles with thermosensitive and genotypic sex determination assessed by RNAseq inform the genetic architecture of embryonic gonadal development

Authors: Srihari Radhakrishnan^{1, 4}, Robert Literman^{2, 4}, Jennifer Neuwald^{4, 5}, Andrew Severin^{3, 4}, Nicole Valenzuela^{*4}

Figure S1: *Chrysemys picta* - Novel transcripts that are highly differentially-expressed (while controlling false discoveries at $1e-10$). Blue: upregulated at 26°C, red: upregulated at 31°C.

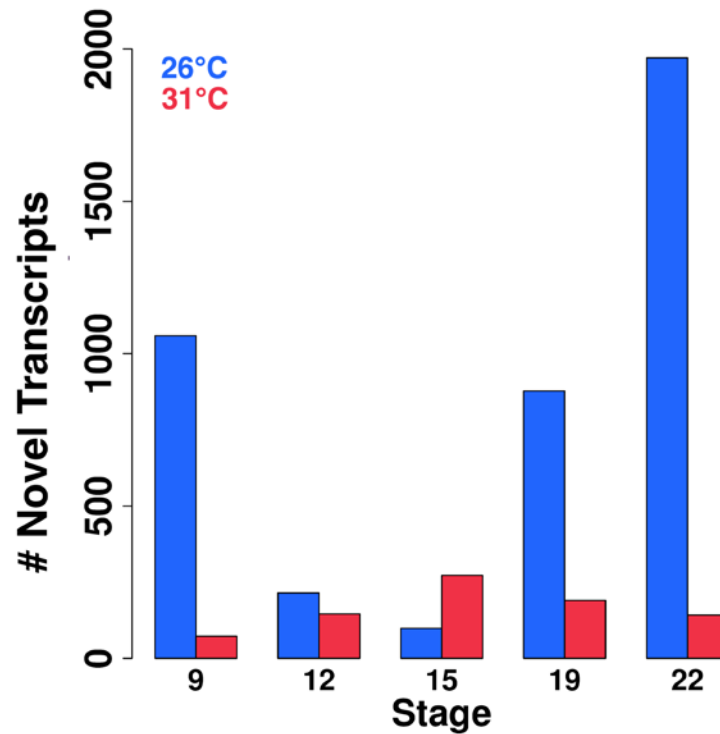

**Supplement:** S1 Fig — Blue: upregulated at 26°C, red: upregulated at 31°C.

# Supplementary material for: Transcriptomic responses to environmental temperature by turtles with temperature-dependent and genotypic sex determination assessed by RNAseq inform the genetic architecture of embryonic gonadal development
**Source:** PLoS One. 2017 Mar 15;12(3):e0172044. doi: 10.1371/journal.pone.0172044

SUPPLEMENTAL FIGURE 2

Title: Transcriptomic responses to environmental temperature by turtles with thermosensitive and genotypic sex determination assessed by RNAseq inform the genetic architecture of embryonic gonadal development

Authors: Srihari Radhakrishnan^{1, 4}, Robert Literman^{2, 4}, Jennifer Neuwald^{4, 5}, Andrew Severin^{3, 4}, Nicole Valenzuela^{*4}

Figure S2: RNA-seq expression patterns for multiple genes previously implicated in mammalian urogenital development across developmental stages 9-22 at 26°C (blue) and 31°C (red) in *Chrysemys picta* and *Apalone spinifer*. Statistically significant differences are indicated with an asterisk (*). Thermosensitive period is indicated by a box.

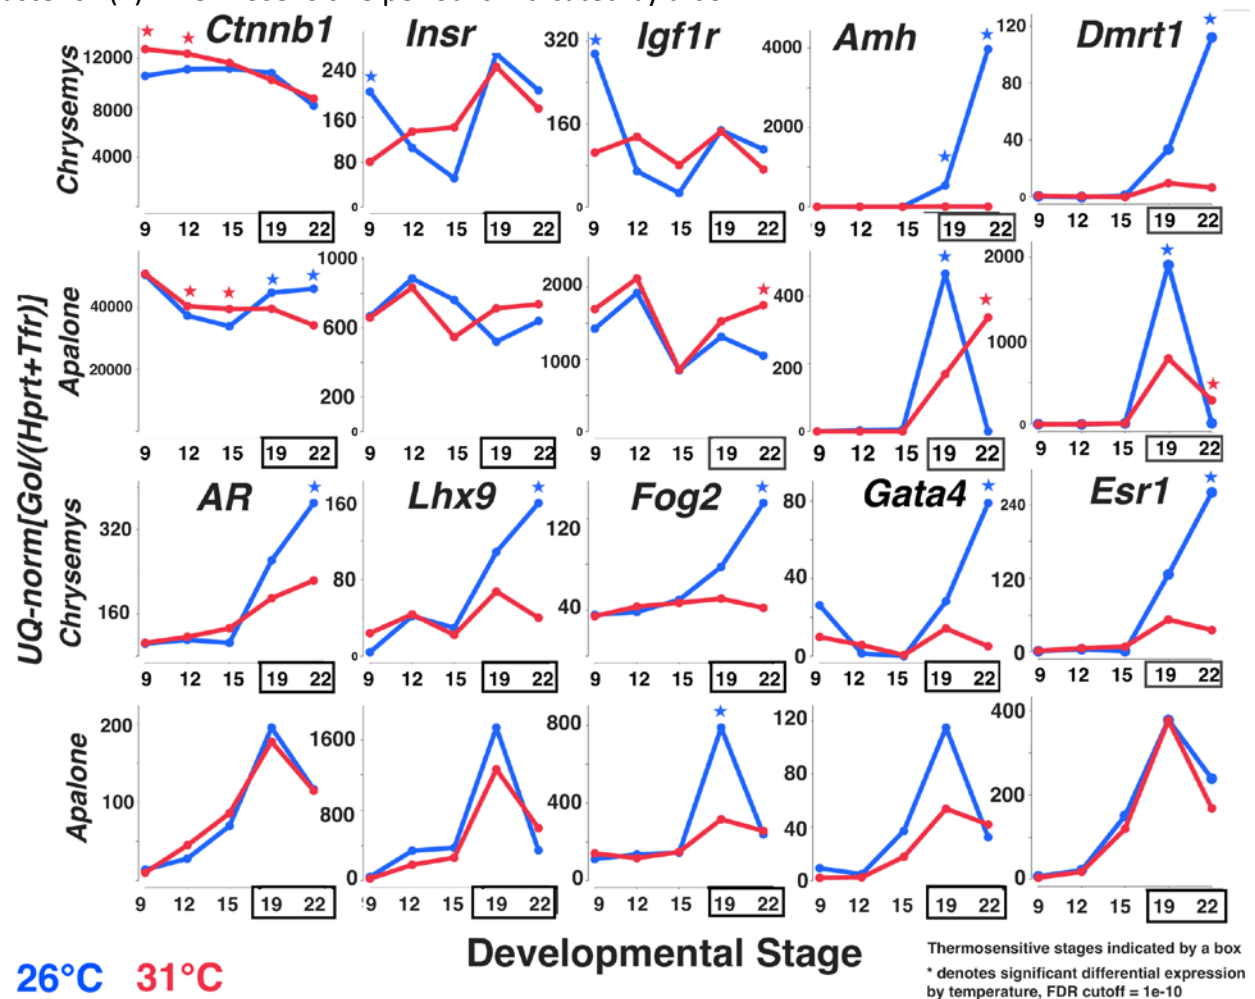

**Supplement:** S2 Fig — Statistically significant differences are indicated with an asterisk (*). Thermosensitive period is indicated by a box.

# Supplementary material for: Transcriptomic responses to environmental temperature by turtles with temperature-dependent and genotypic sex determination assessed by RNAseq inform the genetic architecture of embryonic gonadal development
**Source:** PLoS One. 2017 Mar 15;12(3):e0172044. doi: 10.1371/journal.pone.0172044

SUPPLEMENTAL FIGURE 3

Title: Transcriptomic responses to environmental temperature by turtles with thermosensitive and genotypic sex determination assessed by RNAseq inform the genetic architecture of embryonic gonadal development

Authors: Srihari Radhakrishnan^{1, 4}, Robert Literman^{2, 4}, Jennifer Neuwald^{4, 5}, Andrew Severin^{3, 4}, Nicole Valenzuela^{*4}

Figure S3: Gene co-expression patterns by temperature for each turtle species from the RNA-seq data. Panels a-d illustrate modules of high (red) and low (yellow) co-expression for 981 genes of interest (described in Table 3) profiled across five developmental stages in *Chrysemys picta* [(a) and (b)] and *Apalone spinifera* [(c) and (d)] at 26°C and 31°C respectively.

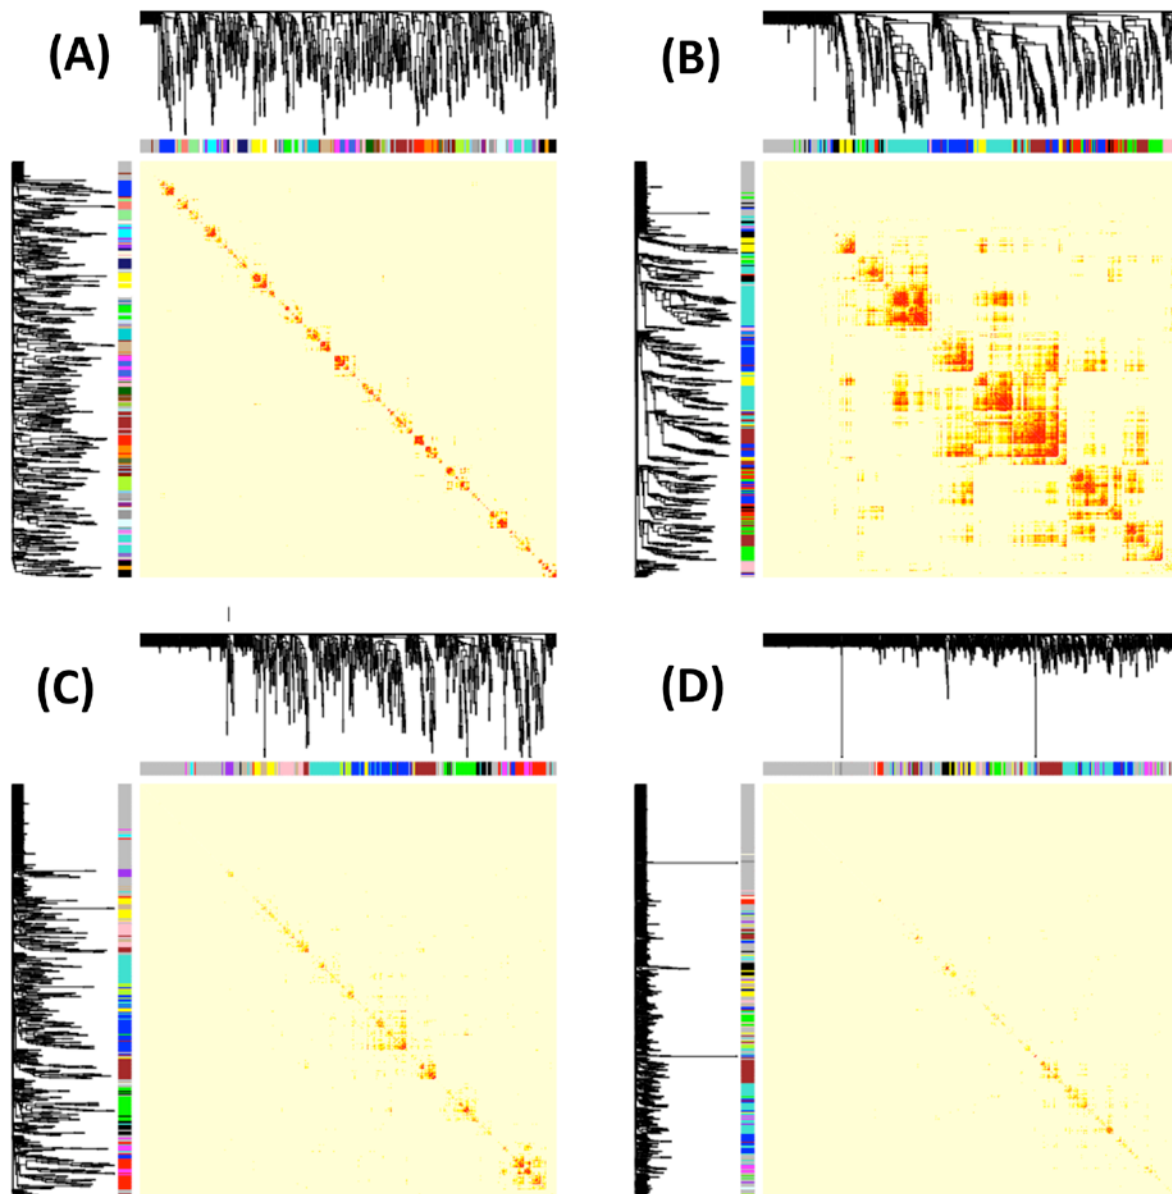

**Supplement:** S3 Fig — Panels a-d illustrate modules of high (red) and low (yellow) co-expression for 981 genes of interest (described in Table 5) profiled across five developmental stages in Chrysemys picta [(a) and (b)] and Apalone spinifera [(c) and (dc)] at 26°C and 31°C respectively.

How the deposited data were processed for this re-analysis (not part of the article)

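RNA was sequenced from embryos of Chrysemys picta, whose sex follows egg temperature, and Apalone spinifera, whose sex follows sex chromosomes. Eggs were kept at 26 °C, which yields males in Chrysemys, or at 31 °C, which yields females. Each of the 20 libraries is 1 pool of RNA: trunks at stage 9, adrenal-kidney-gonad complexes at stages 12 and 15, and gonads at stages 19 and 22. A pool held 10 embryos in Chrysemys and 5 unsexed embryos in Apalone. The authors mapped 100-bp paired-end reads of both species to the annotated Chrysemys genes (genome 3.0.1) with GSNAP (version 2012-03-23) and counted them per gene with HTSeq without regard to strand. The deposited values are these raw read counts, with no scaling. Trimmomatic 0.27 is named in the submitters' processing notes. Every deposited count is an even number, so each read pair appears to add 2, and a test on such counts takes each pair as 2 observations. For this reason the calls were also made with each pair counted once.

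Depth is given as the total count of a library. At 26 °C Chrysemys stages 9, 12, 15, 19 and 22 held 17211368, 14968992, 13303650, 24606646 and 11610098 counts, and at 31 °C 24505488, 22799214, 14005804, 12700820 and 17869910. The Apalone totals were 8127058, 9501484, 5607172, 6072826 and 6320590 at 26 °C and 9088620, 9451698, 5544730, 7645658 and 7712368 at 31 °C. This depth fixes the counting error of a ratio, which is wide at low counts, while the spread between pools is not measured by it. Where a library had 0 counts, a fold is a lower bound against a floor of 3 counts per library, and with 1 to 3 counts the ratio is given with its exact 95% counting interval, computed on read pairs. Shares of counts carry Wilson intervals at 95%.

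The tables name genes by reference identifiers. Symbols came from the descriptions in the paper's supplementary tables and from a reference table of another build, used for names alone, which together gave a symbol to 6875 of 13940 entries in Chrysemys and 6785 of 12678 in Apalone. Of 1604 entries named by both sources, 1531 have the same symbol. The authors had added 11 entries by name, and these were kept. Some genes of the paper were not analysed here, since none of these names led to them. Results for some other genes are not reported here.

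The main test takes the Fisher test, the threshold and the upper quartile from the paper, which tested normalized values, while raw counts are tested here. Counts of each species were scaled by the upper quartile (75th percentile) over its 10 libraries. A housekeeping factor per library cancels in this step if it is applied before it, the order given in the paper's results. The other order was not run. The paper reports fewer differing genes with its housekeeping step, so its scaling may not equal the one used here. A two-sided Fisher's exact test compared the raw counts of the 26 °C and the 31 °C library of each stage, each against its effective library size, with Benjamini-Hochberg adjustment over all genes with a count in either library. A gene is called at an adjusted p under 1e-10, the paper's threshold. This test has no replicates and compares 2 libraries, not 2 temperatures. Log2 ratios are of scaled counts plus 1. Entries that name no gene were absent, so none was set aside.

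Temperature is replicated only over stages. Quasi-likelihood fits in edgeR 4.0.16, with TMM scaling and its filter on low counts, took the stage as a block. One fit estimated a temperature effect over all 5 stages (4 residual degrees of freedom). A second gave stages 9 to 15 and the gonads of stages 19 and 22 an effect each (3 residual degrees of freedom) and tested both effects and their difference. A further fit tested whether temperature effects differ between species, over the 12676 genes in both tables. Genes passed at an adjusted p under 0.05. Gene lists numbered 37, of which 27 were compiled without the data and 10 come from the study's tables. With camera in limma 3.58.1 the effect over stages was tested with an estimated correlation between genes. Lists with too few measured genes were left out, such as the fixed histone list with 2 entries. Per stage, the median log2 ratio of a list was set against 10000 random lists matched on expression in 20 bins, as a description. Co-expression modules came from absolute correlations over 5 stages raised to the power 6, topological overlap, average linkage, a tree height of 0.5 and at least 10 genes, beside 20 draws with stages shuffled within each gene. All of this ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The Fisher, edgeR and list tests were first tested on simulated data.

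The tests, the alternatives, the fixed lists and the rule for the genes named were set before the data were examined, apart from the added alternatives listed next. The rule names every gene the paper names that could be paired with an entry (values in the paper's tables count as seen), the 10 strongest called genes in each direction of each fit, the 5 strongest called genes in each direction of each stage with 100 or more scaled counts, and 4 members of each list. Alternatives to the main test were library totals, an upper quartile without the top 1% of genes, TMM sizes, DESeq2 1.42.0 size factors, thinning to equal sizes within a species, rounded scaled counts with 1 common total, at least 10 counts, at least a 2-fold difference, and an adjusted p under 0.05. Alternatives to the fits were DESeq2, other size factors, no filter, a robust fit, no stage block, fewer libraries, and leaving out each stage. Chosen after seeing the data were each read pair counted once, the scaling recovered from the signs in the paper's tables, the library sizes recovered from the p-values in those tables, thinning all 20 libraries to 1 size, upper quartile factors in edgeR, and list tests on the gonad effect.

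The signs in the paper's tables were first compared with the counts. The Apalone columns of the S16 and S18 Tables match neither the counts nor the S20 Table, so they were left out. The tables of genes called in one species or in both were held in part and were not used for list tests.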

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

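Chosen only after the results were seen were the tests of the scaling of the Apalone stage 22 and the Chrysemys gonad libraries, of a general effect of 31 °C on muscle genes, and of depth (thinning all 20 libraries). The other tests were set earlier.

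Among the results below, 2 are single libraries or stages far from the others of their species. The summed scaled counts of 16 skeletal muscle genes in the 31 °C Apalone gonads of stage 22 reach 16.41 on the log2 scale, the highest of 10 libraries. The median log2 ratio of the chicken chromosome 15 homologs at Apalone stage 22, 0.51, is the highest of 5 stages. Chance marks about 1 in 20 such groups, and 2 of the 26 groups tested had one.

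Other results differ between groups. The edgeR test of the difference itself found 64 Chrysemys genes whose temperature effect is not the same in the gonads as in earlier tissue (50 more toward 31 °C in the gonads, 14 more toward 26 °C; 964 at an unadjusted p under 0.05; DESeq2 169). In Apalone the muscle list had a median log2 ratio of -1.26 at stage 19 and 5.3 at stage 22, and this difference was not tested. The rest are signals in groups of genes outside those the paper discusses. The muscle list had medians of 3.53 and 2.9 at Chrysemys stages 19 and 22, with 16 of 16 and 15 of 16 genes higher at 31 °C. The liver list had -5.36 and -7.12 at Apalone stages 15 and 19, where 8 and 9 of 9 genes were lower at 31 °C, and 2.84 at Chrysemys stage 22, where 9 of 10 were higher. Fibrinogen alpha (FGA), the most abundant liver transcript there, had 18635 scaled counts at 26 °C and 12.4 at 31 °C at Apalone stage 19. The liver list fills 0.618% of counts (95% interval 0.611 to 0.624) in that 26 °C pool and 0.0164% (0.0155 to 0.0173) in its 31 °C partner. In both 26 °C gonad pools, 9 of 10 liver genes in Chrysemys and 8 of 10 in Apalone have 10 or more scaled counts. Such counts do not tell expression by the gonad from RNA of other tissue in the pool. No cause of the liver signal was tested.

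Genes higher at 31 °C in the Chrysemys gonads. Of the 160 genes, 147 are not on the muscle list. The median of the muscle list stays at 2.56 or more at stages 19 and 22 under TMM or library totals. Library totals put the median of all genes with 100 or more counts in sum at -0.26 and -0.31 there. Shifts of that size do not make up the muscle medians, but the scaling test could hardly have gone the other way. A higher level of muscle genes at 31 °C in every tissue is argued against, since the list's highest median at stages 9, 12 and 15 is 0.73. The 147 other genes were put to neither test. More muscle tissue in the 31 °C gonad pools may account for part of the pattern: in Apalone, where the muscle list goes opposite ways, the 139 of those 147 genes counted there had a median difference between stages 22 and 19 of 1.23 (quartiles -0.51 and 3.74, 50 genes higher at 22 and lower at 19 and 17 the reverse), so that only part of them goes with it, against -0.03 for all genes of the fit that are not on that list. Skeletal actin (ACTA1) had 13024 scaled counts at 31 °C and 283.2 at 26 °C at Chrysemys stage 22, and 13 of the 16 list genes in Chrysemys and 12 in Apalone have 10 or more scaled counts in both 26 °C gonad pools, with no sorting step in the design to remove muscle. A true effect of temperature on contractile cells of the gonad stays open and was not tested.

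Sex-pathway genes in the Apalone stage 22 gonads. Amh and Dmrt1 were higher and Foxl2 and germ cell genes lower at 31 °C, although sex does not follow temperature in this species, while at stage 19 Amh (-1.48), Dmrt1 (-1.29) and the germ cell list (-1.18) were all lower at 31 °C and Foxl2 leaned the same way (-0.89), so Foxl2 and the germ cell list do not follow the switch of Amh and Dmrt1. The chicken chromosome 15 homologs keep a median log2 ratio of at least 0.54 under TMM or library totals. These scalings hardly move this pair (medians of 0.02 and 0.03 over genes with 100 or more counts in sum). The scaling test could therefore hardly have gone the other way. A different share of males in the 2 unsexed pools of 5 embryos is a candidate explanation for part of the stage 22 pattern. The homologs, the region of the softshell sex chromosomes, were higher in the pool with more Amh and Dmrt1, at percentile 100.0 of matched random lists. At stages 9, 12, 15 and 19 they stood at 18.7, 0.2, 3.3 and 6.0, and the 0.2 is by the same rule a shift toward 26 °C, whose cause was not tested. The muscle signal lies in the same pool, and an effect of temperature on the gonad remains open as well.

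More calls in Chrysemys than in Apalone. With all 20 libraries thinned to one effective size, the 33 network genes gave 20 calls in Chrysemys and 21 in Apalone (18 to 23 and 20 to 21 over 10 draws), so the greater depth of the Chrysemys libraries could account for the whole of the difference in network calls. Over all genes at stage 9, depth cannot account for the whole difference. There 1132 Chrysemys and 280 Apalone genes were still called (1118 to 1153 and 268 to 290 over the draws). At stages 12, 15, 19 and 22, 506, 1137, 1728 and 1535 Chrysemys genes were still called. Apalone had fewer there too (334, 970, 1005 and 1006). A biological difference between species, the number of embryos in a pool and the mapping of Apalone reads to Chrysemys genes stay open at all these stages. None of them was tested, and the list need not be complete.

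The fits were repeated with other divisions of the libraries. In Chrysemys the edgeR fit over stages called 0 genes, a count that all 100 divisions of the 10 libraries reach by necessity, so chance cannot be excluded, with the highest other 157 (781 genes at an unadjusted p under 0.05; DESeq2 49). In Apalone it called 2, and 9 of 100 divisions called as many, the highest other 531 (DESeq2 254), so chance cannot be excluded. The divisions with the highest counts leave some stages undivided and part the others by temperature. These are stages 9, 19 and 22 in Chrysemys and stages 15, 19 and 22 in Apalone. With the stage as a block, such counts come from temperature differences at those stages. They are thus no sign of another structure of the samples, and such divisions are not free of temperature. Among the 14 divisions that part every stage pair, the highest other count was 0 in both species, and only the real one reached 2 in Apalone. The edgeR test of a difference between species called 0 (655 at an unadjusted p under 0.05, DESeq2 15), a count all 30 divisions reach by necessity, so chance cannot be excluded here either (highest other 12). For stages 9, 12 and 15 the fit called 0 in both species (295 and 480 at an unadjusted p under 0.05, DESeq2 4 and 10), and the 10 possible divisions are too few for a share under 0.05 (highest other 0 in Chrysemys and 23 in Apalone).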

How the results depend on the processing

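Chosen only after results were seen were counting each read pair once, the scaling and the library sizes recovered from the paper's tables, thinning all 20 libraries, upper quartile factors in edgeR and list tests on the gonad effect. With the housekeeping step first, the upper quartile without housekeeping genes equals the main scaling, so it has no values of its own, and 2 planned settings were not run: the housekeeping scaling after leaving out the top 1% of genes, and the housekeeping scaling in edgeR. The fits miss part of what is there. In simulated data the stage-blocked edgeR fit found 62% of 2-fold and 96% of 4-fold changes in Chrysemys and 66% and 93% in Apalone. The gonad fit found 9% and 77%, and 29% and 72%. These shares hold for the simulated spread and may be too high for these libraries. In the real Chrysemys fit over stages, Foxl2 (log2 fold change 2.44, adjusted p = 0.384) and Dpt (2.3, adjusted p = 0.537) did not pass. Both were higher at the warmer temperature at all 5 stages. A fit without calls is thus no evidence against changes of that size. Fisher tests of single libraries pass on depth, and their counts of calls follow it.

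Directions of single genes are mostly stable. Named genes gave 5364 log2 ratios under other settings, of which 5149 were counted as unchanged. Another 148 no longer passed, 59 passed newly and 8 were counted as changed in sign. All 8 did so with library totals, in Chrysemys: at stage 9 Hsp90ab1 (-0.01), Hspa8 (-0.05), Hsph1 (-0.01) and Nasp (-0.12), at stage 19 Calr (-0.02), Nasp (-0.09) and Prdx4 (0.00), and at stage 22 H3f3b (-0.18). The 8 are not every change of sign, since small ratios can turn as well. Ctnnb1 at Chrysemys stage 22 did so with library totals. The cause was not tested. Losses came mostly from counting pairs once (82) and from library totals (34, beside 41 gains). Those with library totals in Chrysemys are Calr, Crabp2, Ctnnb1, Des, Fhl2, Hpgds, Hspb1, Tmco6 and Twist1 at stage 9, Crabp1, Dcn, Prdx4, S100a11 and Twist1 at stage 12, Calr and S100a11 at stage 15, Gata2 and Mertk at stage 19, and Fgfr2, Mertk, Nasp, Prdx4 and Tmco6 at stage 22. In Apalone they are Anpep, Apoa1, Ctnnb1, Dcn, Des and Fhl2 at stage 12, Apc, Ctnnb1, Fgfr2 and Lhx9 at stage 19, and Hspa8 at stage 22. Leaving stages out aside, 96 gonad fold changes of named Chrysemys genes held and 4 no longer passed, and 10 of the called Apalone genes held and 2 did not, both without the stage block. Of the called Chrysemys genes named in the gonad fit, 1 was lost without stage 19 and 7 without stage 22. In Apalone the Gca call was lost without any one stage and that of Serpinh1 without stage 9, 12 or 15. The number of genes detected per library held in all 40 comparisons.

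Which side has more calls depends on the scaling in most stage pairs. Calls higher at 31 °C were 2032 of 3460, 672 of 1787, 1195 of 2453, 2237 of 3934 and 1850 of 3187 at Chrysemys stages 9 to 22. With library totals they were 1014 of 3830, 1141 of 1846, 1611 of 2462, 1250 of 4536 and 881 of 3992, with TMM 884 of 1760 at stage 12 and 1823 of 4099 at stage 19, and with DESeq2 sizes 972 of 2511 at stage 15. In Apalone, 389 of 641, 431 of 995 and 577 of 1339 at stages 12, 15 and 19 became 268 of 669, 586 of 1005 and 831 of 1395 with library totals, and with DESeq2 sizes 250 of 529 at stage 9 became 317 of 552 and stage 12 gave 303 of 649. The cause was not tested, so no excess of Fisher calls to one side is reported as a result.

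The number of calls follows depth and the threshold by construction. Values are for stages 9, 12, 15, 19 and 22 in this order. Thinning within a species left 2174 and 1156 calls at stages 9 and 12 in Chrysemys, 285 and 333 in Apalone, and 43 Apalone genes at all 5 stages. A 2-fold minimum left 631, 108, 655, 1105 and 1157 in Chrysemys and 35, 61, 342, 460 and 462 in Apalone, with 1 gene at all 5 stages in each species, 28 and 12 network calls, and 2134 genes called in Chrysemys only among those in both tables (2260 of all genes). An adjusted p under 0.05 gave 8181, 6590, 7554, 8768 and 8178 in Chrysemys and 3517, 3969, 4745, 5274 and 5351 in Apalone, with 2214 and 626 genes at all 5 stages, 107 and 76 network calls and 2688 in Chrysemys only. Counting pairs once gave 2166, 900, 1263, 2443 and 1994 in Chrysemys and 215, 293, 485, 690 and 624 in Apalone, with 171 and 32 at all 5 stages and 16 Apalone network calls. Thinning all 20 libraries gave 1132, 506, 1137, 1728 and 1535 in Chrysemys, 280 and 334 at Apalone stages 9 and 12, 112 Chrysemys genes at all 5 stages, 20 Chrysemys network calls, and 2109 (2170 of all genes) in Chrysemys only. Library sizes recovered from the paper's p-values gave 1155, 496, 1147, 1747 and 1573 in Chrysemys, 1983, 2016 and 2049 at Apalone stages 15 to 22, 121 and 106 genes at all 5 stages, 21 Chrysemys network calls, and 1423 (1484 of all genes) in Chrysemys only. Genes called at any stage, 7098 in Chrysemys and 2748 in Apalone, with 444 in Apalone only and 2304 in both, move too. They became 2780 and 1086 with 520 in both under the 2-fold minimum, and 12624 and 9450 with 293 in Apalone only and 9157 in both at p under 0.05. Counting pairs once gave 1364 in Apalone, 292 in Apalone only and 1072 in both, thinning all libraries 3446 in Chrysemys, 826 in Apalone only and 1276 in both, and the recovered sizes 3460 and 4146 with 2170 in Apalone only. Other counts of calls per stage, at all 5 stages, in the network, and by species stayed within 1.5 times the main ones.

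The edgeR fits depend on the tool and on the libraries used. DESeq2 called 49 genes over stages in Chrysemys and 254 in Apalone, 492 and 242 in the gonads, 4 and 10 in the early tissues, 169 and 13 for gonads against earlier tissue, 15 for the difference between species and 105 for that in the gonads. Without the filter on low counts edgeR called 2 and 8 over stages, 322 and 1 in the gonads, 1 in early Chrysemys tissue and 122 Chrysemys genes for gonads against earlier tissue. Its robust fit called 1 and 4 over stages, 17 in Apalone gonads and 1 in early Apalone tissue. With the gonad libraries alone 60 and 1 were called, with the early libraries alone 2 and 2, and without the stage block 0 over stages in Apalone. When each stage was left out in turn, Apalone had 0 to 2 over stages and 63 to 96 in the gonads, Chrysemys 69 to 191 in the gonads, and the difference between species 0 to 3. The lone gonad pair left is then assumed to vary like the other stages. Of the 213 Chrysemys gonad calls, 98 were kept without stage 19, 60 without stage 22 and 212 by DESeq2. The cause was not tested.

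Among the gene lists, camera with a preset correlation called 13 lists over stages in Chrysemys and 10 in Apalone, and 11 and 10 in the gonads, where fry called 2 in Chrysemys. With an estimated correlation 0 were called in every case. The chicken chromosome 15 homologs at Apalone stage 19 moved from percentile 6.0 to 1.3 among members with a mean of 100 or more. Co-expression groups numbered 0 in all 4 sets with a tree height 0.2 lower, 12 in Chrysemys at 26 °C and 29 and 23 in Apalone at 26 and 31 °C with one 0.2 higher, and 5 and 5 in Apalone with power 12. Only the height shows its cause by construction.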

Differences from the paper's values

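The calls of single genes were compared first, since the paper's tables give an adjusted p per gene and stage and its threshold of 1e-10 is used here too. In Chrysemys the paper's tables hold 2768 calls (the paper's value) among 17025 values, against 6172 here, which include all of those 2768. In Apalone the paper's tables hold 3571 calls (the paper's value) among 14505 values, against 2330 here, of which 2318 are also the paper's. Of the alternatives set before the data were examined, none of the 9 comes within 1.5 times the paper's value in Chrysemys (library totals, an upper quartile without the top 1%, TMM, DESeq2 sizes, thinning within a species, rounded counts, at least 10 counts, a 2-fold minimum, and p under 0.05), and in Apalone only rounded counts do (2428). In the tables used the signs match at every value compared (over 50 counts and a log2 ratio over 0.1 from 0), and the p-values match in size on another scale of counts: rounded scaled counts times 0.324 in Chrysemys and times 1.54 in Apalone, 1 factor per species, come closest, with a median relative deviation of log10 p of 0.246 and 0.144. On that scale 3223 and 3476 are called here, within 1.5 times the paper's values, dropping 156 of the paper's calls in Chrysemys and 242 in Apalone, and this setting was chosen after seeing the values. Thinning all 20 libraries, chosen after seeing the data as well, comes within 1.5 times in Chrysemys (3160) and drops 240 of the paper's calls.

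Genes called in Chrysemys only were 1065 in the paper (the paper's value) and 4638 here, among genes in both tables. The paper's number follows its analysis of subsampled libraries and cites a table of genes of interest, so the 2 sets may be unlike. All 9 alternatives set before the data were examined differ, with 2134 to 5066. The library sizes implied by the paper's p-values, chosen after seeing the values, give 1423, within 1.5 times, and drop 156 of the paper's Chrysemys calls. Other added settings do not reach it.

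Counts of genes were also read from the figures. At all 5 stages the paper shows about 170 Chrysemys genes in Fig. 1B, read by eye, against 311 here. Of the settings set before the data were examined, thinning within a species falls within 1.5 times (227) and the other 8 do not, while pairs counted once (171) and the sizes implied by the paper's p-values (121) do as well, both chosen after seeing the values and dropping 22 and 156 of the paper's calls. For Apalone the paper shows about 190 in Fig. 1C, read by eye, against 66 here, and neither the 9 planned nor the added settings reach it. Called only at stage 9 were about 440 Chrysemys genes in Fig. 1B, read by eye, and 713 here. Thinning within a species (447), rounded counts (444), a 2-fold minimum (338) and p under 0.05 (416), all set before the data were examined, fall within 1.5 times, the other 5 do not, and among those chosen after seeing the values thinning all libraries (319, dropping 240 of the paper's calls) and the implied sizes (327, dropping 156) do. Only at stage 12 the paper shows about 390 Chrysemys genes in Fig. 1B and about 250 Apalone genes in Fig. 1C, both read by eye, against 136 and 122 here, and all planned and added settings differ. Only at stage 15 it shows about 540 Apalone genes in Fig. 1C, read by eye, against 225 here. Rounded counts (417) and p under 0.05 (504) reach it among the settings set before the data were examined, the other 7 do not, and the implied sizes, chosen after seeing the values and dropping 242 of the paper's calls, do (579). At stage 22 the paper shows about 6300 Chrysemys genes in Fig. 1A, read by eye, against 3187 here, and only p under 0.05 (8178) among the settings set before the data were examined, and none of the added ones, falls within 1.5 times.

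Co-expression groups differ in 3 of 4 sets, and the gene sets are not the same: the paper grouped a smaller set of genes of interest, against 1561 to 1563 in Chrysemys and 1462 to 1463 in Apalone here. Chrysemys at 26 °C had 45 in the paper (the paper's value) and 20 here, and all 4 alternatives set before the data were examined differ (14 with power 12, 14 with signed correlations, 12 with a higher and 0 with a lower tree height). Chrysemys at 31 °C had 10 in the paper (the paper's value) and 16 here, where power 12 (14) and a higher tree height (13) do not differ but signed correlations (17) and a lower height (0) do. Apalone at 31 °C had 21 in the paper (the paper's value) and 11 here, where a higher tree height (23) does not differ but power 12 (5), signed correlations (13) and a lower height (0) do.

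In 2 tables a column holds values that its label cannot have. The signs in the Apalone columns of the S16 and S18 Tables oppose the counts in 121 of 239 and 635 of 1314 values, and 70 of 70 and 448 of 450 values that also stand in the S20 Table differ from it. In all other tables 0 signs oppose the counts. Only values with over 50 counts in both libraries and a log2 ratio over 0.1 from 0 were compared, so smaller ratios may still oppose.

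Some genes go another way than the paper states. It places Nasp and Asf1b with H3f3b as lower at the warm temperature in Chrysemys and higher in Apalone just before the thermosensitive period. H3f3b does so here at stage 12 and all 3 do by stage 15, but at stage 12 Nasp leaned higher in Chrysemys (0.10, called with library totals, TMM and p under 0.05) and was lower in Apalone (-0.33), and Asf1b misses the threshold in both (called with DESeq2 sizes in Chrysemys, and with p under 0.05 in both). The paper gives Ctnnb1 as the one network gene biased to 31 °C before the thermosensitive period in Chrysemys. Over the 33 network genes, 5 of 12 calls at stage 9 and 4 of 4 at stage 12 were higher at 31 °C, Ctnnb1 among them (0.32) beside Foxl2 (2.67), Lhx9 (2.52), Hpgds (1.01) and Fhl2 (0.73). At stages 9 and 12 these are 1 and 2 with thinning within a species, 2 and 4 with library totals and 3 and 0 with a 2-fold minimum, all set before the data were examined. Of the settings chosen after seeing the values, pairs counted once give 1 and 2, and thinning all libraries and the implied sizes give 1 and 0, the 1 being Ctnnb1 and these settings dropping 22, 240 and 156 of the paper's calls. It has Hsp90ab1 respond to temperature across stages in both turtles, yet Apalone was even at stages 9 and 19 (-0.02 and 0.03), the latter called only with library totals, while Serpinh1 and Hspa8 were called at all 10 comparisons. Tex15, by the paper not higher at 26 °C in Chrysemys, was so at stage 22 (-1.21).

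Other genes that the paper counts as responding do not pass here. Dax1 in Apalone misses the threshold (adjusted p = 2.9e-10 at stage 15), and is called there with rounded counts, with p under 0.05 and with the implied sizes, the last chosen after seeing the values. Map3k7 at Apalone stage 12 (-0.26, adjusted p = 3.4e-07) is called only with library totals and p under 0.05. Twist1 at Apalone stage 19 (0.87) is called with library totals, p under 0.05, and 2 settings chosen after seeing the values, thinning all libraries and the implied sizes. Fst at Apalone stage 15 (adjusted p = 0.0641) misses even 0.05, the level the paper names for it. In the other direction, Twist1 (-0.27), Csrnp1 (0.47) and Sox9 (0.37), which the paper has as even at Chrysemys stage 12, pass there. So does Apc at Apalone stage 19 (-0.32), where the paper has it even. The Twist1 and Apc calls end with library totals.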

Other observations

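Translation and energy genes of Chrysemys shift side with the stage, in part as other genes of their expression level do. All 48 ribosomal protein genes were called higher at 31 °C in the stage 9 trunk and at stage 22, and 46 at stage 19, while 42 and 39 were called lower at stages 12 and 15. Random lists matched on expression have the same signs at every stage, and at stage 15 the ribosomal median is at percentile 21.3 of them. Over the stages all 48 leaned to 31 °C (median log2 fold change 0.40, adjusted p = 0.737) with 0 called and 0 when adjusted over the list alone. Apalone went the other way in 4 of 5 stages, with 46 of 48 toward 26 °C (median -0.26, adjusted p = 0.556). Genes of the respiratory chain share the swing in Chrysemys, with medians of 0.79, -0.40, -0.42, 0.50 and 0.52. Cell cycle genes were lower at 31 °C in Chrysemys complexes of stage 15 (22 of 23, median -0.47) and higher in Apalone at stages 15 and 19 (22 and 23 of 23, medians 0.59 and 0.76). These groups are counted within single pools.

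Some single genes are among the largest ratios of a stage. In Chrysemys complexes of stage 12, FOSB (log2 ratio 2.61), ATF3 (2.23), NR4A1 (2.19) and ZFP36 (1.67) were higher at 31 °C, and in the stage 9 trunk EGR1 was (2.78), with no list of such genes tested. At stage 22 the carbonic anhydrase gene CA3 was higher at 31 °C (6.05) and the lysophosphatidic acid receptor gene LPAR3 lower (-6.01), and the cartilage list had a median of -2.47 with 6 of 6 lower. In Apalone gonads of stage 19 the plasma protein gene FETUB had 748 counts at 26 °C and 0 at 31 °C, at least 339-fold, while DBH, which makes noradrenaline, was higher at 31 °C (4.67), as was the nicotinic receptor gene CHRNA3 (3.38) and an adrenal and chromaffin list (median 2.17, 6 of 6). At stage 22 the smooth muscle genes ACTG2 and CNN1 were lower at 31 °C (-3.32 and -3.20), opposite to the skeletal muscle genes SLN (7.71) and CASQ1 (a ratio of 685, 95% interval 123 to 27100). All these ratios of single genes pass the threshold.

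Liver genes over the stages of Apalone had a median log2 fold change of -3.31 with 9 of 9 toward 26 °C (adjusted p = 0.556), with 0 called and 7 lower when adjusted over the list alone.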
